# Type 1 interferons and Foxo1 down-regulation play a key role in age-related T-cell exhaustion in mice

**DOI:** 10.1038/s41467-024-45984-8

**Published:** 2024-02-26

**Authors:** Aurélie Durand, Nelly Bonilla, Théo Level, Zoé Ginestet, Amélie Lombès, Vincent Guichard, Mathieu Germain, Sébastien Jacques, Franck Letourneur, Marcio Do Cruzeiro, Carmen Marchiol, Gilles Renault, Morgane Le Gall, Céline Charvet, Agnès Le Bon, Bruno Martin, Cédric Auffray, Bruno Lucas

**Keywords:** T cells, Lymphocyte activation, Immunological memory

## Abstract

Foxo family transcription factors are critically involved in multiple processes, such as metabolism, quiescence, cell survival and cell differentiation. Although continuous, high activity of Foxo transcription factors extends the life span of some species, the involvement of Foxo proteins in mammalian aging remains to be determined. Here, we show that Foxo1 is down-regulated with age in mouse T cells. This down-regulation of Foxo1 in T cells may contribute to the disruption of naive T-cell homeostasis with age, leading to an increase in the number of memory T cells. Foxo1 down-regulation is also associated with the up-regulation of co-inhibitory receptors by memory T cells and exhaustion in aged mice. Using adoptive transfer experiments, we show that the age-dependent down-regulation of Foxo1 in T cells is mediated by T-cell-extrinsic cues, including type 1 interferons. Taken together, our data suggest that type 1 interferon-induced Foxo1 down-regulation is likely to contribute significantly to T-cell dysfunction in aged mice.

## Abstract (web summary)

Although continuous activity of Foxo transcription factors substantially increase the life span of species such as *Hydra vulgaris*, these proteins have never been implicated in mammalian aging. In this study, the authors demonstrate that, with age, Foxo1 is down-regulated in mouse T lymphocytes and associated with exhaustion.

## Introduction

Aging of an organism is progressive and cumulative, leading to alterations in the functions of multiple cells, tissues, and organs^1^. Aging is a complex process that affects many aspects of mammalian biology, including the immune system. Indeed, age-related alterations in the immune system make older adults more susceptible to infectious diseases and tumors, resulting in increased morbidity and mortality^2–4^. In addition, the effectiveness of vaccination is significantly reduced in the older population, limiting preventive prophylaxis^5,6^. Because of these age-associated defects, immunologists have become interested in understanding the aging process^7–9^. Although aging affects both the innate and adaptive immune systems, these changes are most pronounced in adaptive immune cells^10,11^.

Many mutations in the insulin/IGF-1 pathway extend life span in worms, flies, and mammals^12^. This pathway is highly influenced by the transcription factors of the Forkhead box O family (Foxo)^12,13^. Foxo genes are critically involved at the crossroads of different processes, such as metabolism, quiescence, cell survival, oxidative stress resistance, cellular differentiation, autophagy and apoptosis^14,15^. Over the last few decades, studies in various model organisms have highlighted the crucial role of Foxo family members in preventing aging and extending life span. First, in *Caenorhabditis elegans*, increased activity of daf-16 which encodes a Foxo family transcription factor doubles their life span^16,17^. Second, in *Drosophila melanogaster*, Foxo overexpression also extends the fly’s life span^18,19^. Finally, in non-senescent *Hydra vulgaris*, continuously high activity of transcription factor Foxo contributes to continuous stem cell proliferation^20,21^. However, the involvement of Foxo proteins in mammal longevity as well as in the aging of the immune system has not yet been documented.

Over the last decade, it has been shown that Foxo transcription factors (especially Foxo1 and Foxo3, the two members of this family expressed by T cells) control many aspects of T-cell physiology in mammals. They increase T-cell survival by inducing IL-7 receptor expression and T-cell trafficking by increasing the expression of key molecules involved in their entry and exit from lymphoid and non-lymphoid tissues such as CD62L, S1PR1, and CCR7^22,23^. In addition, Foxo1 plays a crucial role in directing the differentiation of naive CD4 and CD8 T cells into effector cells^24–28^.

In this paper, we show that Foxo1 expression is progressively down-regulated in mouse T cells with age and that this decrease imprints their transcriptional signature. Comparison of the T-cell compartment of old wild-type (WT) mice (22 months) with that of young adult mice (3 months) deficient or proficient in Foxo1 expression in T cells allowed us to assess the full consequences of the loss of Foxo1 expression on T-cell aging. Finally, as adoptive transfer of T cells from young adults to old animals leads to their accelerated aging, we then sought to identify the T-cell extrinsic factors leading to the decrease of Foxo1 expression in T cells and to their subsequent aging.

## Results

### Gradual down-regulation of Foxo1 in T cells with age imprints their transcriptional signature

Throughout this study, as in our previous articles^29,30^, regulatory CD4 T cells (CD4_R_) were defined as Foxp3^+^ CD4^+^ CD8α^-^ TCRβ^+^ cells, memory CD4 T cells (CD4_M_) as CD44^hi^ Foxp3^-^ CD4^+^ CD8α^-^ TCRβ^+^ cells and naive CD4 T cells (CD4_N_) as CD44^-/low^ Foxp3^-^ CD8α^-^ TCRβ^+^ cells (Fig. S1a). CD44 expression was also used to discriminate between naive and memory CD8 T cells (CD8_N_ and CD8_M_ respectively, Fig. S1a). Foxo1 and Foxo3 were differentially expressed in the various T-cell subsets in secondary lymphoid organs (SLOs) of young adult mice with, for example, CD8_N_ and CD8_M_ T cells expressing more Foxo1 than CD4_N_, CD4_M_, and CD4_R_ T cells (Fig. S1b). To assess changes in the expression of Foxo1 and Foxo3 with age, we next compared peripheral T cells from young adult and old mice (3-month-old versus 22-month-old). For this purpose, cell suspensions from SLOs of young adult and old mice were first labeled separately with anti-CD45 antibodies conjugated to different fluorochromes and then mixed together so that surface and intracellular staining were performed in a single well. Interestingly, Foxo1 expression decreased significantly in all T-cell subsets with age, whereas Foxo3 expression decreased slightly in CD4_M_ and CD8_M_ cells only (Figs. 1a, S1c). Foxo1 down-regulation with age was progressive with levels already decreased in blood T cells from 6-month-old mice compared with similar cells from 3-month-old mice (Fig. 1b).

**Fig. 1:**
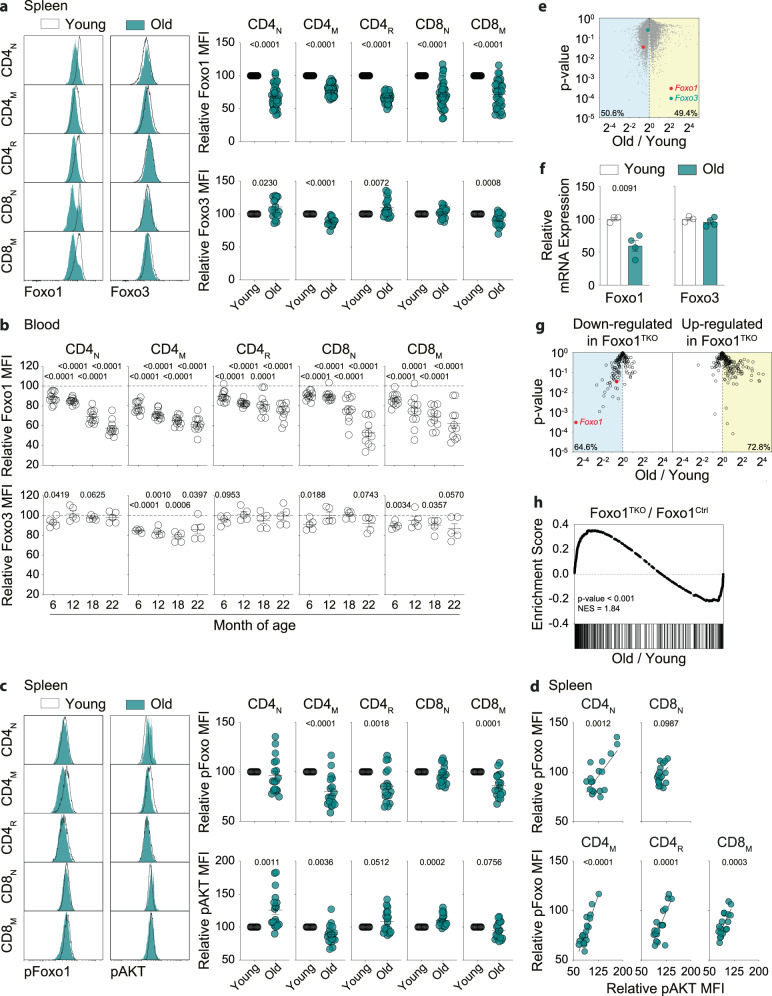
Foxo1 is gradually down-regulated in T cells with age. **a** Cell suspensions from the spleen of a 3-month-old mouse (Young adult) and a 22-month-old mouse (Old) were first stained separately with anti-CD45 antibodies conjugated to different fluorochromes and then mixed before further staining. Foxo1 and Foxo3 fluorescence histograms of the indicated T-cell subsets are shown for representative mice (left panel). Relative Mean Fluorescence Intensities (MFIs) were calculated by dividing the MFI of a given T-cell subset of the old mouse by the MFI of the same T-cell subset of the barcoded young adult mouse (right panel). **b** A cohort of female mice was bled at different ages and blood cells were mixed with cells from 3-month-old female mice before revealing Foxo1 and Foxo3 expression. Of note, before mixing them, blood cells were barcoded with anti-CD45 antibodies conjugated to different fluorochromes. Relative MFIs are shown for the indicated T-cell subsets. **c** phospho-Foxo (pFoxo) and phospho-AKT (pAKT) fluorescence histograms of the indicated T-cell subsets are shown for representative mice (left panel). Relative MFIs were calculated by dividing the MFI of a given T-cell subset of the old mouse by the MFI of the same T-cell subset of the barcoded young adult mouse (right panel). **d** Relative expression of pFoxo by the indicated T-cell subsets from the spleen of old mice as a function of pAKT relative expression. **e** Volcano plot representation of the transcriptomic signature of CD4_N_ cells from aged versus young adult mice. **f** The relative expression of Foxo1 and Foxo3 mRNAs was directly derived from the obtained signature and was plotted as Mean ± SEM (*n* = 3 Young adult mice; *n* = 4 old mice). **g**, **h** A list of genes up- and down-regulated in CD4_N_ cells from Foxo1^TKO^ mice compared with CD4_N_ cells from Foxo1^Ctrl^ mice was also determined (*p* value of < 0.05 and fold change > 1.5 or <−1.5, see Supplementary Data 1). The expression of these genes by CD4 T_N_ cells as a function of mouse age was visualized using the Volcano (**g**) or GSEA (**h**) plot. Quantifications are represented as Means ± SEM. The significance of differences between two series of results was assessed using Student’s unpaired *t* test (**a**–**c**, **f**). For assessing correlations, Pearson correlation (two-sided test, coefficient, and 95% confidence intervals) was used (**d**). The p-values for the GSEA test statistics are calculated by permutation (**h**). Significant (*p* < 0.05) or almost significant (0.05 < *p* < 0.10) *p*-values are indicated. Source data are provided as a Source Data file.

When phosphorylated at threonine 24, serine 256, and serine 319 by AKT, Foxo1 is translocated from the nucleus to the cytoplasm and then addressed to the proteasome and degraded^31^. To investigate whether such a process might be involved in the down-regulation of Foxo1 with age, we next studied the localization of Foxo1 in T cells (Fig. S1d). Foxo1 expression decreased with age to a similar extent in the nucleus and the cytoplasm of naive, memory, and regulatory CD4 T cells from old mice (Fig. S1e). Thus, in T cells from old mice, we did not observe a decrease in Foxo1 in the nucleus to the benefit of the cytoplasm since the contribution of nuclear Foxo1 to total Foxo1 staining was even slightly increased with age (Fig. S1e). However, as Foxo1 down-regulation is very progressive with age, Foxo1 degradation when excluded from the nucleus could prevent its accumulation in the cytoplasm.

We then assessed whether the AKT signalization pathway could be involved in Foxo1 down-regulation with age. Indeed, as indicated above, AKT phosphorylates Foxo1, leading to its translocation from the nucleus to the cytoplasm^31^. The amount of phosphorylated Foxo decreased in all T-cell subsets with age, but these results may only reflect the down-regulation of Foxo1 with age (Fig. 1c. Fluorescence minus one controls are shown in Fig. S2a). Consistent with the literature^32^, we found that the extent of Foxo phosphorylation correlated significantly with the extent of AKT phosphorylation in CD4_N_, CD4_R_, CD4_M_, and CD8_M_ cells and tended to correlate with the extent of AKT phosphorylation in CD8_N_ cells (Fig. 1d). AKT activation may thus contribute to Foxo1 phosphorylation in T cells from old mice. However, phosphorylated AKT increased significantly with age only in CD4_N_ and CD8_N_ cells (Fig. 1c). Interestingly, in old mice, the amount of phosphorylated AKT in these 2 T-cell subsets correlated significantly with the extent of Foxo1 down-regulation suggesting that increased AKT activation may play a role in Foxo1 down-regulation with age at least in these cells (Fig. S2b).

We then studied the transcriptome of CD4_N_ cells as a function of mouse age. We decided to focus on CD4_N_ cells as naive T cells can be considered as more homogenous than CD4_M_ and CD4_R_ cells. Of note, half of the genes were up-regulated with age and half down-regulated (Fig. 1e). In agreement with the results obtained at the protein level, we found that transcription of Foxo1, but not that of Foxo3 was diminished in CD4_N_ cells from 22-month-old mice compared to CD4_N_ cells from 3-month-old mice (Fig. 1f). To assess whether Foxo1 down-regulation with age in CD4_N_ cells impacted their transcriptional signature, we next determined the transcriptomic signature of CD4_N_ cells lacking the expression of Foxo1 (CD4_N_ cells from CD4^cre^ Foxo1^fl/fl^ mice alias Foxo1^TKO^ mice^27,28^ compared to CD4_N_ cells from Foxo1^fl/fl^ mice not expressing the Cre recombinase alias Foxo1^Ctrl^ mice; in Foxo1^TKO^ mice, Cre recombinase-mediated Foxo1 DNA recombination occurs at the double-positive (CD4^+^CD8^+^) stage of thymic differentiation and thus affects both CD4 and CD8 T-cell lineages). We found 202 up-regulated genes (fold change > 1.5; *p* < 0.05) and 144 down-regulated genes (fold change < −1.5; *p* < 0.05) in CD4_N_ cells from the lymph-nodes of Foxo1^TKO^ mice (Supplementary Data 1) compared to control littermates (Foxo1^Ctrl^ mice). Interestingly, genes down-regulated in CD4_N_ cells from Foxo1^TKO^ mice were mostly less expressed by CD4_N_ cells from old WT mice (64.6%; Fig. 1g). Similarly, most genes overexpressed in CD4_N_ cells from Foxo1^TKO^ mice were found to be up-regulated in CD4_N_ cells from old WT mice (72.8%; Fig. 1g). This bias was even reinforced when fold changes were defined as 2 and −2 respectively (Fig. S2c). Gene Set Enrichment Analysis (GSEA^33,34^;) confirmed a clear and significant overlap between the transcriptional signatures of CD4_N_ cells from young adult Foxo1^TKO^ and old WT mice (Figs. 1h, S2d). Finally, we validated our transcriptomic results at the protein level in CD4_N_ and CD8_N_ cells from old WT mice by showing that the expression of CCR7 and CD62L which is known to be controlled by Foxo1^22,23^, was closely correlated with their level of expression of Foxo1 (Fig. S2e–j). Thus, Foxo1 down-regulation with age in naïve T cells is sufficient to significantly reshape their transcriptional signature.

### The peripheral T-cell compartments of young adult Foxo1^TKO^ mice and old wild-type mice share many features

To assess the full consequences of Foxo1 down-regulation with age on T cells, we then decided to thoroughly compare the peripheral T-cell compartment of aged WT mice with that of young adult Foxo1^TKO^ mice (Fig. 2a). In peripheral lymph-nodes, mesenteric lymph-nodes and the spleen of old WT and young adult Foxo1^TKO^ mice, we observed a marked increase in the proportions of CD4_M_ and CD4_R_ cells at the expense of CD4_N_ cells when compared to their respective control mice (Fig. 2b). Reduced proportions of CD8_N_ cells were also found in the SLOs of old WT mice and young adult Foxo1^TKO^ mice (Fig. S3a). These changes in the proportions of the various peripheral T-cell subsets resulted at least in part from a decrease in the absolute number of naive T cells in all SLOs with age or in the absence of Foxo1 expression (Figs. 2c, S3b). Absolute numbers of CD4_M_ cells were markedly increased in the SLOs of old WT and young adult Foxo1^TKO^ mice whereas those of CD8_M_ cells were augmented in all SLOs only in old WT mice (Figs. 2c, S3b). Changes in absolute CD4_R_ cell counts varied by SLOs, with for example an increase in the spleen and a decrease in peripheral lymph-nodes of both old WT and young adult Foxo1^TKO^ mice. Overall, the peripheral CD4 T-cell compartment of old WT mice and young adult Foxo1^TKO^ mice is very similar in terms of proportions and absolute numbers of CD4_N_, CD4_M_, and CD4_R_ cells. By contrast, the similarity of the CD8 T-cell compartment from the SLOs of the two types of mice results mainly from reduced absolute numbers of CD8_N_ cells.

**Fig. 2:**
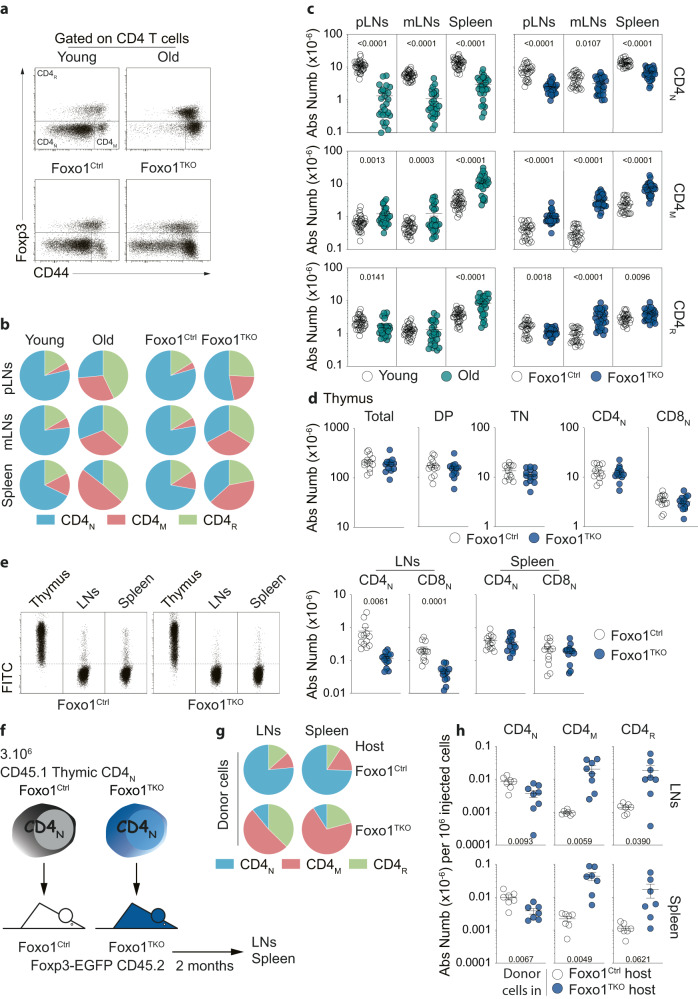
Similar distribution of CD4 T-cell subsets in the SLOs of old WT and young adult Foxo1^TKO^ mice. **a** Foxp3/CD44 representative dot-plots are shown for spleen CD4 T cells from the indicated representative mice. **b** Distribution of CD4_N_, CD4_M_, and CD4_R_ cells among CD4 T cells in the indicated SLOs (pLNs (peripheral Lymph Nodes), mLNs (mesenteric Lymph Nodes) and Spleen) of young adult and old WT mice versus young adult Foxo1^Ctrl^ and Foxo1^TKO^ mice. **c** Total cell numbers of CD4_N_, CD4_M_ and CD4_R_ cells recovered from the SLOs of the indicated mice. **d** Absolute cell numbers of total, double-positive (CD4^+^CD8^+^), triple-negative (CD4^-^ CD8^-^ TCR_β_^-^), CD4_N_ and CD8_N_ thymocytes from 1-month-old Foxo1^Ctrl^ and Foxo1^TKO^ mice. **e** 1-month-old Foxo1^Ctrl^ and Foxo1^TKO^ mice were injected intrathymically with FITC and sacrificed 16 h later. FITC/FSC representative dot-plots are shown for CD4 T cells from the spleen, lymph nodes, and the thymus of representative mice (left panel). Absolute cell numbers of FITC^+^ CD4_N_ and CD8_N_ cells from the spleen and lymph nodes (right panel). **f**–**h** 3.10^6^ CD4_N_ cells from the thymus of 1-month-old CD45.1 Foxo1^TKO^ or Foxo1^Ctrl^ mice were injected i.v. into 1-month-old CD45.2 Foxo1^TKO^ or Foxo1^Ctrl^ mice respectively. Diagram illustrating the experimental model (**f**). Distribution of CD4_N_, CD4_M_, and CD4_R_ cells among donor CD4 T cells recovered from the indicated SLOs of recipient mice (**g**). Absolute cell numbers of CD4_N_, CD4_M_, and CD4_R_ donor cells recovered from the indicated SLOs of recipient mice per 10^6^ injected cells (**h**). Quantifications are represented as Means ± SEM. The significance of differences between two series of results was assessed using Student’s unpaired *t* test (**c**–**e**, **h**). Significant (*p* < 0.05) or almost significant (0.05 < *p* < 0.10) *p*-values are indicated. Source data are provided as a Source Data file.

It has been shown by us and others that Foxo1 restrains CD4_N_-cell differentiation into type 17 Helper (TH17)^27^ and follicular helper (TFH) T cells^26^. To characterize more deeply memory/effector T cells from old WT mice, we next determined the proportions of these two subsets among CD4_M_ cells as a function of mouse age. TFH cells were defined as PD1^+^ CXCR5^+^ CD4_M_ cells and TH17 as CD4_M_ cells producing IL-17 upon in vitro restimulation (Fig. S3c, d). We found that at least in the peripheral lymph nodes of both old WT mice and young adult Foxo1^TKO^ mice, the proportions of TH17 and TFH among CD4_M_ cells were significantly increased. Thus, the peripheral T-cell compartments of old WT mice and young adult Foxo1^TKO^ mice share not only quantitative similarities in terms of proportions of naïve, memory, and regulatory T cells but also qualitative similarities.

The reduction in the absolute numbers of naive T cells in SLOs with age results, at least in part, from the decreased production of naive T cells in the thymus due to its involution^35^. To assess whether the reduction in the numbers of naive T cells in the SLOs of Foxo1^TKO^ mice could also result from thymic dysfunction, we next studied the thymi of 4-week-old Foxo1^TKO^ mice and showed that they contained as many CD4^-^CD8^-^TCR_β_^-^ triple-negative, CD4^+^CD8^+^ double-positive, CD4_N_ and CD8_N_ cells as the thymi of their control littermates. (Fig. 2d). Analysis of the wave of new thymic migrants reaching SLOs 16 h after intra-thymic injection of fluorescein revealed that while the numbers of FITC^+^ CD4_N_ and CD8_N_ cells were normal in the spleen, they were significantly lower in the lymph-nodes of Foxo1^TKO^ mice compared with Foxo1^Ctrl^ mice (Fig. 2e). In agreement with these results, at 4 weeks of age, the absolute numbers of naive T cells were reduced in the lymph-nodes but not in the spleen of Foxo1^TKO^ mice (Fig. S4a). As previously described by Kerdiles et al.^23^, we observed that naïve T cells from Foxo1^TKO^ mice expressed low levels of CD62L and CCR7 compared to their T-cell counterparts from Foxo1^Ctrl^ mice (Fig. S4b, c). As these 2 molecules are involved in the entry of T cells into lymph nodes, their down-regulation may account for the decreased naïve T-cell cellularity observed in the lymph nodes of Foxo1^TKO^ mice. To test this hypothesis, we next compared the homing of purified Foxo1-deficient or Foxo1-sufficient CD4_N_ cells 18 h after their transfer into recipient mice (Fig. S4d). In agreement with Kerdiles et al.^23^, we found that the ability of Foxo1-deficient CD4_N_ cells to home to lymph nodes but not to the spleen was significantly impaired compared with that of Foxo1-sufficient CD4_N_ cells (Fig. S4e). Thus, part of the decrease of the absolute numbers of naive T cells in the SLOs of Foxo1^TKO^ mice could result from a decrease in thymic input due to altered trafficking of recent thymic migrants, which would affect the cellularity of the lymph nodes as early as 4 weeks after birth before generalizing to all SLOs in 12-week-old mice.

We next decided to study the behavior of a cohort of thymic migrants depending on their expression of Foxo1. To do so, we adoptively transferred CD4_N_ thymocytes from 1-month-old Foxo1^TKO^ or Foxo1^Ctrl^ CD45.1 mice into CD45.2 mice of the same age and genotype and analyzed their progeny 2 months later (Fig. 2f). Whereas in WT mice, most recovered cells were still naive, the progeny of CD4_N_ thymocytes lacking the expression of Foxo1 contained high proportions of CD4_M_ and CD4_R_ cells (Fig. 2g). More precisely, we recovered at least 20-fold more CD45.1^+^ CD4_M_, and CD4_R_ cells in the lymph nodes and spleen of Foxo1^TKO^ mice compared to Foxo1^Ctrl^ mice (Fig. 2h). Of note, absolute numbers of CD45.1^+^ CD4_N_ cells in Foxo1^TKO^ mice were reduced by 2-fold compared to those in Foxo1^Ctrl^ mice. These latter results suggest that in Foxo1^TKO^ mice, CD4_M_, and CD4_R_ cells deriving from the initially injected naive thymocytes expanded strongly. However, the decreased absolute numbers of CD45.1^+^ CD4_N_ cells recovered from the periphery of Foxo1^TKO^ mice also suggest that injected thymic CD4_N_ cells converted more efficiently into CD4_M_ cells and CD4_R_ cells when lacking Foxo1 expression. So, in Foxo1^TKO^ mice, a decrease in thymic input together with a higher differentiation rate of CD4_N_ cells into CD4_M_ and CD4_R_ cells and a higher expansion of these latter cells could lead to a peripheral T-cell compartment resembling that of old WT mice.

### Foxo1 down-regulation with age in memory and regulatory T cells leads to their exhaustion

To find out which other consequences may have Foxo1 down-regulation with age on T-cell physiology, we went back to the transcriptomic signature of CD4_N_ cells from old mice and analyzed it with the help of the QIAGEN Ingenuity Pathway Analysis (IPA, QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) (Fig. 3a). Eleven canonical pathways were found to be both significant and Z-score positive in CD4_N_ cells from old mice (numbered from the lowest *p* value). Far more pathways were significantly enriched in CD4_N_ cells of young adult Foxo1^TKO^ mice compared to their control littermates. Interestingly, 8 out of the 11 canonical pathways defined in old mice were also significantly turned on in CD4_N_ cells from young adult Foxo1^TKO^ mice. Among them, the pathway numbered 2, “T-cell exhaustion signaling pathway”, had the lowest *p* value in both analyses (Fig. 3a). To pursue in that direction, we defined, from the resource published by Crawford et al.^36^, a list of genes up- or down-regulated in CD4 T cells undergoing exhaustion in the course of a chronic infection (Day 30 exhaustion signature, Supplementary Data 2). Interestingly, this signature was clearly found in the transcriptional profile of CD4_N_ cells from either old WT or young adult Foxo1^TKO^ mice (Figs. 3b, S5a, b).

**Fig. 3:**
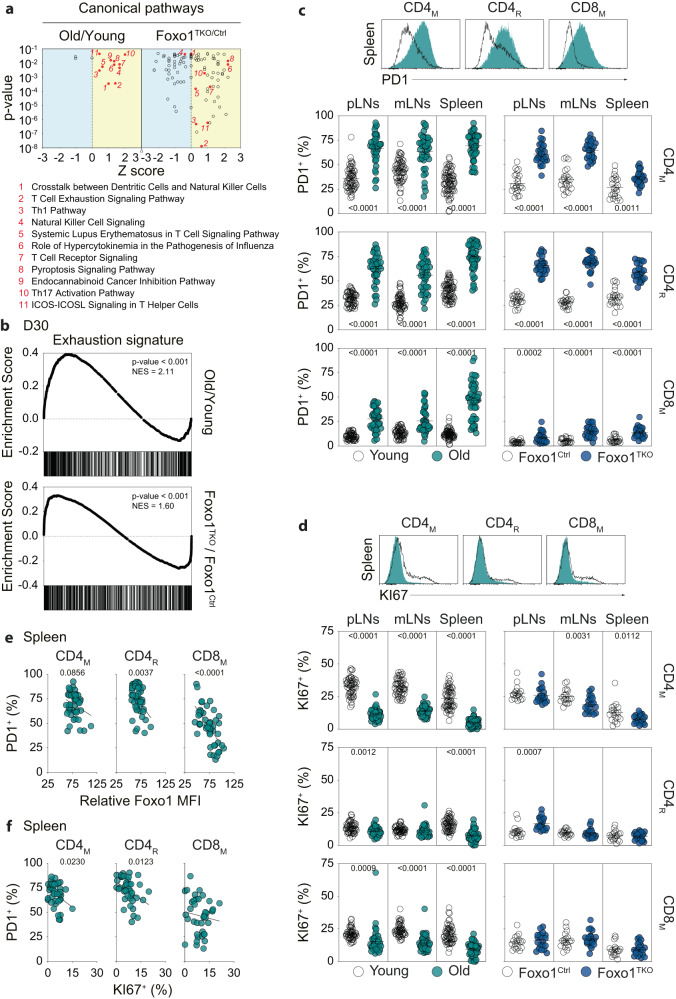
Memory and regulatory T cells from the SLOs of old WT and young adult Foxo1^TKO^ mice exhibit an exhausted phenotype. **a** *p* value/Z score dot-plots representing the canonical pathways determined by Ingenuity Pathway Analysis software as significantly (*p* < 0.05) involved in the transcriptomic signature of CD4_N_ cells from old WT (left panel) or young adult Foxo1^TKO^ (right panel) mice. **b** A list of genes up-or down-regulated in CD4 T cells undergoing exhaustion in the course of a chronic infection was determined (GSE30431 Day 30). Expression of these genes by CD4 T_N_ cells from old WT (upper panel) or young adult Foxo1^TKO^ (lower panel) mice was visualized using the GSEA software. **c** PD1 fluorescence histograms of the indicated T-cell subsets from the spleen of a representative old mouse and a representative young adult mouse are shown (upper panel). Percentages of PD1^+^ cells among CD4_M_, CD4_R_, and CD8_M_ cells are shown for the indicated SLOs of old/young adult mice (lower left panel) and Foxo1^TKO^/Foxo1^Ctrl^ mice (lower right panel). **d** Same as in (**c**) for KI67. **e** Percentages of PD1^+^ cells among CD4_M_, CD4_R_ and CD8_M_ cells from the spleen of old mice are shown as a function of their Foxo1 relative expression. **f** Percentages of PD1^+^ cells among CD4_M_, CD4_R_ and CD8_M_ cells from the spleen of old mice are shown as a function of their expression of KI67. Quantifications are represented as Means ± SEM. The significance of differences between two series of results was assessed using Student’s unpaired *t* test (**a**, **c**, **d**). The p-values for the GSEA test statistics are calculated by permutation (**b**). For assessing correlations, Pearson correlation (two-sided test, coefficient and 95% confidence intervals) was used (**e**, **f**). Significant (*p* < 0.05) or almost significant (0.05 < *p* < 0.10) *p*-values are indicated. Source data are provided as a Source Data file.

We then studied the expression of 3 cell membrane proteins overexpressed by exhausted T cells, namely PD1, TIGIT and CD39, by CD4_M_, CD8_M_, and CD4_R_ cells from our mice of interest and their respective controls. PD1 and TIGIT were clearly overexpressed by peripheral CD4_M_ and CD4_R_ cells from old WT or young adult Foxo1^TKO^ mice (Figs. 3c, S5c). CD8_M_ cells from old WT or young adult Foxo1^TKO^ mice also exhibited higher PD1 levels than CD8_M_ cells from young adult WT mice although such an increase was more pronounced in old mice than in young adult Foxo1^TKO^ mice (Fig. 3c). TIGIT overexpression was observed only in CD8_M_ cells from old mice (Fig. S5c). CD39 expression has been shown to define cell exhaustion in tumor-infiltrating CD8 T cells^37^. Accordingly, CD39 expression was up-regulated strongly in peripheral CD8_M_ cells from both old WT or young adult Foxo1^TKO^ mice (Fig. S5d). Most inhibitory receptors are also expressed although to a lesser extent in the course of T-cell activation. To go further, we, therefore, studied the expression of the transcription factor TOX as it has been shown that TOX is largely dispensable for the generation of effector and memory T cells, but critical for exhaustion^38^. We found that TOX expression was significantly increased in CD4_M_, CD4_R_, and CD8_M_ cells from old WT and young adult Foxo1^TKO^ mice (Fig. S6a). It has been shown that terminally differentiated exhausted T cells express lower levels of the transcription factor TCF-1 than exhausted T-cell progenitor cells and activated T cells^39–41^. Interestingly, we found that TCF-1 expression was strongly down-regulated in CD4_M_, CD4_R_, and CD8_M_ cells from old WT and young adult Foxo1^TKO^ mice compared to the same cells from control mice (Fig. S6b). Furthermore, these 3 cell subsets contain a significant proportion of TOX^+^ TCF-1^-/low^ cells in both old WT and young adult Foxo1^TKO^ mice (Fig. S6c). Altogether, these results strongly suggest that Foxo1 down-regulation with age in peripheral memory and regulatory T cells participate to their exhaustion. However, the overexpression of exhaustion markers is, in some cases, less marked in T cells from young adult Foxo1^TKO^ mice than in those from old WT, especially for CD8_M_ cells. Thus, mechanisms other than Foxo1 down-regulation may also be involved in age-related T-cell exhaustion.

To assess whether such an overexpression of inhibitory receptors would alter the proliferation rate of CD4_M_, CD8_M_, and CD4_R_ cells, we then analyzed the expression of KI67, a protein that is constitutively expressed in cycling mammalian cells and is widely used as a cell proliferation marker. In all SLOs of old mice, fewer CD4_M_, CD8_M_, and CD4_R_ cells expressed KI67 (Fig. 3d). Such a decrease was not observed in CD4_R_ and CD8_M_ cells from young adult Foxo1^TKO^ mice. Indeed, the decrease was significant only in CD4_M_ cells in the spleen and mesenteric lymph nodes of Foxo1^TKO^ mice. Other mechanisms not involving the down-regulation of Foxo1 expression could therefore be involved in the age-related decrease in CD4_R_ and CD8_M_ cell proliferation.

Interestingly, in old mice, the less CD4_M_, CD8_M_ or CD4_R_ cells express Foxo1, the more they express PD1 (Fig. 3e). These latter results are also suggesting that Foxo1 down-regulation participate to T-cell exhaustion with age. Of note, PD1 expression in T cells from the SLOs of old mice was also clearly inversely correlated with the expression of KI67 (Fig. 3f).

To confirm that Foxo1 expression prevents T cells from the overexpression of exhaustion markers, we purified CD4_N_ cells from Foxo1^TKO^ mice and Foxo1^Ctrl^ mice and stimulated them in vitro for 2 or 4 days (Fig. 4a). Foxo1-deficient T cells significantly expressed more PD1 and TIGIT upon activation (Fig. 4b, c). Moreover, the proliferation of Foxo1-deficient T cells was markedly reduced (Fig. 4d). Of note, similar results were obtained by comparing the progeny of CD8_N_ cells from Foxo1^TKO^ mice and Foxo1^Ctrl^ mice 4 days after activation (Fig. S7a–d). To extend these data, we then determined the transcriptome of the progeny of CD4_N_ cells deficient or proficient for Foxo1 expression after 4 days of activation. This transcriptomic signature was clearly related to the one we defined from Crawford et al.^36^. 

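The RNA of 3 Foxo1 TKO and 3 Foxo1 Ctrl cultures was sequenced. Foxo1 TKO mice lack Foxo1 in their T cells and Foxo1 Ctrl mice are their controls. CD4_N_ cells were sorted from lymph nodes and cultured for 4 days with soluble anti-CD3 antibody (0.1 µg/ml) and 250000 splenocytes from CD3ε KO mice, which have no T cells of their own and presented the antibody. The methods give 500000 CD4_N_ cells per culture and pooled peripheral and mesenteric lymph nodes, whereas the labels of the samples give 50000 cells and name peripheral lymph nodes only. Neither text says whether the T cells were separated from the splenocytes before RNA extraction. The authors aligned the reads with STAR 2.7.6a to the Ensembl GRCm38 reference, release 101, kept reads that mapped uniquely or to up to 10 loci with a count adjustment, and counted them per gene with RSEM 1.3.1. RSEM gives expected counts, which need not be whole because a read that maps to several genes is shared between them. The deposited expected counts are not normalized and were rounded to whole numbers here. They summed to between 16502065 and 19675447 per Foxo1 TKO library (median 18958355, n = 3) and to between 14783890 and 18265937 per Foxo1 Ctrl library (median 17365409, n = 3). Of the 55487 genes in the count files, the 13691 with at least 10 counts in at least 3 libraries were tested, and these held 99.9% of the counts of every library. Counts were normalized by edgeR's TMM method. The genotypes were compared by edgeR's quasi-likelihood test, p-values were adjusted over all genes tested by the Benjamini-Hochberg method, and a gene was called different when the adjusted p was under 0.05 and the fold change over 1.5. Log2 fold changes are given as Foxo1 TKO against Foxo1 Ctrl, and values as mean ± SD of TMM-normalized counts (n = 3 libraries per genotype). Gene positions are those of GENCODE M21 on GRCm38. A permutation of 3 libraries against 3 cannot give a two-sided p under 0.1. Whether reads were counted by strand is not stated, so a gene with an antisense gene over its exons is uncertain to that extent.

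The targeted gene, Foxo1 (ENSMUSG00000044167, chromosome 3, 52268336 to 52353221), had 81.5 ± 34.0 normalized counts in Foxo1 TKO cells and 1789 ± 415 in Foxo1 Ctrl cells. Its log2 fold change was −4.45 (standard error 0.36, adjusted p = 0.000195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each Foxo1 TKO library lay below each Foxo1 Ctrl library. The antisense gene Gm20402 overlaps its exons. The transcript of Foxo3 (chromosome 10, 42181841 to 42276755) differed by less than the libraries of one genotype did among themselves, with 349.5 ± 112 counts against 519 ± 145 (log2 fold change −0.57, standard error 0.30, adjusted p = 0.211 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first principal component of the log2 values, which held 66.4% of their variance, separated the genotypes, and the second held 17.1%. Between the genotypes, 3144 genes were called different, 1525 higher and 1619 lower in Foxo1 TKO cells. The values of 5841 genes (42.7% of those tested) did not overlap between the genotypes, where chance gives 10%. Leaving out replicate 2 of Foxo1 TKO moved the number of calls most, to 1854 genes, of which 1834 were among the 3144 and had the same direction.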

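The Day 8 exhaustion signature of Supplementary Data 3 holds 486 genes, 306 of them lower and 180 higher in exhausted CD4 T cells, and 375 were among the genes tested under the symbol listed. All genes tested were ranked by GSEA's signal-to-noise ratio between Foxo1 TKO and Foxo1 Ctrl cells, on counts divided by DESeq2 size factors, and the position of the signature was tested with fgsea against 10000 permutations of the gene labels. Taken as one set, as in Fig. 4e, the signature lay among the genes lower in Foxo1 TKO cells, with a normalized enrichment score of −1.804 (permutation p = 0.0002, the smallest such permutations can give here, and 0.0002 after Benjamini-Hochberg adjustment over the 10 gene lists tested). The score stayed between −1.92 and −1.72 when each library was left out in turn. Permuted gene labels treat genes as independent of one another. The score of this set was past the threshold under fry too (adjusted p = 0.00464, limma), whereas camera with the correlation between genes estimated from the data gave an adjusted p of 0.157. Of the 375 genes, 101 were lower and 43 higher in Foxo1 TKO cells at an adjusted p under 0.05 (26.9% and 11.5%), against 12.4% and 11.8% of the 13681 gene symbols ranked.

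The leading edge, the part of the set that makes up the score, held 100 genes. Among those past the threshold, the largest change was that of Sntb1 (ENSMUSG00000060429, chromosome 15, 55636388 to 55906949), with 5.38 ± 2.97 normalized counts in Foxo1 TKO cells and 811 ± 271 in Foxo1 Ctrl cells (log2 fold change −7.03, standard error 0.46, adjusted p = 7.71e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next came Ctla2a (log2 fold change −4.76, standard error 0.42), Ica1l (−4.53, standard error 0.64), H2-Ob (−4.27, standard error 0.26) and Klf3 (−4.06, standard error 0.32), each lower in the 3 Foxo1 TKO libraries than in any Foxo1 Ctrl library. Reads of Ctla2a are uncertain, because its paralog Ctla2b and the annotated genes Gm49391 and Gm49393 share sequence or exons with it. Klf3 lies on chromosome 5 from 64803388 to 64832901 and had 84.8 ± 21.4 against 1420 ± 485 counts. H2-Ob, on chromosome 17 from 34238903 to 34254414, had 51.5 ± 14.5 against 1005 ± 97.8.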

(Day 8 exhaustion signature, Supplementary Data 3, Figs. 4e, S7e). 

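The transcripts of 11 co-inhibitory molecules were measured. The largest rise was that of Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553), which encodes PD1, with 4357 ± 1664 normalized counts in Foxo1 TKO cells and 182 ± 69.8 in Foxo1 Ctrl cells (log2 fold change 4.57, standard error 0.38, adjusted p = 0.000227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd200r1 (chromosome 16, 44765736 to 44794978) rose from 282 ± 56.4 to 1883 ± 130 counts (log2 fold change 2.74, standard error 0.19) and Rgs16 (chromosome 1, 153740349 to 153745468), a regulator of G-protein signaling that the antisense gene Gm28513 overlaps, from 22.8 ± 9.97 to 151 ± 55.5 (2.67, standard error 0.44). Pdcd1lg2, which encodes PD-L2 (chromosome 19, 29410919 to 29471161), rose from 125 ± 38.5 to 590.4 ± 85.7 counts (2.23, standard error 0.26), Cd200 (chromosome 16, 45382135 to 45409053) from 2438 ± 490.3 to 8389 ± 1631 (1.78, standard error 0.22) and Tigit (chromosome 16, 43648867 to 43664146) from 1012 ± 352 to 3243 ± 736 (1.68, standard error 0.28). For these 6 genes each Foxo1 TKO library lay above each Foxo1 Ctrl library, the adjusted p was at most 0.00483 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the call held in each of the 6 fits that left out a library.

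Ctla4 (chromosome 1, 60887000 to 60915832) fell from 5571 ± 441 to 307 ± 41.4 counts (log2 fold change −4.18, standard error 0.18, adjusted p = 3.42e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Entpd1, which encodes CD39 (chromosome 19, 40612366 to 40741602), fell from 303 ± 9.58 to 75.5 ± 21.1 (−1.99, standard error 0.25, adjusted p = 0.00135 from the same edgeR test with Benjamini-Hochberg adjustment). Btla (chromosome 16, 45224315 to 45257670) had 1649 ± 75.7 counts in Foxo1 Ctrl cells and 1201 ± 205 in Foxo1 TKO cells, without overlap between the genotypes, and its change did not pass the threshold over all genes (−0.46, standard error 0.17, adjusted p = 0.0869 from the same edgeR test with Benjamini-Hochberg adjustment). Lag3, with 811 ± 547 counts in Foxo1 TKO and 1208 ± 655 in Foxo1 Ctrl cells (−0.57, standard error 0.56), and Havcr2, which encodes Tim-3, with 50.1 ± 42.3 against 67.2 ± 6.94 (−0.40, standard error 0.66), varied as much within the genotypes as between them (adjusted p = 0.508 and 0.697 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sign of Havcr2 rests on replicate 3 of Foxo1 TKO, without which its log2 fold change was 0.076. Adjusted over the list alone, 9 of the 11 genes were past an adjusted p of 0.05, against 8 adjusted over all genes tested, the difference being Btla. The study may have chosen this list on these samples, in which case the first number is not independent evidence.

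**Figure D1:**
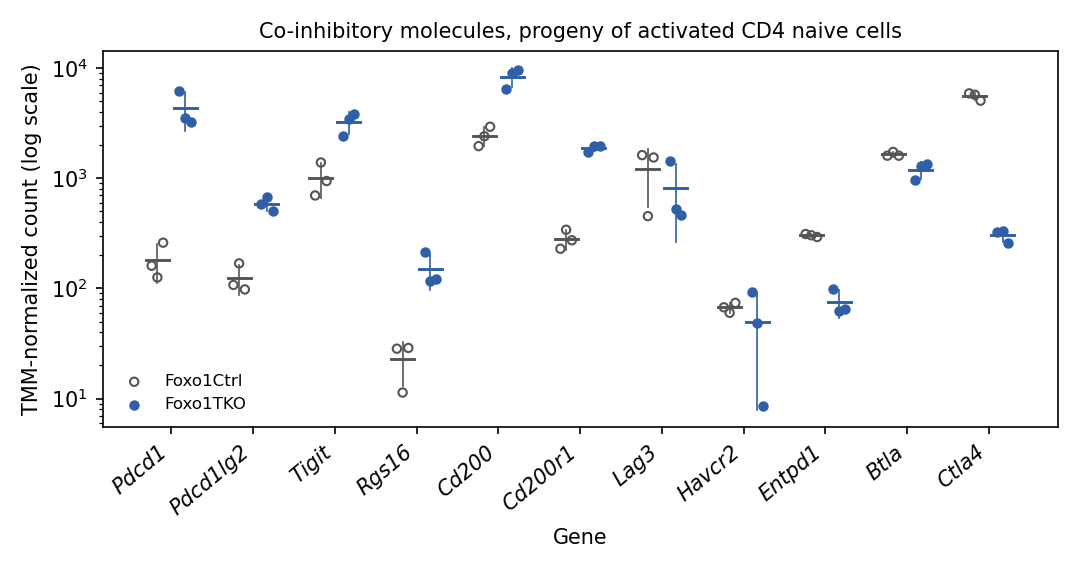
TMM-normalized counts (log scale) of 11 transcripts of co-inhibitory molecules in the 3 Foxo1 Ctrl (open circles) and 3 Foxo1 TKO libraries (filled circles), with the mean (horizontal line) and SD (vertical line, cut above 0 by the log axis). The circles of Pdcd1 to Cd200r1 lie higher in Foxo1 TKO cells, those of Entpd1, Btla and Ctla4 lie lower, and those of Lag3 and Havcr2 overlap.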

The transcription of the key inhibitory receptors Pdcd1 (PD1), Pdcd1lg2 (PD-L2), Tigit, Rgs16, Cd200 and Cd200r was up-regulated while the transcription of others was not affected (Lag3 and Havcr2 (Tim-3)) or even significantly decreased (Entpd1 (CD39), Btla and Ctla4) (Fig. 4f)^37,42,43^. 

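Among transcription factors, the genes of the Nr4a family Nr4a2 (ENSMUSG00000026826, chromosome 2, 57106830 to 57124003) and Nr4a3 (chromosome 4, 48045153 to 48086447) rose most, from 31.9 ± 13.2 to 532 ± 175 and from 95.3 ± 36.6 to 939.9 ± 225 normalized counts (log2 fold changes 4.00 and 3.28, standard errors 0.38 and 0.35, adjusted p = 0.000373 and 0.000603 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ikzf2, which encodes Helios (chromosome 1, 69531214 to 69687245), rose from 2991 ± 1116 to 19124 ± 5638 counts (log2 fold change 2.68, standard error 0.35) and Eomes (chromosome 9, 118478212 to 118486132) from 264 ± 70.9 to 1270 ± 56.9 (2.26, standard error 0.22). Tox (chromosome 4, 6686353 to 6991557) had 8021 ± 924 counts in Foxo1 TKO cells against 2302 ± 499.6 (1.80, standard error 0.19). Fos (chromosome 12, 85473890 to 85477273) had 496 ± 64.1 against 173 ± 82.4 (1.51, standard error 0.33), and Egr3 (chromosome 14, 70077203 to 70082614) 384 ± 20.6 against 144 ± 45.3 (1.41, standard error 0.27). The adjusted p of these 5 genes ranged from 0.000425 for Eomes to 0.0130 for Fos (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest rise was that of Nfatc1 (chromosome 18, 80606205 to 80713071), from 1087 ± 2.81 to 1696 ± 239.8 counts (0.64, standard error 0.15, adjusted p = 0.0192 from the same edgeR test with Benjamini-Hochberg adjustment). In all 8 genes each Foxo1 TKO library lay above each Foxo1 Ctrl library. Without replicate 1 or 2 of Foxo1 TKO, or replicate 1 or 3 of Foxo1 Ctrl, Nfatc1 no longer passed the threshold (adjusted p up to 0.0754 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whereas the other calls held in each of these fits. Antisense genes overlap exons of Ikzf2 (Gm29114), Eomes (Gm33460) and Tox (Gm11802).

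**Figure D2:**
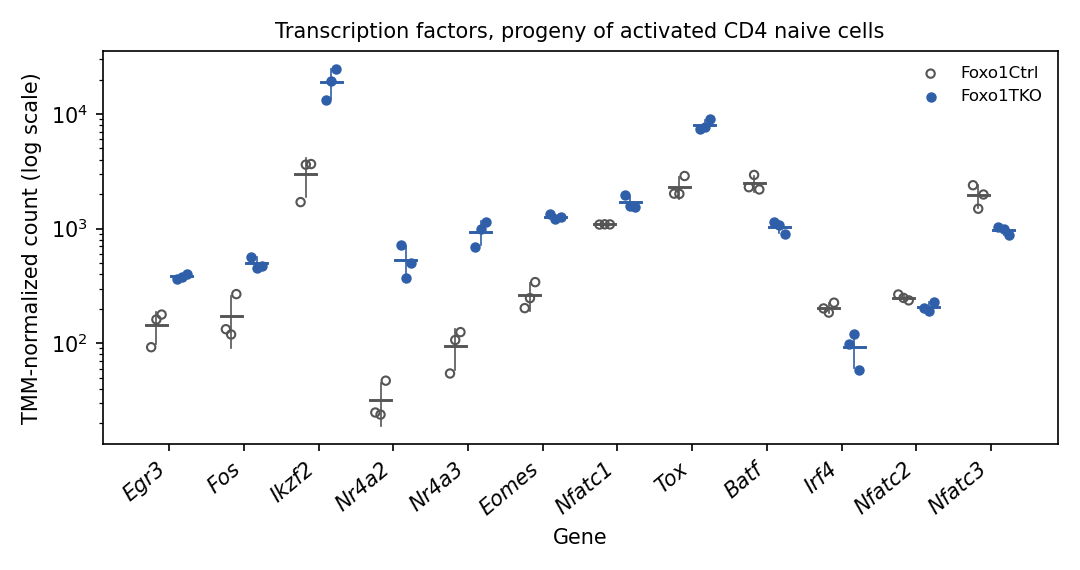
TMM-normalized counts (log scale) of 12 transcription factor transcripts in the 3 Foxo1 Ctrl (open circles) and 3 Foxo1 TKO libraries (filled circles), with the mean (horizontal line) and SD (vertical line, cut above 0 by the log axis). The circles of Egr3 to Tox lie higher in Foxo1 TKO cells, and those of Batf, Irf4, Nfatc2 and Nfatc3 lie lower.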

The transcription of several transcription factors known to participate to T-cell exhaustion^36,42,44–47^ such as Egr3, Fos, Ikzf2 (Helios), 2 members of the Nr4a family, Eomes, Nfatc1 (Nfat2) and Tox was significantly up-regulated in activated T cells lacking Foxo1 expression (Fig. 4f). By contrast, the expression of Batf and Irf4, 2 transcription factors that were recently shown to cooperate to counter T-cell exhaustion^48^, was significantly diminished. 

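Batf (ENSMUSG00000034266, chromosome 12, 85686669 to 85709087) had 1039 ± 121 normalized counts in Foxo1 TKO cells and 2476 ± 404 in Foxo1 Ctrl cells, a log2 fold change of −1.25 (standard error 0.18, adjusted p = 0.00206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that stayed between −1.34 and −1.09, and past the threshold, when each library was left out. Irf4 (chromosome 13, 30749226 to 30766976) was a rarer transcript, with 92.2 ± 31.2 against 204 ± 20.6 counts (−1.13, standard error 0.30, adjusted p = 0.0271 from the same edgeR test with Benjamini-Hochberg adjustment). The values of both genes did not overlap between the genotypes. The call of Irf4 held in 2 of the 6 fits that left out a library, and was lost without replicate 1 or 3 of either genotype (adjusted p from 0.0376 to 0.0887 over the 6 fits, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).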

Altogether, our results suggest that Foxo1 deficiency in CD4_N_ and CD8_N_ cells could lead to their exhaustion upon activation.

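In its line of reasoning, the paper first found more PD1 and TIGIT protein on activated T cells lacking Foxo1 and fewer cell divisions (Fig. 4b–d), then compared the transcriptome of the same kind of culture with genes that change in exhausted CD4 T cells during chronic infection (Fig. 4e), and then looked at single co-inhibitory molecules and transcription factors (Fig. 4f). From these observations together, with those on CD8_N_ cells, the paper proposes that T cells lacking Foxo1 become exhausted when activated. The sequenced libraries are from the progeny of CD4_N_ cells only. In them, each of the 6 receptor transcripts and 8 transcription factors that the paper names as higher was higher in Foxo1 TKO cells and past the threshold. Of the 3 receptor transcripts and 2 transcription factors that it names as lower, 2 receptor transcripts and both transcription factors were lower and past the threshold.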

**Fig. 4:**
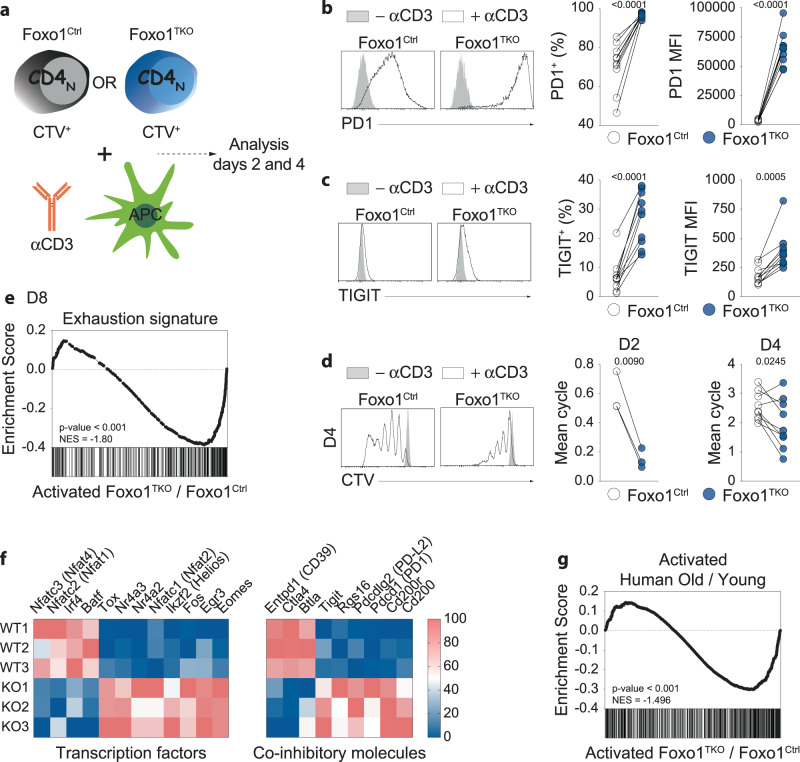
Foxo1 deficiency leads to T-cell exhaustion upon activation. **a**–**d** CTV-labeled purified CD4_N_ cells from Foxo1^TKO^ and Foxo1^Ctrl^ mice were stimulated for 2 or 4 days with anti-CD3 in the presence of splenocytes from CD3_ε_^KO^ mice. Diagram illustrating the experimental model (**a**). PD1 (**b**) and TIGIT (**c**) fluorescence histograms of T cells after 4 days of culture are shown for a representative experiment (left panel). Percentages of PD1^+^ cells and PD1 MFI (**b**, *n* = 10 independent experiments) and percentages of TIGIT^+^ cells and TIGIT MFI (**c**, *n* = 10 independent experiments) among the progeny of CD4_N_ cells after 4 days of culture (right panel). CTV fluorescence histograms of T cells after 4 days of culture are shown for a representative experiment (**d**, left panels). The average number of cell cycles was calculated and plotted (**d**, right panel, *n* = 3 independent experiments for day 2, *n* = 9 independent experiments for day 4). Each pair of dots represents an individual experiment. **e** Expression of genes characterizing exhausted CD4 T cells 8 days after LCMV infection (GSE30431 Day 8) by the progeny of activated CD4_N_ cells from Foxo1^TKO^ versus Foxo1^Ctrl^ mice after 4 days of culture was visualized using the GSEA software. **f** Expression pattern of chosen genes differentially expressed by exhausted CD4 T cells (±1.5 fold change, with a *p* value of <0.05) by the progeny of activated CD4_N_ cells from Foxo1^TKO^ versus Foxo1^Ctrl^ mice after 4 days of culture. **g** Expression of genes characterizing the progeny of activated CD4_N_ cells from old versus young healthy donors 5 days after activation (SRP158502) by the progeny of CD4_N_ cells from Foxo1^TKO^ versus Foxo1^Ctrl^ mice after 4 days of culture was visualized using the GSEA software. The significance of differences between two series of results was assessed using Student’s paired *t* test (**b**–**d**). The p-values for the GSEA test statistics are calculated by permutation (**e**, **g**). Significant (*p* < 0.05) *p*-values are indicated. Source data are provided as a Source Data file.

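Fig. 4f also shows the transcription factors Nfatc2 and Nfatc3. Nfatc3 (ENSMUSG00000031902, chromosome 8, 106058840 to 106130537) fell from 1955 ± 451 normalized counts in Foxo1 Ctrl cells to 973 ± 85.6 in Foxo1 TKO cells (log2 fold change −1.01, standard error 0.20, adjusted p = 0.00901 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with Esrp2 on the opposite strand over part of its exons. Nfatc2 (chromosome 2, 168476410 to 168601657) had 208 ± 21.1 counts in Foxo1 TKO cells and 250.3 ± 14.9 in Foxo1 Ctrl cells. This change did not pass the threshold although the genotypes did not overlap (−0.27, standard error 0.19, adjusted p = 0.351 from the same edgeR test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 11 of the 12 transcription factors were past an adjusted p of 0.05, as many as adjusted over all genes tested. This list too may have been chosen on these samples. The legend gives limits of 1.5-fold and p under 0.05, which may be meant for exhausted cells or for these cultures. Taken for these cultures and without adjustment, they were met by 4260 of the 13691 genes tested.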

Hu et al. have sequenced mRNAs from CD4_N_ cells from young and old healthy donors after 5 days of activation with anti‐CD3/anti‐CD28 beads^49^. They have then defined a set of genes differentially expressed depending on whether the CD4 T cells were initially recovered from young or aged donors. Interestingly, the transcriptomic signature thus defined (Supplementary Data 4) corresponds perfectly to the set of genes differentially expressed after activation of CD4_N_ cells deficient or proficient for Foxo1 expression (Figs. 4g, S7f). 

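The human signature of Supplementary Data 4 lists 1658 genes, 564 higher and 1094 lower in activated T cells of older donors, and 878 of them matched a mouse gene tested here when symbols were compared without regard to case. As one set, they lay among the genes lower in Foxo1 TKO cells, with a normalized enrichment score of −1.54 (permutation p = 0.0002, the smallest such permutations can give here) that stayed between −1.66 and −1.43 when each library was left out. However, the 6 libraries can be split into 3 and 3 in 10 ways. Of these splits, 4 gave a score of this set as large in either direction, the real split included. The size of the score is thus not particular to the real split. Each other split mixes the genotypes unequally and keeps part of their contrast. The splits therefore cannot tell whether the size comes from variation between the libraries. The score was past the threshold under fry (adjusted p = 0.0389, limma), and not under camera with the preset correlation (adjusted p = 0.0588, limma) or with the estimated one (adjusted p = 0.336, limma). In the set, 190 genes were lower and 116 higher in Foxo1 TKO cells at an adjusted p under 0.05, which is 21.6% and 13.2% of its members. The leading edge held 240 genes. Tmprss13 (ENSMUSG00000037129, chromosome 9, 45319100 to 45347581) had 169 ± 45.5 normalized counts in Foxo1 Ctrl cells and no Foxo1 TKO library above the floor of 3 counts, so it was at least 53.0-fold lower in Foxo1 TKO cells. By the same bound, Aqp3 was at least 30.5-fold lower (97.3 ± 87.1 counts in Foxo1 Ctrl cells), which rests on replicate 1 of Foxo1 Ctrl, without which the bound was 15.3-fold, and Fcgrt was at least 25.0-fold lower (79.9 ± 39.6 counts in Foxo1 Ctrl cells). Socs3 (chromosome 11, 117966079 to 117970047) fell from 448 ± 154 to 9.76 ± 5.35 counts and Itga2 (chromosome 13, 114833081 to 114932100) from 131 ± 34.7 to 2.27 ± 2.12 (log2 fold changes −5.37 and −5.28, standard errors 0.45 and 0.62, adjusted p = 0.00021 and 0.000698 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).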

A decrease in Foxo1 expression in human CD4_N_ cells with age could explain the overlap between these two transcriptomic signatures.

### Foxo1 down-regulation in T cells with age and their subsequent aging are determined by their environment

We then sought to discover the cause of Foxo1 down-regulation in T cells with age. First, we noticed that, in old mice, the extent of Foxo1 down-regulation in a given T-cell subset correlated with the levels observed in all other T-cell subsets in all SLOs studied (Fig. 5a). Since the T-cell compartment is heterogeneous in many respects, including the age of its component cells, such synchrony suggests that the decrease in Foxo1 expression would result from a response to an extrinsic stimulus affecting all cells rather than to an internal clock. To verify such a hypothesis, we injected purified total CD4 T cells from 2-month-old CD45.2^+^ mice into 2- or 21-month-old CD45.1/2^+^ mice. The fate of adoptively transferred cells was studied 4 weeks later (Fig. 5b). When immerged into an old environment, “young” T cells rapidly down-regulated Foxo1 expression. Consequently, transferred T cells (CD4_N_, CD4_M_, and CD4_R_ cells) expressed Foxo1 levels similar to those observed in T cells from recipient mice (Figs. 5c, S8a). Foxo1 down-regulation in T cells from aged mice is thus mediated by cell-extrinsic signals.

**Fig. 5:**
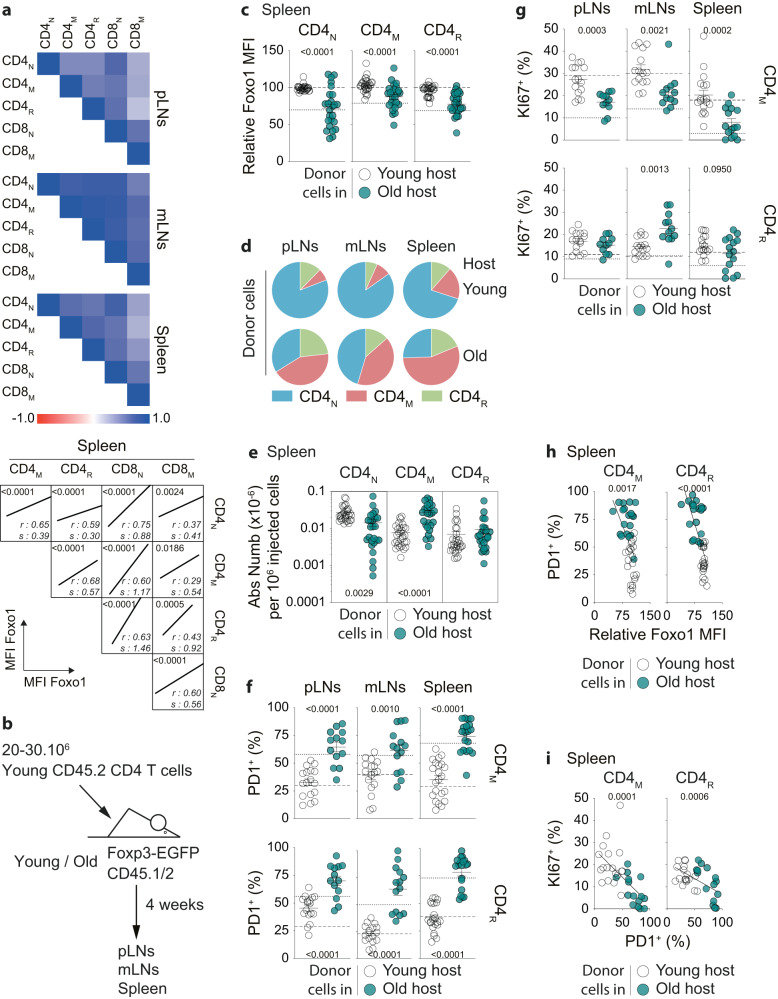
Cell-extrinsic signals induce T-cell aging. **a** Correlogram showing for the indicated SLO of old mice the correlations between Foxo1 expression by a given subset of T cells and its expression by the others (upper panel). Blue colors indicate positive correlations, while red colors indicate negative correlations. The darker the color, the more significant the correlation. Correlation curves are presented for the spleen (lower panel). **b** Diagram illustrating the experimental model. **c** Relative Foxo1 MFIs for CD4_N_, CD4_M_ and CD4_R_ donor cells recovered from the spleen of recipient mice are shown. The dashed lines represent the average Foxo1 MFI of the corresponding T-cell subset from the spleen of young adult (----) and old (….) recipient mice. **d** Distribution of CD4_N_, CD4_M_ and CD4_R_ cells among donor CD4 T cells recovered from the indicated SLOs of young adult versus old recipient mice. **e** Absolute cell numbers of CD4_N_, CD4_M_ and CD4_R_ donor cells recovered from the spleen of young adult versus old recipient mice per 10^6^ injected cells.Percentages of PD1^+^ (**f**) and KI67^+^ (**g**) cells among CD4_M_ and CD4_R_ donor cells are shown for the indicated SLOs of old versus young adult recipient mice. The dashed lines represent the average percentages for the corresponding T-cell subset of young adult (----) and old (….) recipient mice. **h** Percentages of PD1^+^ cells among CD4_M_ and CD4_R_ donor cells recovered from the spleen of recipient mice are shown as a function of their Foxo1 relative expression. **i** Percentages of KI67^+^ cells among CD4_M_ and CD4_R_ donor cells recovered from the spleen of recipient mice are shown as a function of their expression of PD1. Quantifications are represented as Means ± SEM. The significance of differences between two series of results was assessed using Student’s unpaired *t* test (**c**, **e**, **f**, **g**). For assessing correlations, Pearson correlation (two-sided test, coefficient, and 95% confidence intervals) was used (**a**, **h**, **i**). Significant (*p* < 0.05) or almost significant (0.05 < *p* < 0.10) *p*-values are indicated. Source data are provided as a Source Data file.

Interestingly, the composition of donor-derived CD4 T cells also varies according to the age of recipient mice. The proportions of CD4_M_ cells were sharply increased in donor cells recovered from the SLOs of old recipient mice (Fig. 5d). Indeed, decreased absolute numbers of donor CD4_N_ cells and increased numbers of donor CD4_M_ cells were recovered from the SLOs of old recipient mice compared to their young adult counterparts (Figs. 5e, S8b). Absolute numbers of donor CD4_R_ cells recovered from the SLOs were not different between the two types of recipient mice. To assess whether differentiation of CD4_N_ cells into CD4_M_ cells participate to the differences observed between old and young adult recipient mice, we performed similar experiments but that time by injecting purified CD4_N_ cells instead of total CD4 T cells (Fig. S8c). In this context, we still found an increase in the proportion and absolute number of CD4_M_ cells among the CD45.2^+^ T cells recovered from the SLOs of old recipient mice (Fig. S8d, e). Specifically, the increase in the absolute number of donor-derived CD4_M_ cells recovered from the spleen of aged versus young adult recipient mice (+49 238 ± 9 592 cells per million cells initially injected) was of the same order of magnitude as the decrease in the absolute number of donor-derived CD4_N_ cells observed when comparing aged versus young adult recipient mice (−57,001 ± 32 840 cells per million cells initially injected). Thus, as proposed by others, our data support that, in an old environment, conversion of donor CD4_N_ cells into CD4_M_ cells may contribute to the decrease in absolute numbers of the former in favor of the latter^50–53^.

We also studied the phenotype of donor CD4_M_ and CD4_R_ cells depending on the age of recipient mice. Increased proportions of cells expressing PD1 and TIGIT were found in the progeny of CD4 T cells 1 month after their transfer into old recipient mice, these proportions reaching the levels observed in the same subsets from recipient mice (Figs. 5f, S8f). Proliferation (as assessed by KI67 expression) of donor-derived CD4_M_ cells was strongly decreased when transferred into aged recipient mice, compared to their proliferation when transferred into young adult recipient mice, while such decrease was not observed for CD4_R_ cells (Fig. 5g). Of note, PD1 expression by donor CD4_R_ and CD4_M_ cells was inversely correlated with their expression of Foxo1 (Fig. 5h). Finally, the more CD4_R_ and CD4_M_ cells expressed PD1, the less they were proliferating (Fig. 5i).

Overall, our results show that after only 1 month into an old environment, a cohort of transferred “young” CD4 T cells closely resembles old endogenous T cells in terms of decreased Foxo1 expression, enrichment of CD4_M_ cells at the expense of CD4_N_ cells, acquisition of an exhausted phenotype and decreased turn-over. Ageing of T cells would be thus mediated by cell-extrinsic signals.

We then injected purified total CD4 T cells from 21-month-old CD45.2^+^ mice into 2-month-old CD45.1/2^+^ mice. The fate of adoptively transferred cells was studied 1 month later (Fig. S9a). When immersed in a young environment, old T cells remained old. Indeed, Foxo1 expression did not return to the levels observed in T cells from young adult mice (Fig. S9b). The proportions of CD4_M_ and CD4_R_ cells among donor cells were still greatly increased compared with the same proportions observed among cells from recipient mice (Fig. S9c). Finally, PD1 and TIGIT were still overexpressed by donor CD4_M_ cells, and proliferation of donor-derived CD4_M_ cells was still greatly diminished compared with endogenous CD4_M_ cells (Fig. S9d–f). Overall, these results suggest that T-cell aging is not reversible after immersion in a young environment for 1 month.

### Type 1 interferons are involved in T-cell aging

To find out the extrinsic stimulus that mediates Foxo1 down-regulation with age, we went back to Qiagen IPA analysis of the transcriptomic signature of CD4_N_ cells from old mice. Among identified upstream regulators, we focused on cytokines or cytokine-related genes (Fig. 6a). Interestingly, most Z-scores were positive for cytokines. Among those with a Z-score greater than 2, indicating that these cytokines are highly likely to play a role in the transcriptomic signature of CD4_N_ cells from old mice, we found mainly pro-inflammatory cytokines (Fig. 6a). Furthermore, when the transcriptome of CD4_N_ cells was screened for hallmarks predefined by the GSEA program, the 4 most significant signatures found were those of 4 pro-inflammatory cytokines, namely TNF-α, IFN-γ, IL-2, and type 1 interferons (Fig. 6b). Interestingly, type 1 interferons also represent most of the master regulators identified by IPA analysis (Fig. S10a).

**Fig. 6:**
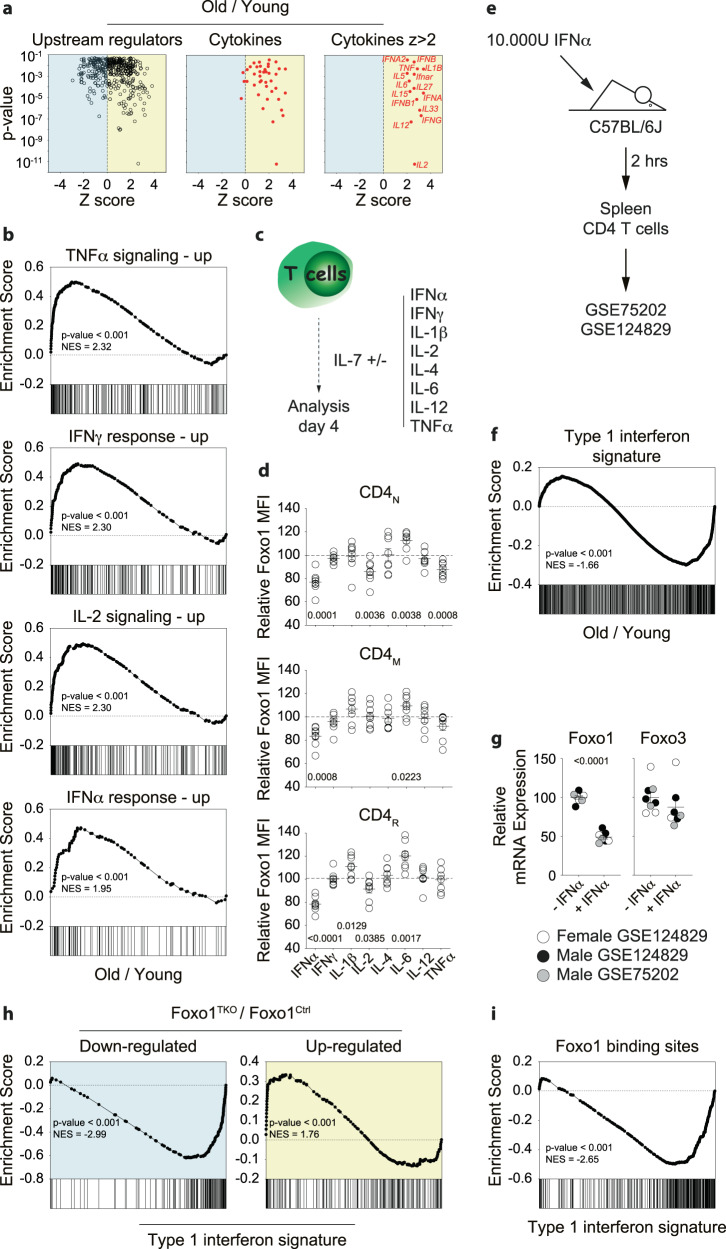
Inflammatory cytokines modulate Foxo1 expression in T cells. **a** *p* value/Z score dot-plots representing all Upstream Regulators (left panel), the cytokines and cytokines-related regulators (middle panel) and among these ones, those with a Z score >2 (right panel) determined by Ingenuity Pathway Analysis software as significantly (*p* < 0.05) involved in the transcriptomic signature of CD4_N_ cells from old WT mice. **b** Representation of the 4 most significant GSEA Hallmarks gene sets retrieved in the transcriptomic signature of CD4_N_ cells from old WT mice. **c** Purified T cells from young WT mice were cultured for 4 days with IL-7 alone or together with the indicated cytokines. Diagram illustrating the experimental model. **d** Relative Foxo1 MFIs for CD4_N_, CD4_M_ and CD4_R_ cells recovered after 4 days of culture with IL-7 alone or together with the indicated cytokines. Relative MFIs were calculated after barcoding by dividing the MFI of a given T-cell subset in the presence of one given cytokine by the MFI of the same T-cell subset cultured with IL-7 alone. **e** Diagram illustrating the experimental model depicted in GSE75202 and GSE124829 from the Immunological Genome Project Consortium. **f** A list of genes up- or down-regulated in CD4 T cells by type 1 interferons was determined from GSE75202 (Supplementary Data 5). Expression of these genes by CD4_N_ cells from old WT mice was visualized using the GSEA software. **g** Relative Foxo1 and Foxo3 expressions from GSE75202 and GSE124829 were determined by dividing for each mouse the corresponding counts by the average number of counts in the control group. **h** GSEA analysis visualizing the expression of genes down- or up-regulated in Foxo1-deficient CD4_N_ cells (Supplementary Data 1) by CD4 T cells from the spleen of mice treated as illustrated in (**e**). **i** A list of genes for which Foxo1 binds in the promoter region was determined from GSE46525 (Supplementary Data 6). GSEA analysis visualizing the expression of these genes by CD4 T cells from the spleen of mice treated as illustrated in (**e**). Quantifications are represented as Means ± SEM. The significance of differences between two series of results was assessed using Student’s unpaired *t* test (**a**, **d**, **g**). The *p*-values for the GSEA test statistics are calculated by permutation (**b**, **f**, **h**, **i**). Significant (*p* < 0.05) *p*-values are indicated. Source data are provided as a Source Data file.

It has been shown that baseline levels of pro-inflammatory cytokines increase with age^3,54,55^. We therefore hypothesized that at least one of these cytokines could induce Foxo1 down-regulation. To test this hypothesis, T cells from young adult mice were purified and cultured for 4 days in the presence of one of the indicated cytokines (Fig. 6c). 3 out of the 4 cytokines identified by the GSEA analysis, namely IFN-α, IL-2, and TNF-α, induced significant decrease in Foxo1 expression in CD4_N_ cells (Fig. 6d). Interestingly, while IFN-α, IL-2 and TNF-α induced Foxo1 down-regulation, IL-6 induced an increase of its expression (Fig. 6d). The effect of several cytokines on Foxo1 expression varied depending on the T-cell subset with, for example, IL-12 increasing Foxo1 expression in CD8 T-cell subsets only (Figs. 6d, S10b). Interestingly, only IFN-α induced significant Foxo1 down-regulation in all T-cell subsets.

The ImmGen consortium has determined the transcriptomic signature of CD4 T cells from the spleen of C57BL/6 mice 2 h after injection of 10, 000 Units of IFN-α (GSE75202 and GSE124829, Fig. 6e). From GSE75202^56^, we defined the transcriptomic signature of CD4 T cells in response to type 1 interferons in vivo (Supplementary Data 5). We found that this signature closely correlated with the signature of CD4_N_ cells induced by aging (Figs. 6f, S10c). From these datasets, we then determined the relative expression of Foxo1 and Foxo3 in spleen CD4 T cells depending on whether the mice were injected 2 h earlier with IFN-α (Fig. 6g). Surprisingly, we observed that a 2-h exposure to IFN-α in vivo was sufficient to induce significant down-regulation of Foxo1, but not Foxo3, mRNAs (Fig. 6g). Type 1 interferons are thus capable to induce Foxo1 down-regulation in vitro and in vivo to a similar extent to that observed in T cells from old mice (Fig. 1). Accordingly, the transcriptional signature of CD4_N_ cells from Foxo1^TKO^ mice correlate quite well with the signature of CD4 T cells in vivo exposed to type 1 interferon (Fig. 6h). Finally, from GSE46525 public data^26,57^, we determined a list of genes for which Foxo1 binds to the promoter region (Supplementary Data 6). Interestingly, the transcription level of nearly all of these genes was strongly decreased in spleen CD4 T cells 2 h after type 1 interferon injection (Fig. 6i). These analyses reinforce the idea that type 1 interferons imprint the transcriptional signature of CD4 T cells, in particular by decreasing Foxo1 expression.

We then sought to determine the signaling pathway downstream of the type I IFN receptor leading to Foxo1 down-regulation. To do so, we cultured purified T cells in the presence of IFN-α alone or with several inhibitors of key kinases for 4 days. (Fig. 7a). As expected, inhibitors of TYK2 and JAK1, 2 kinases directly associated with the 2 chains of the type 1 interferon receptor completely abolished (CD4 T-cell subsets) or reduced (CD8 T-cell subsets) type 1 interferon-induced down-regulation of Foxo1 (Figs. 7b, S10d). Surprisingly, STAT1 inhibition had no effect suggesting that the canonical pathway involving STAT proteins did not appear to be required to induce Foxo1 down-regulation. In fact, as demonstrated by the use of PI3K and AKT inhibitors, type 1 interferon-induced down-regulation of Foxo1 involves the PI3K/AKT pathway in this setting (Figs. 7b, S10d). Indeed, in the presence of inhibitors of PI3K and AKT, Foxo1 down-regulation in response to IFN-α was either completely abolished (in all T-cell subsets for the inhibitor of PI3K and in CD4 T cells for the inhibitor of AKT) or at least significantly reduced (in CD8 T cells for the inhibitor of AKT).

**Fig. 7:**
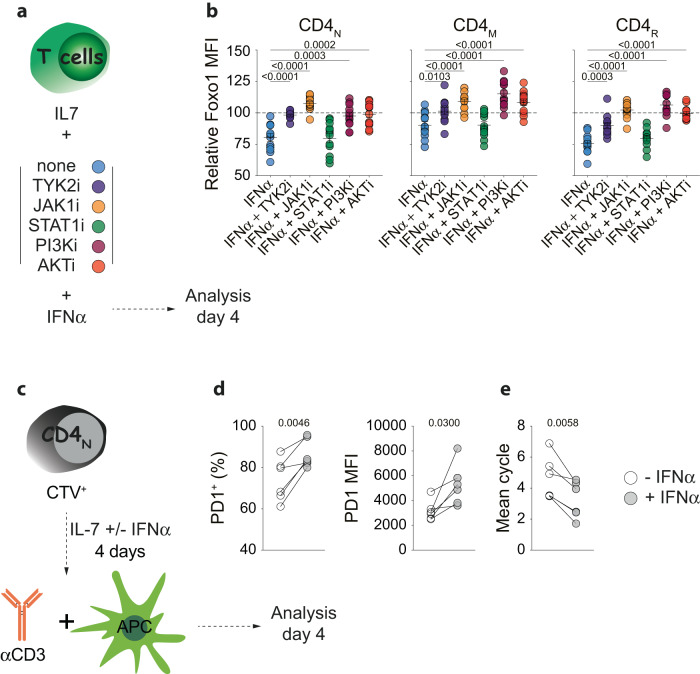
Type 1 interferons induce Foxo1 down-regulation in T cells. **a** Purified T cells from young WT mice were cultured for 4 days with IL-7 alone or together with the indicated inhibitors in the presence or absence of IFNα4. Diagram illustrating the experimental model. **b** Relative Foxo1 MFIs for CD4_N_, CD4_M_ and CD4_R_ cells recovered after 4 days of culture with IL-7 in the presence of IFNα4 and the indicated inhibitors. Relative MFIs were calculated after barcoding by dividing the MFI of a given T-cell subset in the presence of one given inhibitor and IFNα4 by the MFI of the same T-cell subset cultured with the same inhibitor alone. Statistics were calculated to compare Foxo1 down-regulation induced by IFNα4 alone with Foxo1 down-regulation induced by IFNα4 in the presence of the indicated inhibitors. **c**–**e** CTV-labeled purified CD4_N_ cells from WT mice were precultured or not with IFN-α and then stimulated for 4 days with anti-CD3 in the presence of splenocytes from CD3_ε_^KO^ mice. Diagram illustrating the experimental model (**c**). Percentages of PD1^+^ cells and PD1 MFI among the progeny of CD4_N_ cells upon in vitro activation (**d**, *n* = 6 independent experiments). The average number of cell cycles undergone by CD4_N_ cells upon in vitro activation was calculated and plotted (**e**, *n* = 6 independent experiments). Each pair of dots represents an individual experiment. Quantifications are represented as Means ± SEM. The significance of differences between two series of results was assessed using Student’s unpaired (**b**) or paired (**d**, **e**) *t* test. Significant (*p* < 0.05) *p*-values are indicated. Source data are provided as a Source Data file.

Finally, we assessed whether pre-exposure to IFN-α was sufficient to modulate the response of CD4_N_ cells upon activation. To do so, we first incubated CD4_N_ cells from WT mice in vitro with or without IFN-α for 4 days and then stimulated them for 4 days (Fig. 7c). After a 4-day preincubation with IFN-α, T cells significantly expressed more PD1 upon activation (Fig. 7d) and their proliferation was significantly reduced (Fig. 7e), a response quite similar to that of CD4_N_ cells from Foxo1^TKO^ mice (Fig. 4a–d).

To confirm the involvement of type 1 interferons on the aging of the T-cell compartment in vivo, we then compared 22-month-old WT mice to 22-month-old mice deficient for the expression of the type 1 interferon receptor (mice knock-out for the subunit 1 of the type I IFN receptor, Ifnar^KO^ mice^58^,). We found that all T-cell subsets expressed higher levels of Foxo1 when recovered from the SLOs of old Ifnar^KO^ mice than when recovered from old WT mice (Figs. 8a, S11a). Accordingly, CD4_N_ and CD8_N_ cells recovered from the spleen of old Ifnar^KO^ mice expressed higher levels of CCR7 and CD62L than when recovered from the spleen of old WT mice (Fig. S11b) confirming that the expression of these two proteins was closely linked to that of Foxo1 in naive T cells (Fig. S2e–j, Figs. 8b, S11b). However, in old Ifnar^KO^ mice, although increased compared with old WT mice, Foxo1 expression in T cells is still decreased compared with young adult WT mice. Thus, other extrinsic factors, especially other inflammatory cytokines, may also participate in the decrease of Foxo1 expression with age.

**Fig. 8:**
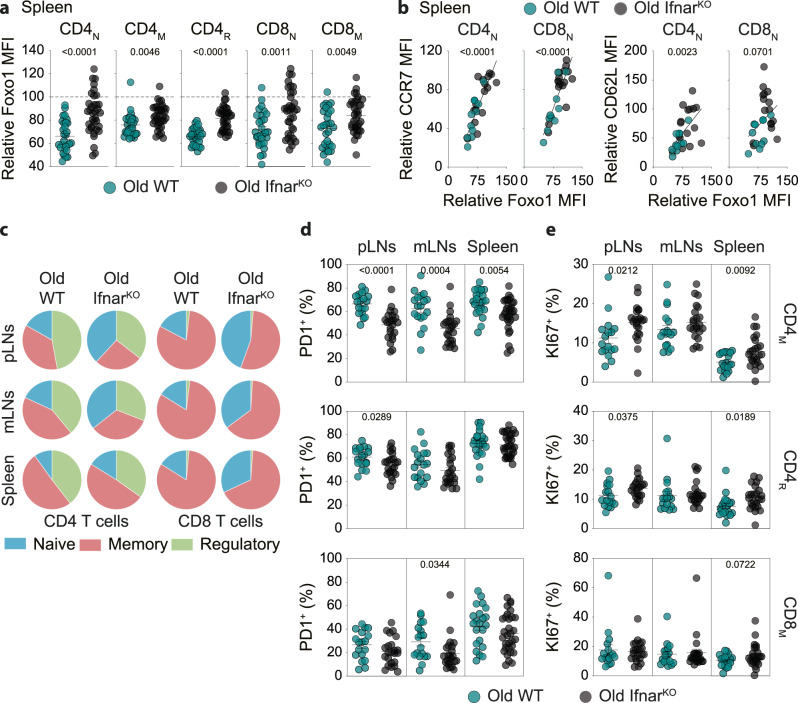
Analysis of the T-cell compartment of old Ifnar^KO^ mice. **a** Cell suspensions from the spleen of a 3-month-old WT mouse (Young adult), a 22-month-old WT mouse (Old) and a 22-month-old Ifnar^KO^ mouse (old) were first stained separately with anti-CD45 antibodies conjugated to different fluorochromes and then mixed before further staining. Relative Foxo1 MFIs were calculated by dividing the MFI of a given T-cell subset of old mice by the MFI of the same T-cell subset of the barcoded young adult WT mouse. **b** Relative expression of CCR7 and CD62L by CD4_N_ and CD8_N_ cells from the spleen of old mice as a function of their Foxo1 relative expression. Relative MFIs were calculated by dividing the MFI of a given T-cell subset of old mice by the MFI of the same T-cell subset of the barcoded young adult WT mouse. **c** Distribution of CD4_N_, CD4_M_ and CD4_R_ cells among CD4 T cells and of CD8_N_, CD8_M_, and CD8_R_ cells among CD8 T cells recovered from the indicated SLOs of old WT versus old Ifnar^KO^ mice. Percentages of PD1^+^ (**d**) and KI67^+^ (**e**) cells among CD4_M_, CD4_R_ and CD8_M_ cells recovered from the indicated SLOs of 22-month-old WT versus 22-month-old Ifnar^KO^ mice. Quantifications are represented as Means ± SEM. The significance of differences between two series of results was assessed using Student’s unpaired *t* test (**a**, **d**, **e**). For assessing correlations, Pearson correlation (two-sided test, coefficient and 95% confidence intervals) was used (**b**). Significant (*p* < 0.05) or almost significant (0.05 < *p* < 0.10) *p*-values are indicated. Source data are provided as a Source Data file.

The composition of the peripheral T-cell compartment in terms of proportions of naive, memory and regulatory T cells varied according to the ability of mice to express the type 1 interferon receptor. Indeed, proportions of CD4_M_, CD4_R_, and CD8_M_ cells were decreased in favor of CD4_N_ and CD8_N_ cells in the SLOs of old Ifnar^KO^ mice when compared to the SLOs of old WT mice (Fig. 8c). PD1 expression by CD4_M_ cells was significantly decreased in the SLOs of old Ifnar^KO^ mice compared with WT mice whereas such a decrease was observed only in mesenteric lymph-nodes for CD8_M_ cells and in peripheral lymph-nodes for CD4_R_ cells (Fig. 8d). These results suggest that type 1 interferons may be key actors in inducing age-related PD1 expression in CD4_M_ cells but may be less involved in age-related PD1 expression in CD4_R_ and CD8_M_ cells. However, when 18-month-old WT and Ifnar^KO^ mice were compared, PD1 expression in CD4_M_, CD4_R_, and CD8_M_ cells was significantly lower in all SLOs of Ifnar^KO^ mice compared to PD1 expression by their T-cell counterparts from WT mice (Fig. S11c). These latter results suggest that type 1 interferons may participate in the overexpression of PD1 by all T-cell subsets with age, but that other factors may compensate for the lack of expression of the type 1 interferon receptor in CD4_R_ and CD8_M_ cells in very old animals. TIGIT expression by T cells was not affected whatever the ability of old mice to express the type 1 interferon receptor (Fig. S11d). Finally, when compared to WT mice, we observed in old Ifnar^KO^ mice a slight increase in KI67 expression by CD4_M_, CD4_R_, and CD8_M_ cells that reached significance in some SLOs but not in others (Fig. 8e). Overall, with regard to some but not all of the parameters studied, the T-cell compartment of mice lacking expression of the type 1 interferon receptor appears to be less affected by aging than the T-cell compartment of WT mice.

## Discussion

Delpoux et al. have recently shown that Foxo1 expression was down-regulated with age in human CD8 T cells^59^. Here, we show that Foxo1 expression is also down-regulated in T cells from old mice when compared to young adult mice, that this decrease is gradual and results from a decrease in Foxo1 transcription in T cells (Figs. 1, S1). Our results also strongly suggest that age-related regulation of Foxo1 expression may be induced by an age-related increase in inflammatory cytokine levels, particularly type 1 interferons. Moreover, we have shown that, in vitro, type 1 interferons induce Foxo1 down-regulation and that this involves the PI3K/AKT signaling pathway (Fig. 7). Interestingly, AKT phosphorylation is increased ex vivo in naive T cells from old mice, and the extent of AKT phosphorylation correlates with the extent of Foxo1 down-regulation in these cells (Figs. 1, S2). Thus, taken together, our data suggest that the progressive decrease in Foxo1 expression with age may first result from chronic activation of the PI3K/AKT signaling pathway induced by inflammatory cytokines at least in CD4_N_ and CD8_N_ cells. This question remains open for the other T-cell subsets as we did not observe a clear correlation between AKT phosphorylation and Foxo1 levels in their cases. Secondly, as the transcription factor Foxo1 increases its own transcription^60,61^, a decrease in Foxo1 expression at the protein level should ultimately lead to a decrease in Foxo1 transcription.

Importantly, the decrease in Foxo1 expression in T cells with age imprints their transcriptional signature. Indeed, we found that the transcriptional profile of CD4_N_ cells from aged mice was very similar to that defined from CD4_N_ cells from young adult mice lacking Foxo1 expression in T cells (Figs. 1h, S2d). Such changes in the mRNA content of T cells with age may have consequences for their behavior. In particular, it has long been known that Foxo1 governs the expression of many genes involved in T-cell trafficking such as CD62L, CCR7 and S1PR1^22,23^. Thus, the decrease in Foxo1 expression with age could have an impact on their ability to circulate between lymphoid and non-lymphoid tissues. Interestingly, we recently showed that the percentage of resident T cells in SLOs increases significantly with age, with S1PR1 down-regulation possibly contributing to this altered homeostasis^30^. Of note, resident memory T cells also accumulate with age in non-lymphoid tissues such as fat^62^, skin^63^, and lungs^64^.

Surprisingly, we found that the transcriptional signature of CD4_N_ cells from old mice has some similarities to the signature that defines exhausted effector CD4 T cells^36^ (Fig. 3). Gustafson et al. found that miRNA expression profiles of human CD8_N_ cells from elderly individuals exhibit miRNA expression profiles partially related to cell differentiation^65^. Furthermore, Eberlein et al. and Pulko et al. showed that the transcriptional signatures of mouse and human CD8_N_ and CD8_M_ cells gain similarity with age^66,67^. Finally, when studying chromatin accessibility by ATAC-seq, Moskowitz et al. also found that aged human CD8_N_ cells were more closely related to CD8_M_ cells than CD8_N_ cells from young individuals^68^. Thus, as suggested by others^9,65–69^, our data may reinforce the idea that naive T cells may undergo partial differentiation during aging. Interestingly, the transcriptomic profile of CD4_N_ cells from young adult Foxo1^TKO^ mice correlates closely with that of CD4_N_ cells from aged WT mice (Figs. 1, S2), suggesting that Foxo1 down-regulation may be one of the main causes explaining the observed changes in mRNA content of naive T cells with age. Upon adoptive transfer into recipient mice, “young” CD4_N_ cells give rise to CD4_M_ cells and the extent of this differentiation process depends on the age of the recipient mice (Fig. S8). Specifically, the increase in the number of CD4_M_ cells recovered from old recipient mice when compared to young ones is of the same magnitude as the number of CD4_N_ cells that have disappeared in old recipient mice when compared to what can be recovered from young adult recipient mice. This latter result suggests a greater propensity of CD4_N_ cells to differentiate into CD4_M_ cells when immersed in an aged environment. Over the past 20 years, several observations have concordantly indicated that naive T-cell homeostasis is profoundly affected by aging with in particular an increased potential of naive T cells to convert into virtual memory cells^8,69^. Foxo1 is known to be crucial in maintaining cell quiescence and thus oppose proliferation^14,15^. Again, down-regulation of Foxo1 with age may help explain the greater propensity of naive T cells in aged mice to differentiate into memory cells.

T-cell exhaustion has been widely described in three main situations: chronic infections, anti-tumor responses, and aging^8,36,42,70^. During viral and bacterial infections, Foxo1 is essential for promoting differentiation of long-lived memory T cells and thus enhancing recall responses^71–73^. Specifically, Foxo1 is thought to antagonize the differentiation program of naive T cells into short-lived, terminally differentiated effector CD8 T cells to the benefit of generating long-lived memory T cells^57^. Furthermore, Delpoux et al. showed that during acute infections by the mouse cytomegalovirus or the lymphocytic choriomeningitis virus (LCMV) in mice, Foxo1 is required to prevent virus-specific CD8 T-cell anergy and senescence^59,74^. In this paper, we show that memory and regulatory T cells from aged WT mice and young adult Foxo1^TKO^ mice exhibit increased expression of co-inhibitory receptors compared to their cell-counterparts from young adult WT mice (Figs. 3, S5, S6). Furthermore, when stimulated, CD4_N_ and CD8_N_ cells from Foxo1^TKO^ mice rapidly express co-inhibitory receptors and transcription factors involved in T-cell exhaustion, and proliferate less efficiently than their cell-counterparts from control mice (Figs. 4, S7). Taken together, these results strongly suggest that Foxo1 could play an important role in preventing T-cell exhaustion. Down-regulation of Foxo1 in T cells may therefore play an important role in their exhaustion and decreased functionality with age.

Our data may help understanding why mice deficient for Foxo1 expression in all T cells (CD4^cre^ Foxo1^fl/fl^ mice alias Foxo1^TKO^ mice) and mice deficient for Foxo1 expression in CD4_R_ cells only (Foxp3^cre^ Foxo1^fl/fl^ mice) do not develop a similar pathology. Indeed, whereas mice deficient for Foxo1 expression in T cells develop mild mononuclear cell infiltration in non-lymphoid organs such as the heart, salivary glands, kidney, and liver at 1 year of age^24,25^, mice deficient for Foxo1 expression only in regulatory T cells show heavy infiltrates in salivary glands, lungs, liver, pancreas, stomach, and colon as early as 21 days after birth and are moribund within 35 days after birth^75^. Foxo1 has been shown to be important for optimal CD4_R_ cell suppressive capabilities^75,76^, and the fulminant phenotype of Foxp3^cre^ Foxo1^fl/fl^ mice has been considered to recapitulate that observed in mice with the Scurfy mutation in the Foxp3 gene or in mice depleted of Treg cells^77,78^. The remaining question is why Foxo1^TKO^ mice develop only mild infiltration and this relatively late in life. Our results showing that conventional T cells lacking Foxo1 expression would be prone to exhaustion provide an explanation for this apparent paradox. Indeed, the conventional T-cell compartment of Foxp3^cre^ Foxo1^fl/fl^ mice is composed of fully functional T cells whose autoreactivity would be unleashed due to defective CD4_R_ cells, whereas in Foxo1^TKO^ mice, conventional T cells, upon activation, would be rapidly exhausted, thus restoring T-cell tolerance to Self.

Our data clearly demonstrate that T-cell extrinsic signals contribute significantly to quantitative and qualitative changes in the peripheral T-cell compartment with age (Fig. 5). These results are in agreement with those of Jergovic et al. who show a role for the priming environment in the defective transcriptional programming of effector CD8 T cells in response to Listeria monocytogenes in aged mice^79^. Transcriptional signature analysis of CD4_N_ cells from aged mice revealed that they respond to the presence of inflammatory cytokines (Fig. 6). It has been described that levels of inflammatory mediators in the circulation increase with age^3,54,55,80^. In the present paper, we show that type 1 interferons induce Foxo1 down-regulation in vitro and in vivo (Fig. 6) and that the T-cell compartment of old mice deficient for type 1 interferon receptor expression appears less affected by aging with notably increased Foxo1 expression by T cells, higher proportions of naive T cells, and decreased PD1 expression by memory T cells compared to their counterparts from old WT mice (Figs. 8, S11). Type 1 interferons have been shown to play a dual role in chronic viral infection and cancer immunity, with prolonged type 1 interferon signaling potentially leading to immune dysfunction^81,82^. First, type 1 interferon blockade after establishment of chronic LCMV infection leads to enhanced CD4 T-cell and IFN-γ-dependent clearance of the virus^83,84^. In the same line, Cheng et al. have shown that in the HIV-1–infected humanized mice, low levels of type 1 interferon signaling contribute to HIV-1–associated immune dysfunction^85^. Second, in cancer, sustained type 1 interferon signaling can induce immune escape, promote distant metastasis, and contribute to resistance to anti-PD1 immunotherapy^86,87^. Finally, consistent with our observations, type 1 interferons have been shown to induce PD-L1 expression on tumor cells and PD1 expression on immune cells in head and neck squamous cell carcinoma^88^ and to synergize with coated anti-CD3/28 antibodies in vitro to induce expression of co-inhibitory receptors such as Tim-3, Lag3, and PD1^89^. Thus, in line with the literature on cancer immunity and chronic infections, our results suggest strongly that sustained type 1 interferon signaling participates in the exhaustion and aging of the T-cell compartment. Furthermore, our data suggest that at least part of the negative effects of exposure to type 1 interferons on immune responses may derive from their ability to induce down-regulation of Foxo1 in T cells. However, only CD4_M_ cells from 22-month-old Ifnar^KO^ mice showed a significant decrease in the expression of the key inhibitory receptor PD1. Such a decrease is observed in CD4_R_ and CD8_M_ cells only in younger animals (18-month-old mice). Thus, our results do not exclude the possibility that additional factors, in particular other inflammatory cytokines, may also contribute to T-cell exhaustion with age. It remains to identify these factors and determine whether or not they act by inducing Foxo1 down-regulation.

Both the type 1 interferon receptor and the transcription factor Foxo1 are expressed by most cell types in mammals. Therefore, sustained type 1 interferon signaling with age can induce Foxo1 down-regulation in many other cell types besides T cells. Interestingly, Foxo1 down-regulation with age has been documented in brain^90^, muscle^91^, articular cartilage^92,93^, intervertebral disks^94^ and meniscus^95^. In most cases, the extent of its down-regulation has been correlated with pathologies such as neuronal or intervertebral disc degeneration, osteoarthritis or muscle regenerative failure. Foxo1 down-regulation with age could also explain the development of certain cancers with age such as classical Hodgkin lymphoma^96^. Thus, the type 1 interferon-Foxo1 axis may be involved in aging in mammals well beyond the immune system.

## Methods

### Mice

3-month-old and 22-month-old mice were used for experiments unless otherwise indicated. C57BL/6 Foxp3-GFP CD45.1/2 or CD45.2 mice^97,98^, C57BL/6 IfnarKO mice^58,99^, C57BL/6 CD3ε^KO^ ^100^ and C57BL/6 Foxp3-GFP Foxo1^TKO^ and Foxo1^Ctrl^ CD45.1 or CD45.2 mice^23,27^ were maintained in our own animal facilities, under specific pathogen–free (SPF) conditions. The old mice and their young adult controls were all female mice. Mice were housed in separate individually ventilated cages in the same controlled environment (12h-light-dark cycle, 22 ± 2◦C, 30–70% humidity), with standard rodent chow and water ad libitum. All tests for rodent pathogens carried out during the 5 years we have been working on our aging colony have been negative. All procedures were approved by the ethics committee for animal experimentation n°34 and validated by the “Ministère de l’Enseignement Supérieur, de la Recherche et de l’Innovation” with the number APAFIS ≠ 20630-2018033016303981v5. Sample sizes were chosen to ensure reproducibility of the experiments and in accordance with the 3R of animal ethics regulation.

### Cell suspensions

All mice were sacrificed by vertebral dislocation and peripheral lymph-nodes (pooled cervical, axillary, brachial, and inguinal lymph-nodes; pLNs), mesenteric LNs (mLNs), spleen, and thymus were harvested and homogenized, and passed through a nylon cell strainer (BD Falcon) in RPMI 1640 GlutaMAX (Life Technologies) supplemented with 10% FCS (Biochrom) for adoptive transfer and cell culture (LNs only) or in 5% FCS, 0.1% NaN3 (Interchim) in phosphate buffered saline (PBS) for flow cytometry.

### Fluorescence staining and flow cytometry

Cell suspensions were collected and dispensed into 96-well round-bottom microtiter plates (Greiner Bioscience; 6 × 10^6^ cells/well). Surface staining was performed as described in ref. ^98^. Briefly, cells were incubated on ice, for 15 min/step, with antibodies (Abs) in 5% FCS (Biochrom), 0.1% NaN3 (Sigma-Aldrich) in PBS. Each cell staining reaction was preceded by a 15-min incubation with a purified anti-mouse CD16/32 Ab (FcgRII/III block; 2.4G2, BioXcell). The Foxp3 Staining Buffer Set (eBioscience) was used for Foxp3, Foxo1, Foxo3, Ki-67, TOX, and TCF-1 intracellular staining. This protocol was also used to determine intra + extracellular expression of CCR7. To assess pFoxo and pAKT levels ex vivo, spleen cells were immediately fixed in 4% PFA for 5 min at 37 °C. Cells were then washed and permeabilized by adding ice-cold 100% methanol to a final concentration of 90% methanol and incubated for at least 30 min at −20 °C. After extensive washing, cells were barcoded using anti-CD45 antibodies and stained for cell surface antigens. After an additional wash, intracellular antigens, including Phospho-Foxo1 (Thr24)/Foxo3 (Thr32) or Phospho-AKT (Ser473) (both from Cell Signaling), were stained overnight at 4 °C. For determination of intracellular cytokine production, cells were stimulated with 0.5 μg/ml PMA, 0.5 μg/ml ionomycin, and 10 μg/ml brefeldin A (all from Sigma-Aldrich) for 2 h at 37 °C. Cells were then stained for surface markers, fixed in 2% paraformaldehyde in PBS, and permeabilized with 0.5% saponin, followed by labeling with specific cytokine Abs. Antibodies and dilutions are listed in Supplementary Data 7. Multi-color immunofluorescence was analyzed using a BD-Fortessa cytometer (BD Biosciences). Data acquisition and cell sorting were performed at the Cochin CYBIO facility.

### Imaging flow cytometry

LNs from C57BL/6 Foxp3-GFP were harvested and fixed immediately in 4% paraformaldehyde. Then, cells were labeled with anti-CD4 and anti-CD44 Abs, permeabilized, and stained for Foxo1 and H3 as described above. GFP staining was used to identify CD4R cells. H3 was used to stain the nucleus. Cells were acquired with ImageStreamX (Amnis; EMD Millipore) equipped with four lasers (375 nm (70 mW), 488 nm (200 mW), 561 nm (200 mW), and 642 nm (150 mW)). Laser intensities were set to maximal values that do not saturate the camera. Cells were gated for single cells using the area and aspect ratio features, and for focused cells using the gradient root mean square feature. Data were analyzed with IDEAS 6.2 software. Foxo1 mean fluorescence intensities were calculated within masks created on H3 (nucleus), CD4 (Cells), and cytoplasm (Cells—nucleus combined mask).

### Adoptive transfer of CD4 T cells

CD4 T cells were purified from pLNs + mLNs or thymi of the indicated mice by incubating cell suspensions on ice for 20 min with a mixture of anti-CD11b (Mac-1; BioLegend), anti-CD19 (1D3, BioXcell), anti-Ter119 (TER-119, BioLegend) and anti-CD8α (53–6.7) Ab obtained from hybridoma supernatant and then with magnetic beads coupled to anti-rat Igs (Dynal Biotech). Then, in some experiments (Fig. 2f–h; Fig. S4d, e; Fig. S7c–e), CD4_N_ cells were sorted by flow cytometry as CD44^-/low^ Foxp3-GFP^-^ Lineage^-^ (NK1.1^−^ TCRγδ^−^ CD8β^−^ CD11b^−^ CD11c^−^ CD19^−^ CD25^−^) cells using a FACSAria III flow cytometer (BD Biosciences) and injected i.v. into recipient mice.

### Intrathymic injection of FITC

Mice were anesthetized with 3% isoflurane in air for induction and maintained with 1.5%, then depilated in the thoracic region and placed in supine position on a dedicated heating platform, allowing monitoring of ECG, temperature and respiratory frequency. Ultrasound-guided injection was performed on anesthetized mice using a Vevo 2100 high resolution ultrasound device (Visualsonics, Toronto, Canada) with a 40 MHz probe (MS-550) and its dedicated injection mount. A Hamilton syringe (1705TLL) connected to a 27G 19 mm needle was used to ensure proper control on the injected volume. The Visualsonics system was then used to guide the needle (using B mode imaging) into the part of the thymus targeted and make sure the injection was properly performed. As previously described in ref. ^101^, 10 μl of FITC (5 mg/ml in PBS, Sigma-Aldrich) was injected into each thymic lobe. The thymus, spleen, and LNs (pooled pLNs and mLNs) were recovered 16 h later.

### Cell cultures

For Figs. 4, S7, 5 × 10^5^ CD4_N_ or CD8_N_ cells, sorted by flow cytometry were first labeled with a 5 mM CellTrace violet proliferation kit (Invitrogen), according to the manufacturer’s guidelines and then cultured 2 or 4 days in the presence of soluble anti-CD3 Abs (145–2C11; 0.1 μg/mL produced in our laboratory) and 25 × 10^4^ splenocytes from C57BL/6 CD3ε^KO^ mice. For Figs. 6c, S10b, T cells were purified from LNs of C57BL/6 Foxp3-GFP by incubating cell suspensions on ice for 20 min with a mixture of anti-CD11b (Mac-1; BioLegend), anti- CD19 (1D3, BioXcell) and anti-Ter-119 (TER-119; BioLegend) Abs and then with magnetic beads coupled to anti-rat Igs (Dynal Biotech). Then, 10^5^ cells were cultured in the presence of IL-7 (10 ng/ml; R&D Systems) alone or together with one of the following cytokine: IFNα4 (10^5^ U/ml^99^;), IFNγ (25 ng/ml; Sigma-Aldrich), IL-1β (25 ng/ml; R&D Systems), IL-2 (15 ng/ml; R&D Systems), IL-4 (25 ng/ml; R&D Systems), IL-6 (25 ng/ml; Invitrogen), IL-12 (25 ng/ml; R&D Systems) and TNFα (25 ng/ml; R&D Systems). For Figs. 7b, S10d, 10^5^ purified T cells were cultured in the presence of IL-7 (10 ng/ml; R&D Systems) alone or together with one of the following inhibitor: Deucravacitinib (TYK2i; 0,625μM; Selleckchem), Upadacitinib (JAK1i; 0,0625 μM; Selleckchem), Fludarabine (STAT1i; 3,125 μM; Selleckchem), Alpelisib (PI3Ki; 5 μM; MedChemExpress), AKT inhibitor VIII (AKTi; 0,75 μM; Calbiochem) with or without IFNa4 (10^5^ U/ml).

### Microarrays

CD4 T cells from LNs (pooled peripheral and mLNs) of the indicated mice were enriched as previously described in ref. ^98^. Then, CD4_N_ cells were flow cytometry sorted using a FACS-ARIA3 flow cytometer as described above. Total RNA was extracted using the RNeasy Mini kit (QIAGEN). After validation of the RNA quality with Bioanalyzer 2100 (using Agilent RNA6000 pico chip kit), 20 ng (E18-052) and 700 pg (E20-015) of total RNA is reverse transcribed following the Ovation Pico WTA System V2 (Tecan). Briefly, the resulting double strand cDNA is used for amplification based on SPIA technology. After purification according to Tecan protocol, 3.6 μg of Sens Target DNA are fragmented and biotin labeled using Encore Biotin Module kit (Tecan). After control of fragmentation using Bioanalyzer 2100, cDNA is then hybridized to GeneChip® ClariomS Mouse (Affymetrix) at 45 °C for 17 h. After overnight hybridization, chips are washed on the fluidic station FS450 following specific protocols (Affymetrix) and scanned using the GCS3000 7G. The scanned images are then analyzed with Expression Console software (Affymetrix) to obtain raw data (cel files) and metrics for Quality Controls. RMA normalization^102^ is performed using R. Entrez Gene CDF of Brain Array was used for normalization. Transcriptomic signatures of CD4_N_ cells from old WT mice and young adult mice deficient in Foxo1 expression have been deposited in the Gene Expression Omnibus at http://www.ncbi.nlm.nih.gov/geo/ (accession numbers GSE211827 and GSE211365 respectively).

### Next generation sequencing

CD4_N_ cells from LNs (pooled peripheral and mLNs) of the indicated mice were flow cytometry sorted using a FACS-ARIA3 flow cytometer and then stimulated for 4 days with an anti-CD3 antibody in the presence of splenocytes from CD3ε^ΚΟ^ mice. Fastq files were then aligned using STAR algorithm (version 2.7.6a), on the Ensembl Mus musculus GRCm38 reference, release 101. Reads were then count using RSEM (v1.3.1) and the statistical analyses on the read counts were performed with R (version 3.6.3) and the DESeq2 package (DESeq2_1.26.0) to determine the proportion of differentially expressed genes between two conditions. 

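For the sequenced cultures, the authors' normalized table holds 13564 genes. Each of them has at least 3 normalized values of at least 10, whereas 13508 have at least 3 counts of at least 10, out of 13691 such genes in the count files, so the limit of the filter was on normalized values. All nonzero values of the table (100%) were matched within 0.1% by DESeq2's median of ratios with a further correction. Each gene's expected count was also corrected for its effective length in each library, as RSEM estimates it. At a tighter tolerance, over 13136 genes with nonzero values, this correction matched 100% of the genes of each library. With 1 factor per library and no such correction, between 0.84% and 8.81% of these genes were matched per library. The counts analysed at the conclusions were not corrected for effective length.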

We used the standard DESeq2 normalization method (DESeq2’s median of ratios with the DESeq function), with a pre-filter of reads and genes (reads uniquely mapped on the genome, or up to ten different loci with a count adjustment, and genes with at least ten reads in at least three different samples). Following the package recommendations, we used the Wald test with the contrast function and the Benjamini-Hochberg FDR control procedure to identify the differentially expressed genes. R scripts and parameters are available on Github, https://github.com/GENOM-IC-Cochin/RNA-Seq_analysis/releases/tag/v1.202112. The transcriptomic signature of activated CD4_N_ cells from young adult mice deficient in Foxo1 expression has been deposited in the Gene Expression Omnibus (NCBI) at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210191.

### Calculations

For Figs. 4d,S7d, we estimated the CTV dilution factor (f) due to stimulation, where f = CTV mean fluorescence intensity (MFI) in the absence of stimulation/CTV MFI in the presence of stimulation. Then, because the intracellular amount of CTV is halved during each cell cycle, the average number of cell divisions was calculated as Mean cycle = log2(f).

### Statistical analysis

Data are expressed as mean ± SEM, and the significance of differences between two series of results was assessed using the Student’s unpaired or paired *t* test. For assessing correlations, Pearson correlation (two-sided test, coefficient, and 95% confidence intervals) was used. Values of *p* < 0.05 were considered as statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

### Source data

Source Data

## Data Availability

Transcriptomic signatures of CD4_N_ cells from old WT mice and young adult mice deficient in Foxo1 expression have been deposited in the Gene Expression Omnibus under accession numbers GSE211827 and GSE211365, respectively. The transcriptomic signature of activated CD4_N_ cells from young adult mice deficient in Foxo1 expression has been deposited in the Gene Expression Omnibus under accession number GSE210191. Source data are provided with this paper.

## References

[1] Maklakov AA, Immler S (2016). The expensive germline and the evolution of ageing. Curr. Biol..

[2] Kline KA, Bowdish DME (2016). Infection in an aging population. Curr. Opin. Microbiol..

[3] Bottazzi B, Riboli E, Mantovani A (2018). Aging, inflammation and cancer. Semin. Immunol..

[4] Drijvers JM, Sharpe AH, Haigis MC (2020). The effects of age and systemic metabolism on anti-tumor T cell responses. eLife.

[5] Lefebvre JS (2016). Vaccine efficacy and T helper cell differentiation change with aging. Oncotarget.

[6] Allen JC, Toapanta FR, Chen W, Tennant SM (2020). Understanding immunosenescence and its impact on vaccination of older adults. Vaccine.

[7] Nikolich-Zugich J, Rudd BD (2010). Immune memory and aging: an infinite or finite resource?. Curr. Opin. Immunol..

[8] Goronzy JJ, Weyand CM (2017). Successful and maladaptive T cell aging. Immunity.

[9] Goronzy JJ, Weyand CM (2019). Mechanisms underlying T cell ageing. Nat. Rev. Immunol..

[10] Montecino-Rodriguez E, Berent-Maoz B, Dorshkind K (2013). Causes, consequences, and reversal of immune system aging. J. Clin. Investig..

[11] Mittelbrunn M, Kroemer G (2021). Hallmarks of T cell aging. Nat. Immunol..

[12] Kenyon C (2005). The plasticity of aging: insights from long-lived mutants. Cell.

[13] Dong XC (2008). Inactivation of hepatic Foxo1 by insulin signaling is required for adaptive nutrient homeostasis and endocrine growth regulation. Cell Metab..

[14] Tran H, Brunet A, Griffith EC, Greenberg ME (2003). The many forks in FOXO’s road. Sci. STKE.

[15] Gui, T. & Burgering, B. M. T. FOXOs: masters of the equilibrium. *FEBS J*. 10.1111/febs.16221 (2021).10.1111/febs.16221PMC1007870534610198

[16] Kenyon C, Chang J, Gensch E, Rudner A, Tabtiang R (1993). A C. elegans mutant that lives twice as long as wild type. Nature.

[17] Tissenbaum HA (2018). DAF-16: FOXO in the context of C. elegans. Curr. Top. Dev. Biol..

[18] Hwangbo DS (2004). Drosophila dFOXO controls lifespan and regulates insulin signalling in brain and fat body. Nature.

[19] Giannakou ME (2004). Long-lived Drosophila with overexpressed dFOXO in adult fat body. Science.

[20] Boehm A-M (2012). FoxO is a critical regulator of stem cell maintenance in immortal Hydra. Proc. Natl Acad. Sci. USA.

[21] Bosch TCG (2019). Hydra as model to determine the role of FOXO in longevity. Methods Mol. Biol. Clifton NJ.

[22] Fabre S (2008). FOXO1 regulates L-Selectin and a network of human T cell homing molecules downstream of phosphatidylinositol 3-kinase. J. Immunol. Baltim. Md 1950.

[23] Kerdiles YM (2009). Foxo1 links homing and survival of naive T cells by regulating L-selectin, CCR7 and interleukin 7 receptor. Nat. Immunol..

[24] Kerdiles YM (2010). Foxo transcription factors control regulatory T cell development and function. Immunity.

[25] Ouyang W (2010). Foxo proteins cooperatively control the differentiation of Foxp3+ regulatory T cells. Nat. Immunol..

[26] Stone EL (2015). ICOS coreceptor signaling inactivates the transcription factor FOXO1 to promote Tfh cell differentiation. Immunity.

[27] Lainé A (2015). Foxo1 Is a T-cell intrinsic inhibitor of the RORγt-Th17 program.. J. Immunol..

[28] Malik S, Awasthi A (2018). Transcriptional control of Th9 cells: role of Foxo1 in interleukin-9 induction. Front. Immunol..

[29] Martin B (2013). Highly self-reactive naive CD4 T cells are prone to differentiate into regulatory T cells. Nat. Commun..

[30] Durand A (2018). Profiling the lymphoid-resident T cell pool reveals modulation by age and microbiota. Nat. Commun..

[31] Tzivion G, Dobson M, Ramakrishnan G (2011). FoxO transcription factors; regulation by AKT and 14-3-3 proteins. Biochim. Biophys. Acta.

[32] Jin J (2020). FOXO1 deficiency impairs proteostasis in aged T cells. Sci. Adv..

[33] Mootha VK (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet..

[34] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[35] Thomas R, Wang W, Su D-M (2020). Contributions of age-related thymic involution to immunosenescence and inflammaging. Immun. Ageing A.

[36] Crawford A (2014). Molecular and transcriptional basis of CD4^+^ T cell dysfunction during chronic infection. Immunity.

[37] Canale FP (2018). CD39 expression defines cell exhaustion in tumor-infiltrating CD8+ T cells. Cancer Res..

[38] Khan O (2019). TOX transcriptionally and epigenetically programs CD8+ T cell exhaustion. Nature.

[39] Wu T (2016). The TCF1-Bcl6 axis counteracts type I interferon to repress exhaustion and maintain T cell stemness. Sci. Immunol..

[40] Blank CU (2019). Defining ‘T cell exhaustion’. Nat. Rev. Immunol..

[41] Abdel-Hakeem MS (2021). Epigenetic scarring of exhausted T cells hinders memory differentiation upon eliminating chronic antigenic stimulation. Nat. Immunol..

[42] McLane LM, Abdel-Hakeem MS, Wherry EJ (2019). CD8 T cell exhaustion during chronic viral infection and cancer. Annu. Rev. Immunol..

[43] Weisshaar N (2022). Rgs16 promotes antitumor CD8+ T cell exhaustion. Sci. Immunol..

[44] Seo H (2019). TOX and TOX2 transcription factors cooperate with NR4A transcription factors to impose CD8+ T cell exhaustion. Proc. Natl Acad. Sci. USA.

[45] Papavassiliou AG, Musti AM (2020). The multifaceted Output of c-Jun biological activity: focus at the junction of CD8 T cell activation and exhaustion. Cells.

[46] McLane LM (2021). Role of nuclear localization in the regulation and function of T-bet and Eomes in exhausted CD8 T cells. Cell Rep..

[47] Seo W, Jerin C, Nishikawa H (2021). Transcriptional regulatory network for the establishment of CD8+ T cell exhaustion. Exp. Mol. Med..

[48] Seo H (2021). BATF and IRF4 cooperate to counter exhaustion in tumor-infiltrating CAR T cells. Nat. Immunol..

[49] Hu B (2019). Transcription factor networks in aged naïve CD4 T cells bias lineage differentiation. Aging Cell.

[50] Rudd BD (2011). Nonrandom attrition of the naive CD8+ T-cell pool with aging governed by T-cell receptor:pMHC interactions. Proc. Natl Acad. Sci. USA.

[51] Decman V (2012). Defective CD8 T cell responses in aged mice are due to quantitative and qualitative changes in virus-specific precursors. J. Immunol..

[52] Chiu B-C, Martin BE, Stolberg VR, Chensue SW (2013). Cutting edge: central memory CD8 T cells in aged mice are virtual memory cells. J. Immunol..

[53] Renkema KR, Li G, Wu A, Smithey MJ, Nikolich-Žugich J (2014). Two separate defects affecting true naive or virtual memory T cell precursors combine to reduce naive T cell responses with aging. J. Immunol..

[54] Forsey RJ (2003). Plasma cytokine profiles in elderly humans. Mech. Ageing Dev..

[55] Thevaranjan N (2017). Age-associated microbial dysbiosis promotes intestinal permeability, systemic inflammation, and macrophage dysfunction. Cell Host Microbe.

[56] Mostafavi S (2016). Parsing the Interferon transcriptional network and its disease associations. Cell.

[57] Delpoux A, Lai C-Y, Hedrick SM, Doedens AL (2017). FOXO1 opposition of CD8+ T cell effector programming confers early memory properties and phenotypic diversity. Proc. Natl Acad. Sci. USA.

[58] Müller U (1994). Functional role of type I and type II interferons in antiviral defense. Science.

[59] Delpoux A (2021). FOXO1 constrains activation and regulates senescence in CD8 T cells. Cell Rep..

[60] Essaghir A, Dif N, Marbehant CY, Coffer PJ, Demoulin J-B (2009). The transcription of FOXO genes is stimulated by FOXO3 and repressed by growth. Factors J. Biol. Chem..

[61] Link W, Fernandez-Marcos PJ (2017). FOXO transcription factors at the interface of metabolism and cancer. Int. J. Cancer.

[62] Bapat SP (2015). Depletion of fat-resident Treg cells prevents age-associated insulin resistance. Nature.

[63] Koguchi-Yoshioka H (2021). Skin T cells maintain their diversity and functionality in the elderly. Commun. Biol..

[64] Goplen NP (2020). Tissue-resident CD8+ T cells drive age-associated chronic lung sequelae after viral pneumonia. Sci. Immunol..

[65] Gustafson CE, Cavanagh MM, Jin J, Weyand CM, Goronzy JJ (2019). Functional pathways regulated by microRNA networks in CD8 T-cell aging. Aging Cell.

[66] Eberlein J (2016). Aging promotes acquisition of naive-like CD8+ memory T cell traits and enhanced functionalities. J. Clin. Invest.

[67] Pulko V (2016). Human memory T cells with a naive phenotype accumulate with aging and respond to persistent viruses. Nat. Immunol..

[68] Moskowitz DM (2017). Epigenomics of human CD8 T cell differentiation and aging. Sci. Immunol..

[69] Nikolich-Žugich J (2014). Aging of the T cell compartment in mice and humans: from no naive expectations to foggy memories. J. Immunol. Baltim. Md 1950.

[70] Wherry EJ (2007). Molecular signature of CD8+ T cell exhaustion during chronic viral infection. Immunity.

[71] Rao RR, Li Q, Gubbels Bupp MR, Shrikant PA (2012). Transcription factor Foxo1 represses T-bet-mediated effector functions and promotes memory CD8(+) T cell differentiation. Immunity.

[72] Zhang L (2016). Mammalian target of rapamycin complex 2 controls CD8 T cell memory differentiation in a Foxo1-dependent manner. Cell Rep..

[73] Ban YH (2017). miR-150-mediated Foxo1 regulation programs CD8+ T cell differentiation. Cell Rep..

[74] Delpoux A (2018). Continuous activity of Foxo1 is required to prevent anergy and maintain the memory state of CD8+ T cells. J. Exp. Med..

[75] Ouyang W (2012). Novel Foxo1-dependent transcriptional programs control T(reg) cell function. Nature.

[76] Charbonnier L-M (2019). Functional reprogramming of regulatory T cells in the absence of Foxp3. Nat. Immunol..

[77] Fontenot JD, Gavin MA, Rudensky AY (2003). Foxp3 programs the development and function of CD4+CD25+ regulatory T cells. Nat. Immunol..

[78] Kim JM, Rasmussen JP, Rudensky AY (2007). Regulatory T cells prevent catastrophic autoimmunity throughout the lifespan of mice. Nat. Immunol..

[79] Jergović M, Thompson HL, Renkema KR, Smithey MJ, Nikolich-Žugich J (2019). Defective transcriptional programming of effector CD8 T cells in aged mice is cell-extrinsic and can be corrected by administration of IL-12 and IL-18. Front. Immunol..

[80] Fulop T, Witkowski JM, Olivieri F, Larbi A (2018). The integration of inflammaging in age-related diseases. Semin. Immunol..

[81] Snell LM, McGaha TL, Brooks DG (2017). Type I interferon in chronic virus infection and cancer. Trends Immunol..

[82] Boukhaled GM, Harding S, Brooks DG (2021). Opposing roles of type I interferons in cancer immunity. Annu. Rev. Pathol..

[83] Teijaro JR (2013). Persistent LCMV infection is controlled by blockade of type I interferon signaling. Science.

[84] Wilson EB (2013). Blockade of chronic type I interferon signaling to control persistent LCMV infection. Science.

[85] Cheng L (2017). Blocking type I interferon signaling enhances T cell recovery and reduces HIV-1. Reserv. J. Clin. Invest..

[86] Jacquelot N (2019). Sustained Type I interferon signaling as a mechanism of resistance to PD-1 blockade. Cell Res..

[87] Reticker-Flynn NE (2022). Lymph node colonization induces tumor-immune tolerance to promote distant metastasis. Cell.

[88] Ma H (2019). Interferon-alpha promotes immunosuppression through IFNAR1/STAT1 signalling in head and neck squamous cell carcinoma. Br. J. Cancer.

[89] Sumida TS (2022). Type I interferon transcriptional network regulates expression of coinhibitory receptors in human T cells. Nat. Immunol..

[90] Xia Y (2022). Neuronal C/EBPβ/AEP pathway shortens life span via selective GABAnergic neuronal degeneration by FOXO repression. Sci. Adv..

[91] García-Prat L (2020). FoxO maintains a genuine muscle stem-cell quiescent state until geriatric age. Nat. Cell Biol..

[92] Akasaki Y (2014). Dysregulated FOXO transcription factors in articular cartilage in aging and osteoarthritis. Osteoarthr. Cartil..

[93] Duffy T, Bekki H, Lotz MK (2020). Genome-wide occupancy profiling reveals critical roles of FoxO1 in regulating extracellular matrix and circadian rhythm genes in human chondrocytes. Arthritis Rheumatol..

[94] Alvarez-Garcia O, Matsuzaki T, Olmer M, Masuda K, Lotz MK (2017). Age-related reduction in the expression of FOXO transcription factors and correlations with intervertebral disc degeneration. J. Orthop. Res..

[95] Lee KI (2020). FOXO1 and FOXO3 transcription factors have unique functions in meniscus development and homeostasis during aging and osteoarthritis. Proc. Natl Acad. Sci. USA.

[96] Xie L (2012). FOXO1 is a tumor suppressor in classical Hodgkin lymphoma. Blood.

[97] Wang Y (2008). Th2 lymphoproliferative disorder of LatY136F mutant mice unfolds independently of TCR-MHC engagement and is insensitive to the action of Foxp3+ regulatory T cells. J. Immunol..

[98] Delpoux A (2014). TCR signaling events are required for maintaining CD4 regulatory T cell numbers and suppressive capacities in the periphery. J. Immunol..

[99] Taleb K (2017). Chronic type I IFN is sufficient to promote immunosuppression through accumulation of myeloid-derived suppressor cells. J. Immunol..

[100] Delpoux A (2012). Foxp3-independent loss of regulatory CD4+ T-cell suppressive capacities induced by self-deprivation. Eur. J. Immunol..

[101] Le Campion A (2002). Quantitative and qualitative adjustment of thymic T cell production by clonal expansion of premigrant thymocytes. J. Immunol..

[102] Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003). A comparison of normalization methods for high-density oligonucleotide array data based on variance and bias. Bioinforma. Oxf. Engl..

# Supplementary material for: Type 1 interferons and Foxo1 down-regulation play a key role in age-related T-cell exhaustion in mice
**Source:** Nat Commun. 2024 Feb 26;15:1718. doi: 10.1038/s41467-024-45984-8
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information related to:**

**Type 1 interferons and Foxo1 down-regulation play a key role in age-related T-cell  
exhaustion in mice**

By

Aurélie Durand, Nelly Bonilla, Théo Level, Zoé Ginestet, Amélie Lombès, Vincent Guichard,  
Mathieu Germain, Sébastien Jacques, Franck Letourneur, Marcio Do Cruzeiro, Carmen  
Marchiol, Gilles Renault, Morgane Le Gall, Céline Charvet, Agnès Le Bon, Bruno Martin,  
Cédric Auffray and Bruno Lucas

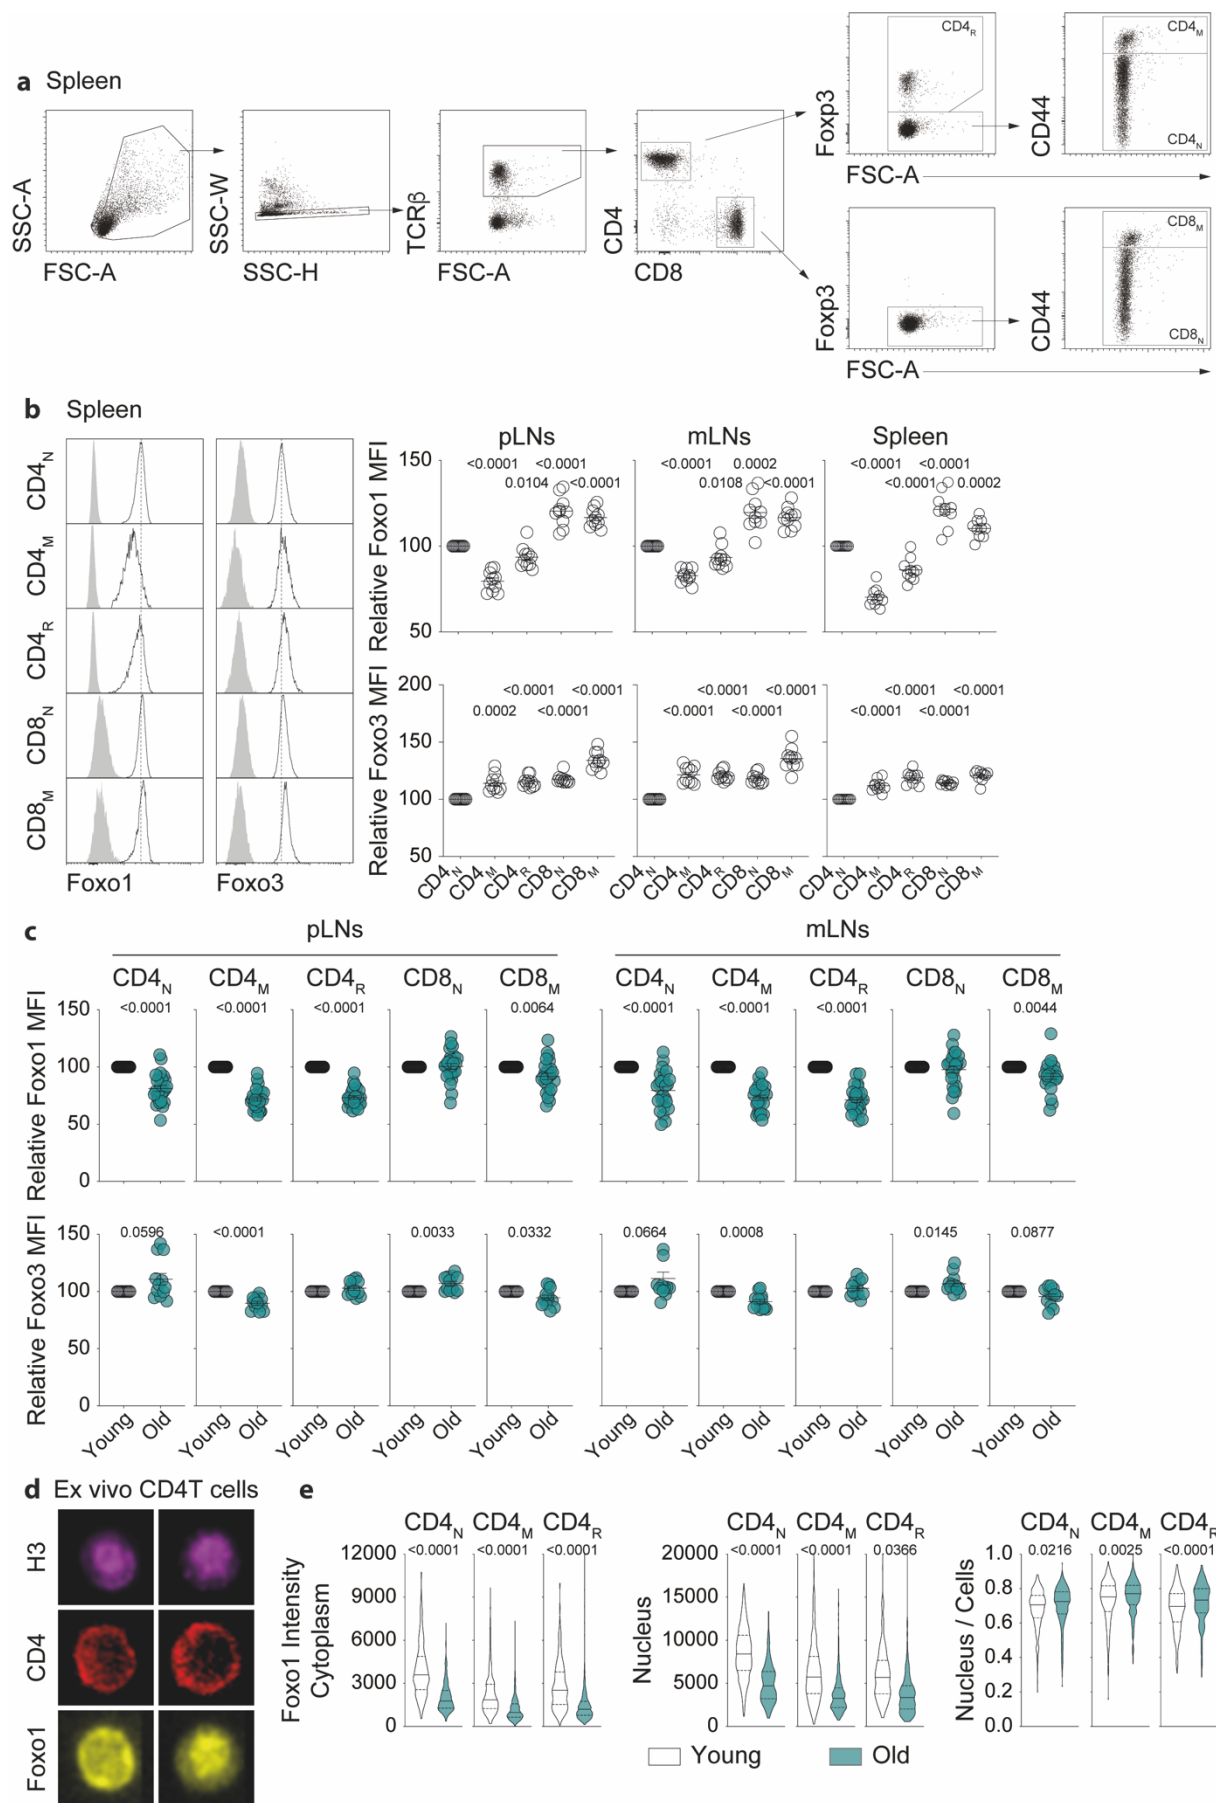

**Figure S1**

**Fig. S1 Gradual down-regulation of Foxo1 in T cells with age.** **a**, Gating strategy to define regulatory CD4 T cells (CD4<sub>R</sub>), memory CD4 T cells (CD4<sub>M</sub>), naive CD4 T cells (CD4<sub>N</sub>), memory CD8 T cells (CD8<sub>M</sub>) and naive CD8 T cells (CD8<sub>N</sub>). **b**, Foxo1 and Foxo3 fluorescence histograms of the indicated T-cell subsets from the spleen of a representative young adult mouse are shown (left panel). Grey histograms correspond to Florescence Minus One (FMO) controls. Relative MFIs were calculated by dividing the MFI of a given T-cell subset by the MFI of CD4<sub>N</sub> cells (right panel) and are shown for the spleen, peripheral (pLNs) and mesenteric (mLNs) lymph-nodes of young adult mice. **c**, Foxo1 and Foxo3 relative MFIs are shown for the indicated T-cell subsets from pLNs and mLNs as a function of mouse age. Relative MFIs were calculated by dividing the MFI of a given T-cell subset of the old mouse by the MFI of the same T-cell subset of the barcoded young adult mouse. **d,e**, Lymph-node cells from young adult and aged mice were analyzed using the Imagestream flow imager. Representative staining (**d**) and quantification of nuclear and cytoplasmic Foxo1 (**e**) are shown. Quantifications are represented as Means  $\pm$  SEM. The significance of differences between two series of results was assessed using Student's paired (**b**) or unpaired (**c** and **e**) t test. Significant ( $p < 0.05$ ) or almost significant ( $0.05 < p < 0.10$ ) p-values are indicated. Source data are provided as a Source Data file.

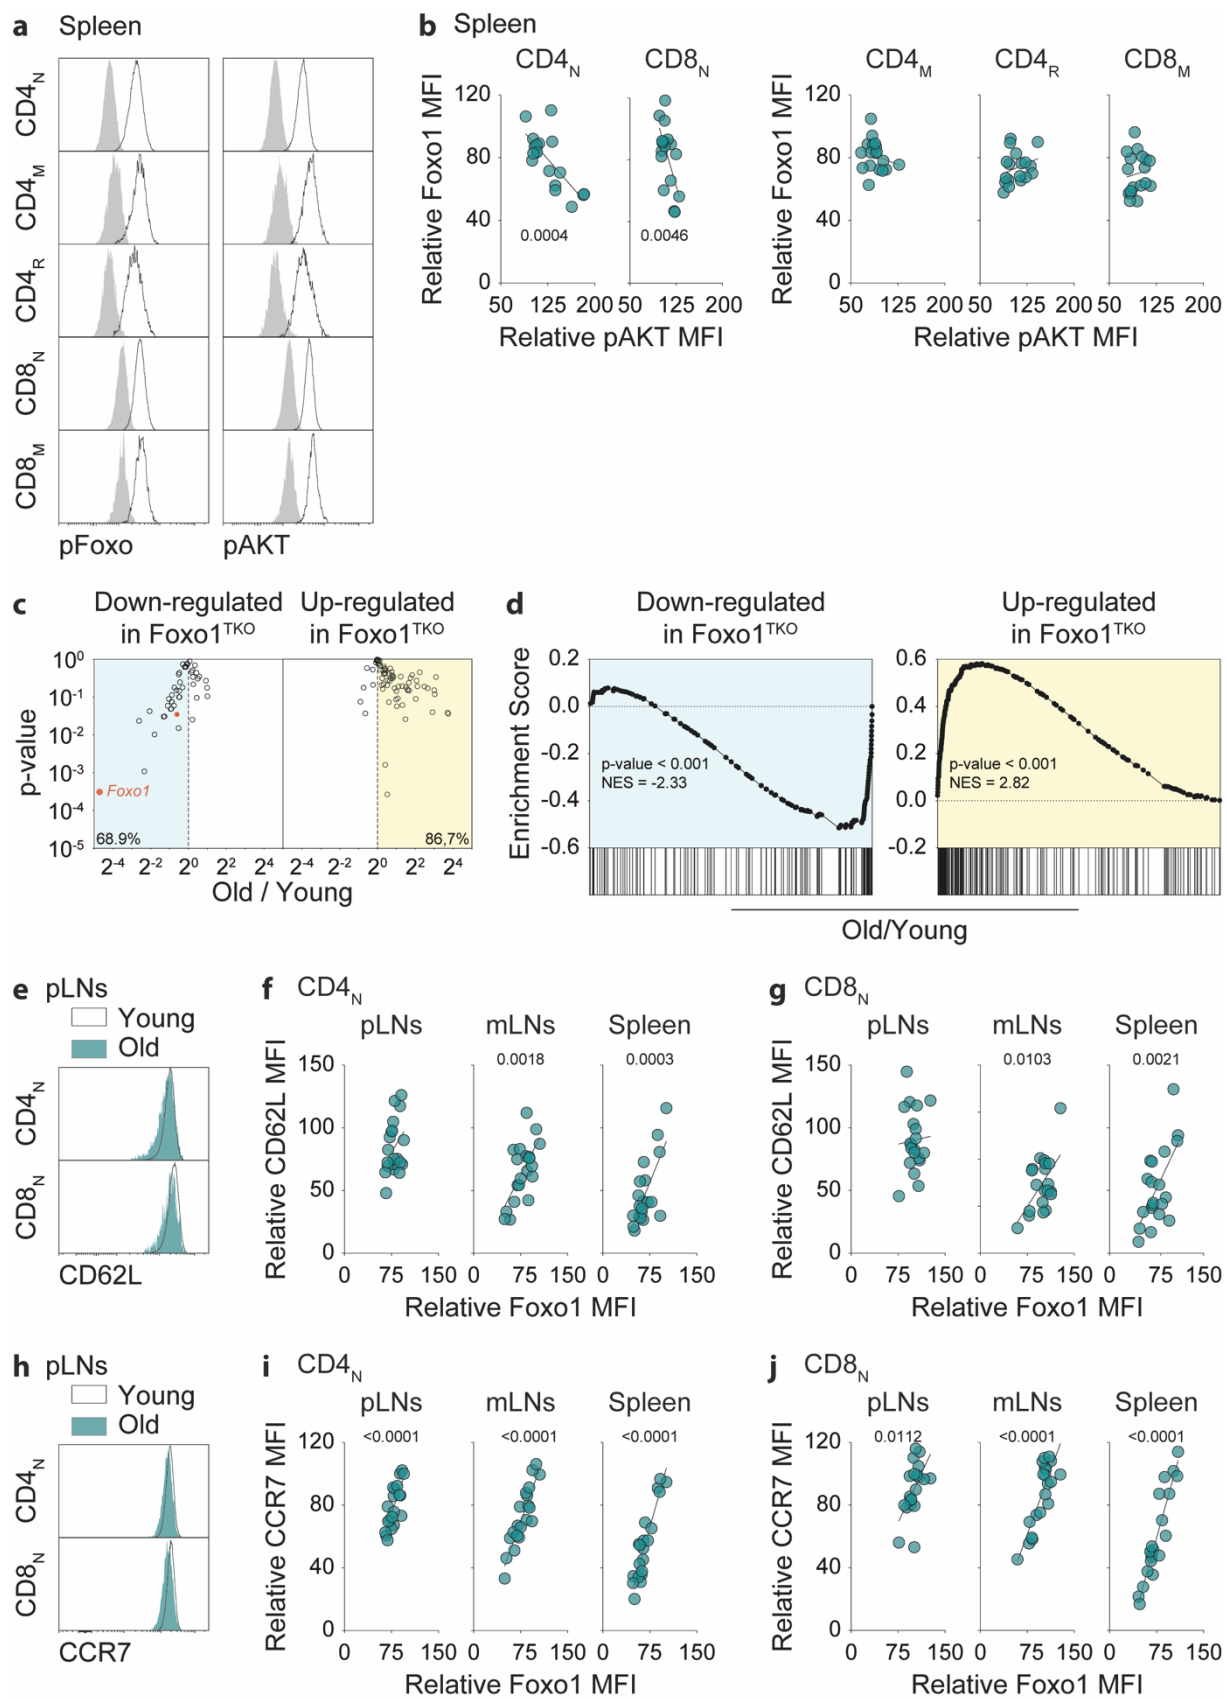

**Figure S2**

**Fig. S2 Foxo1 down-regulation in T cells with age imprints their transcriptional signature.** **a**, pFoxo and pAKT fluorescence histograms of the indicated T-cell subsets from the spleen of a representative young adult mouse are shown (left panel). Grey histograms correspond to Florescence Minus One (FMO) controls. **b**, Relative expression of Foxo1 by the indicated T-cell subsets from the spleen of old mice as a function of pAKT relative expression. **c**, Same as in Fig. 1g with p value of  $< 0.05$  and fold change  $> 2$  or  $< -2$  to determine the list of genes down- or up-regulated in CD4<sub>N</sub> cells from Foxo1<sup>TKO</sup> mice. **d**, GSEA analysis visualizing the expression of genes down- or up-regulated in CD4<sub>N</sub> cells from Foxo1<sup>TKO</sup> mice as a function of mouse age. **e-j**, Relative expression of CCR7 and CD62L by CD4<sub>N</sub> and CD8<sub>N</sub> cells from the SLOs of old mice. **e, h**, CD62L (**e**) and CCR7 (**h**) fluorescence histograms of CD4<sub>N</sub> and CD8<sub>N</sub> cells from the pLNs of a representative young adult versus old mouse are shown. **f, g**, Relative expression of CD62L by CD4<sub>N</sub> (**f**) and CD8<sub>N</sub> (**g**) cells from the SLOs of old mice as a function of Foxo1 relative expression. **i, j**, Relative expression of CCR7 by CD4<sub>N</sub> (**i**) and CD8<sub>N</sub> (**j**) cells from the SLOs of old mice as a function of Foxo1 relative expression. Relative MFIs were calculated by dividing the MFI of a given T-cell subset of the old mouse by the MFI of the same T-cell subset of the barcoded young adult mouse. For assessing correlations, Pearson correlation (two-sided test, coefficient and 95% confidence intervals) was used (**b, f, g, i** and **j**). The p-values for the GSEA test statistics are calculated by permutation (**d**). Significant ( $p < 0.05$ ) p-values are indicated. Source data are provided as a Source Data file.

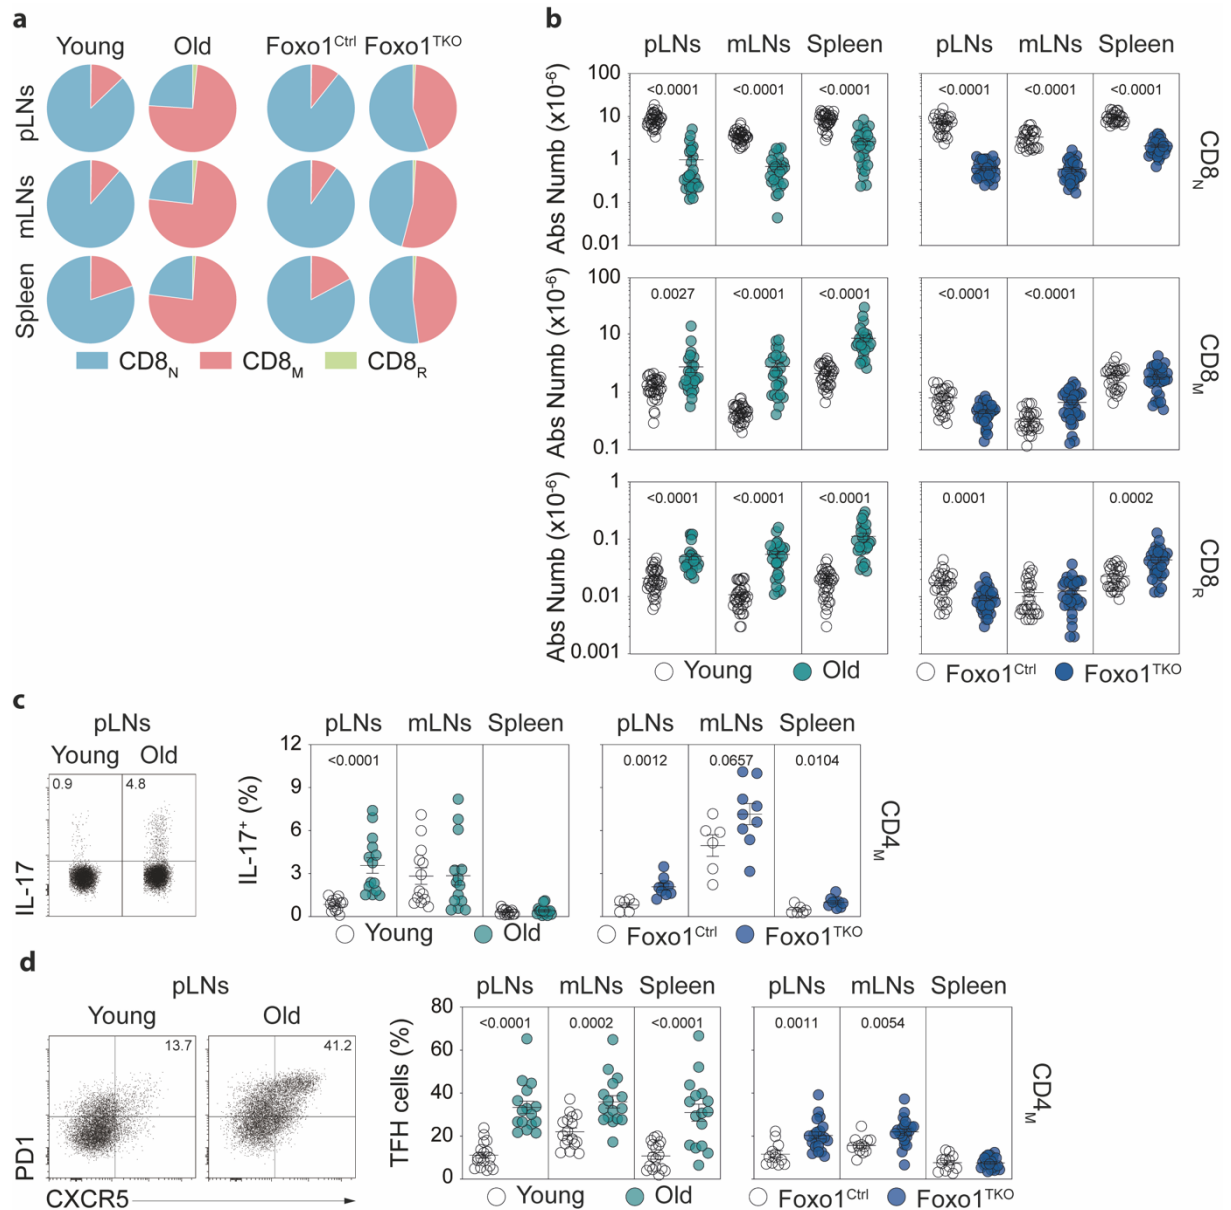

**Figure S3**

**Fig. S3 CD4<sub>M</sub> and CD8<sub>M</sub> cells of young adult Foxo1<sup>TKO</sup> mice and old wild-type mice share many features.** **a**, Distribution of CD8<sub>N</sub>, CD8<sub>M</sub> and CD8<sub>R</sub> cells among CD8 T cells in the indicated SLOs of young adult and old WT mice versus young adult Foxo1<sup>Ctrl</sup> and Foxo1<sup>TKO</sup> mice. **b**, Total cell numbers of CD8<sub>N</sub>, CD8<sub>M</sub> and CD8<sub>R</sub> cells recovered from the SLOs of the indicated mice. **c**, Representative IL-17 staining is shown for pLN CD4 T cells from the indicated representative mice (left panel). Percentages of IL-17-producing cells among CD4<sub>M</sub> cells are shown for the spleen, peripheral (pLNs) and mesenteric (mLNs) lymph-nodes of the indicated mice (right panel). **d**, PD1/CXCR5 representative dot-plots are shown for pLN CD4 T cells from the indicated representative mice (left panel). Percentages of TFH cells (PD1<sup>+</sup> CXCR5<sup>+</sup>) among CD4<sub>M</sub> cells are shown for the spleen, peripheral (pLNs) and mesenteric (mLNs) lymph-nodes of the indicated mice (right panel). Quantifications are represented as Means  $\pm$  SEM. The significance of differences between two series of results was assessed using Student's unpaired t test (**b-d**). Significant ( $p < 0.05$ ) or almost significant ( $0.05 < p < 0.10$ ) p-values are indicated. Source data are provided as a Source Data file.

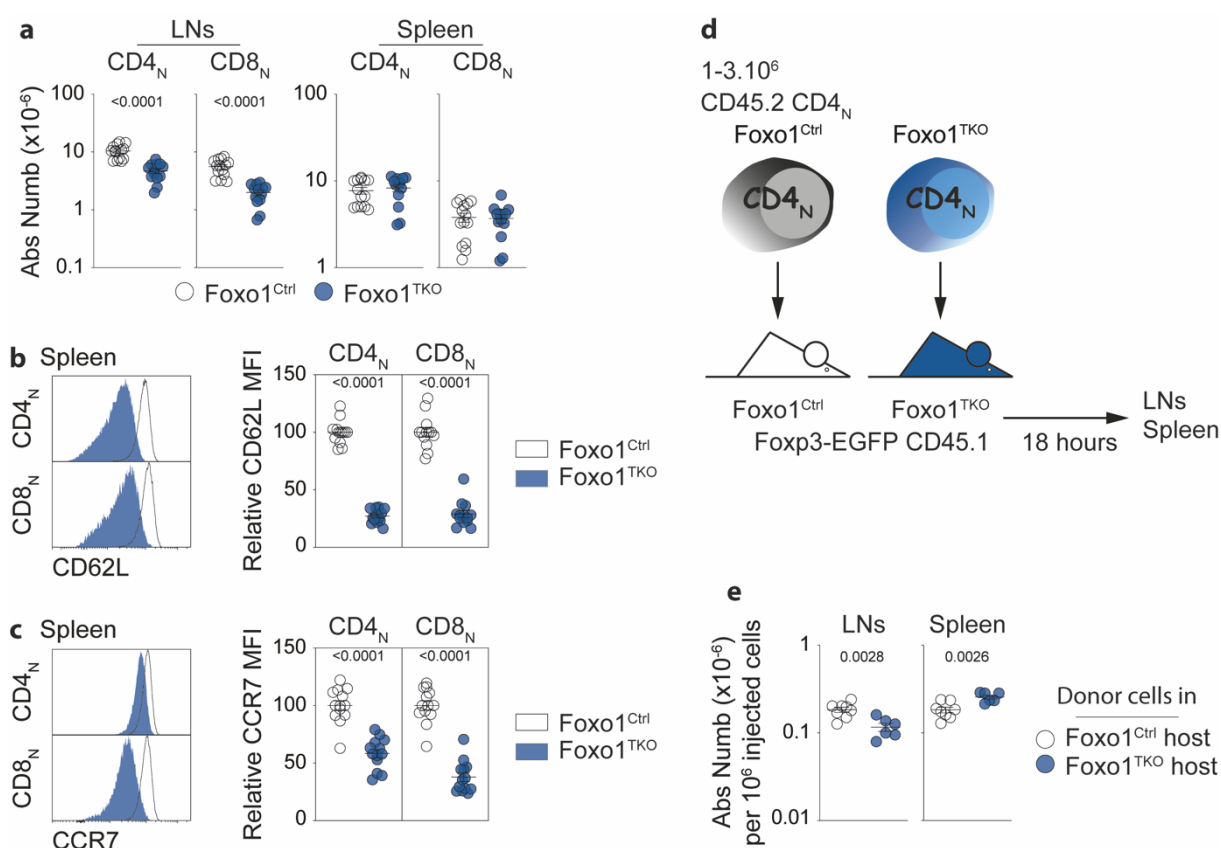

**Figure S4**

**Fig. S4 Altered homing of Foxo1-deficient naïve T cells into lymph-nodes** **a**, Absolute cell numbers of CD4<sub>N</sub> and CD8<sub>N</sub> cells from the spleen and lymph-nodes of 1-month-old Foxo1<sup>Ctrl</sup> and Foxo1<sup>TKO</sup> mice. **b, c**, CD62L (**b**) and CCR7 (**c**) fluorescence histograms of CD4<sub>N</sub> and CD8<sub>N</sub> cells from the spleen of a representative Foxo1<sup>Ctrl</sup> mouse and a representative Foxo1<sup>TKO</sup> mouse are shown (left panels). Quantification of the relative expression of CD62L (**b**) and CCR7 (**c**) by CD4<sub>N</sub> and CD8<sub>N</sub> cells from the spleen. Relative expression of CD62L or CCR7 was calculated by dividing the MFI of a given T-cell subset by the average MFI obtained from the same T-cell subset in Foxo1<sup>Ctrl</sup> mice. **d, e**, 1-3.10<sup>6</sup> CD4<sub>N</sub> cells from the LNs of 1-month-old CD45.2 Foxo1<sup>TKO</sup> or Foxo1<sup>Ctrl</sup> mice were injected i.v. into 1-month-old CD45.1 Foxo1<sup>TKO</sup> or Foxo1<sup>Ctrl</sup> mice respectively. Recipient mice were sacrificed 18 hours later. Diagram illustrating the experimental model (**d**). Absolute cell numbers of CD4 donor T cells recovered from the indicated SLOs of recipient mice per 10<sup>6</sup> injected cells (**e**). Quantifications are represented as Means ± SEM. The significance of differences between two series of results was assessed using Student's unpaired t test (**a-c** and **e**). Significant (p < 0.05) p-values are indicated. Source data are provided as a Source Data file.

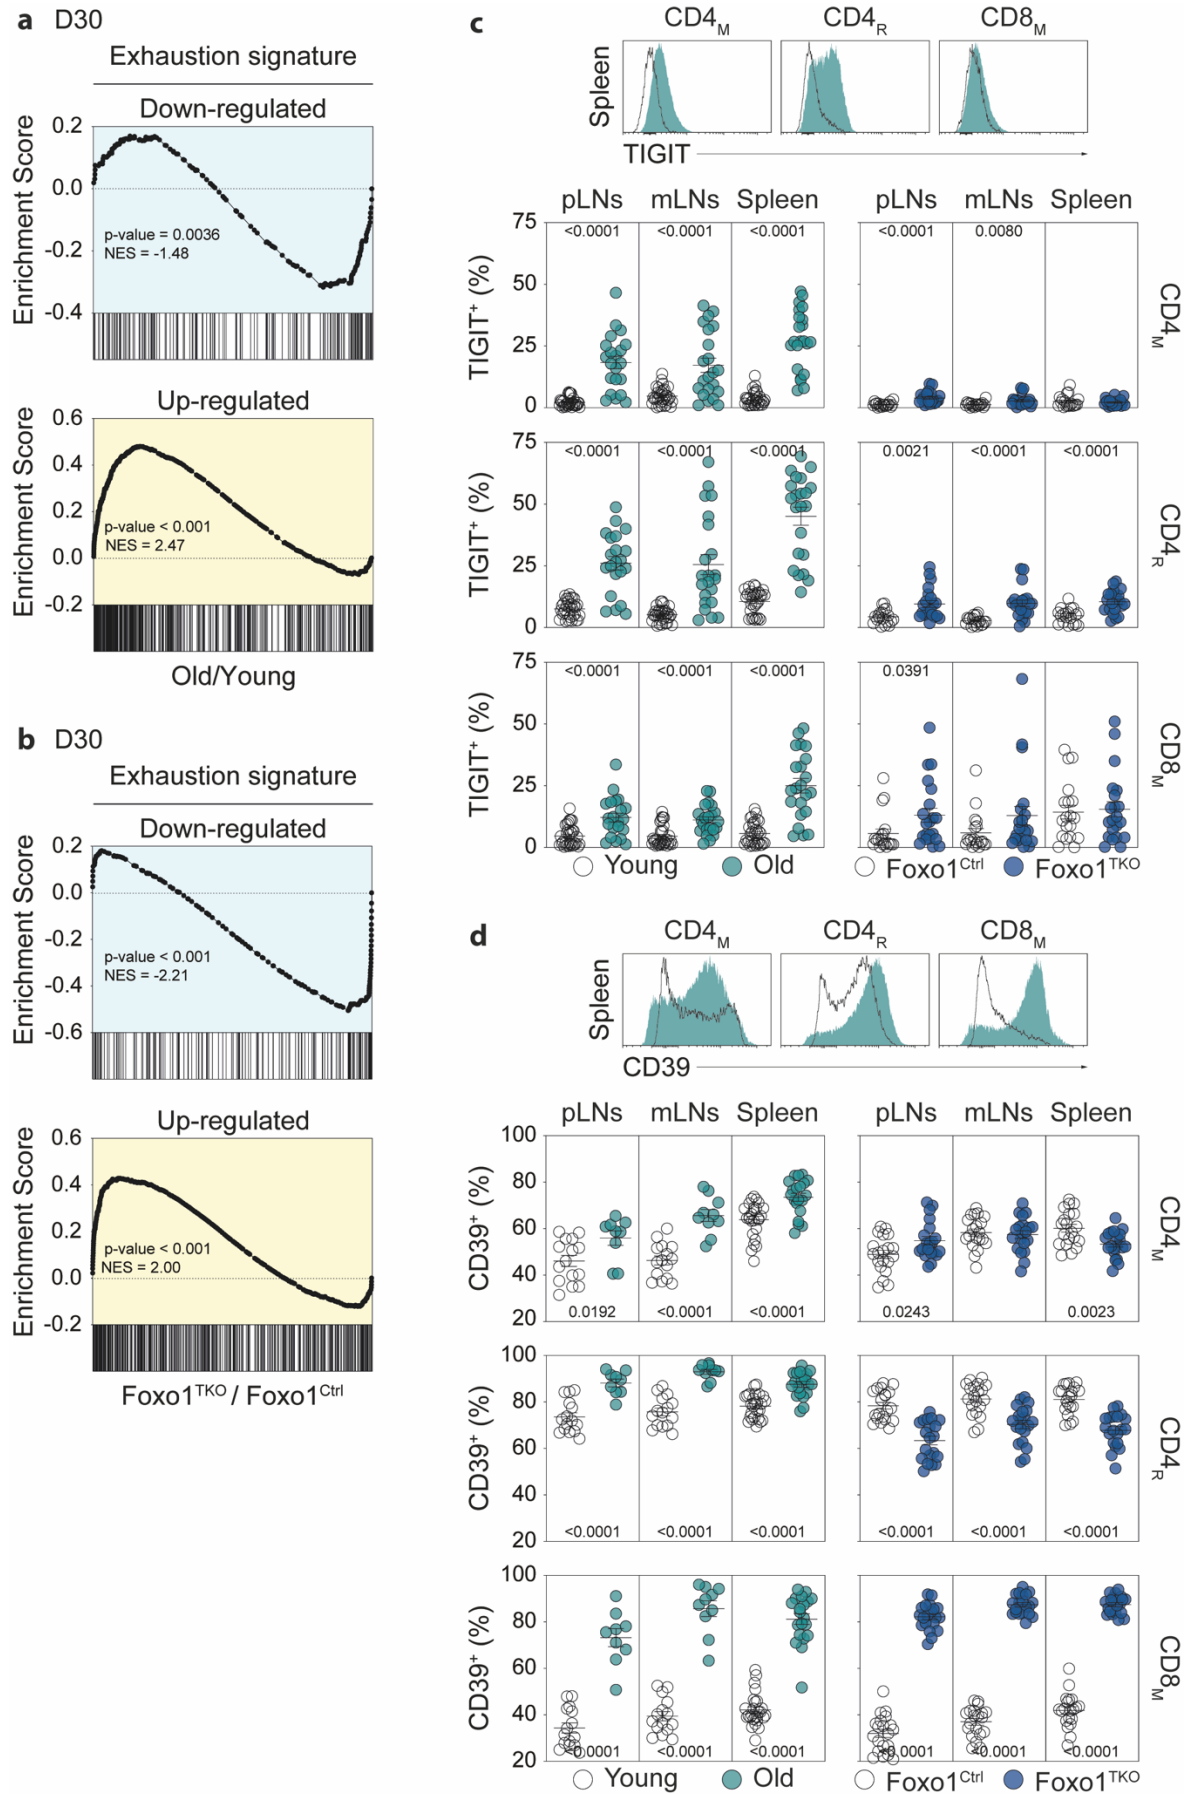

**Figure S5**

**Fig. S5 Memory and Regulatory T cells from the SLOs of old WT and young adult Foxo1<sup>TKO</sup> mice are exhausted.** **a**, GSEA analysis visualizing the expression of genes down- or up-regulated in exhausted Day 30 T cells (GSE30431) by CD4<sub>N</sub> cells from old versus young adult mice. **b**, Same as in **a** for CD4<sub>N</sub> cells from Foxo1<sup>TKO</sup>/Foxo1<sup>Ctrl</sup> mice. **c**, TIGIT fluorescence histograms of the indicated T-cell subsets from the spleen of a representative old mouse and a representative young adult mouse are shown (upper panel). Percentages of TIGIT<sup>+</sup> cells among CD4<sub>M</sub>, CD4<sub>R</sub> and CD8<sub>M</sub> cells are shown for the indicated SLOs of old/young adult mice (lower left panel) and Foxo1<sup>TKO</sup>/Foxo1<sup>Ctrl</sup> mice (lower right panel). **d**, Same as in **c** for CD39. Quantifications are represented as Means  $\pm$  SEM. The p-values for the GSEA test statistics are calculated by permutation (**a**, **b**). The significance of differences between two series of results was assessed using Student's unpaired t test (**c** and **d**). Significant ( $p < 0.05$ ) p-values are indicated. Source data are provided as a Source Data file.

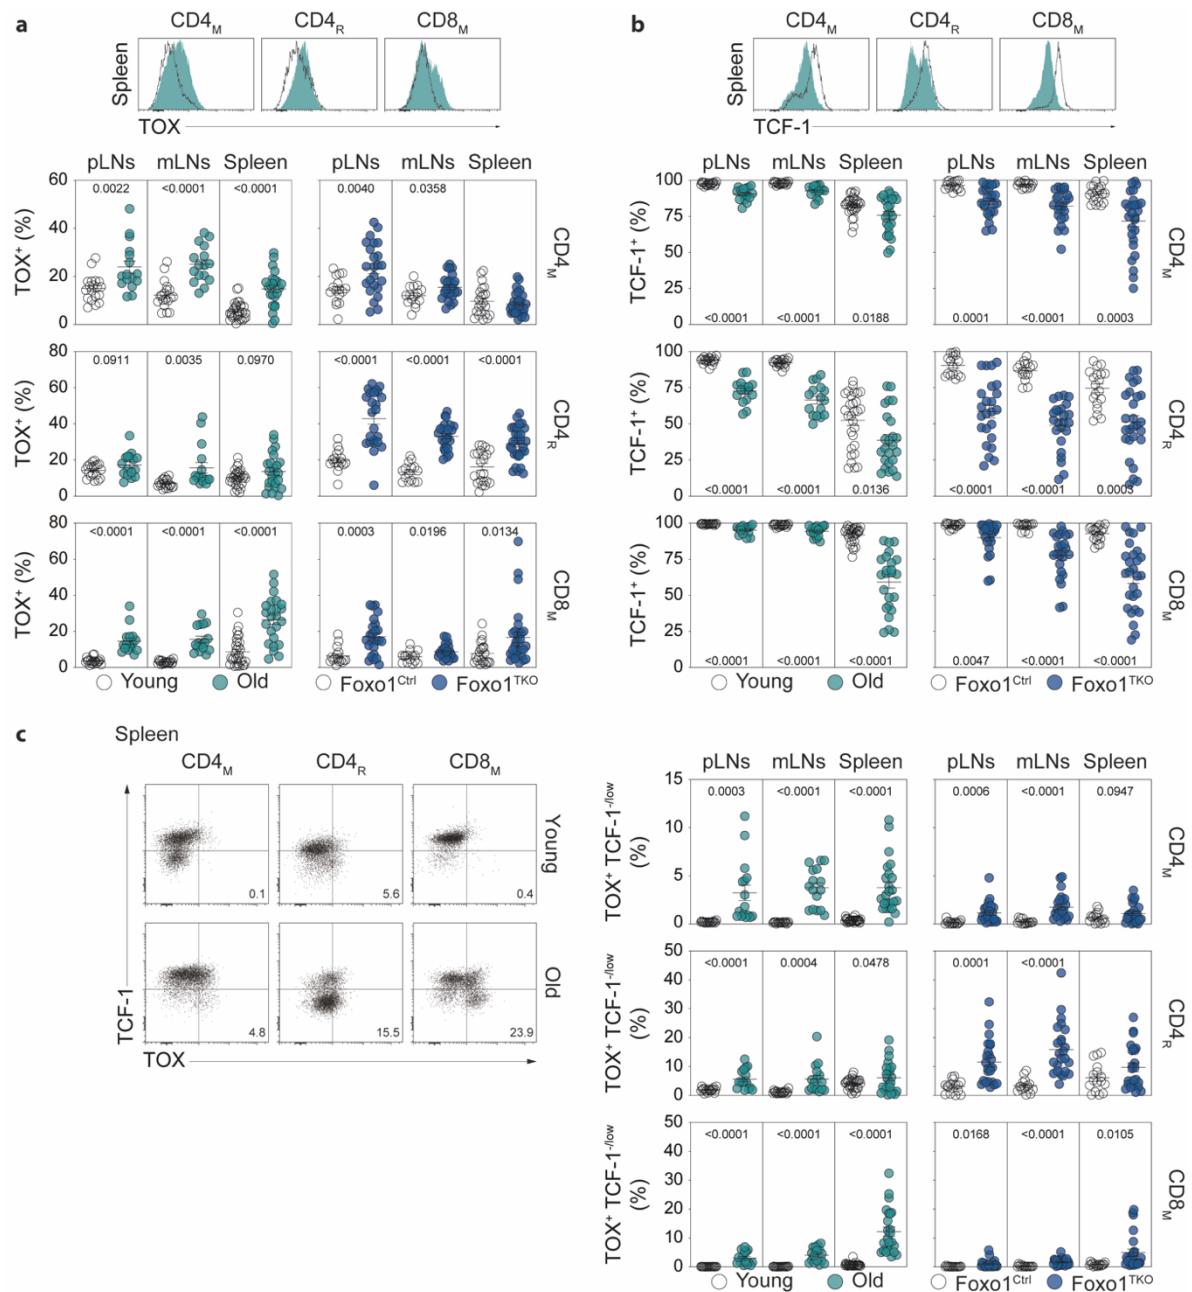

**Figure S6**

**Fig. S6 Memory and Regulatory T cells from the SLOs of old WT and young adult Foxo1<sup>TKO</sup> mice contain a significant proportion of TOX<sup>+</sup> TCF-1<sup>-low</sup> terminally differentiated exhausted cells.** **a**, TOX fluorescence histograms of the indicated T-cell subsets from the spleen of a representative old mouse and a representative young adult mouse are shown (upper panel). Percentages of TOX<sup>+</sup> cells among CD4<sub>M</sub>, CD4<sub>R</sub> and CD8<sub>M</sub> cells are shown for the indicated SLOs of old/young adult mice (lower left panel) and Foxo1<sup>TKO</sup>/Foxo1<sup>Ctrl</sup> mice (lower right panel). **b**, Same as in **a** for TCF-1. **c**, TOX/TCF-1 representative dot-plots are shown for spleen CD4 T cells from the indicated representative mice (left panel). Percentages of TOX<sup>+</sup> TCF-1<sup>-low</sup> cells among CD4<sub>M</sub>, CD4<sub>R</sub> and CD8<sub>M</sub> cells are shown for the indicated SLOs of old/young adult mice (middle panel) and Foxo1<sup>TKO</sup>/Foxo1<sup>Ctrl</sup> mice (right panel). Quantifications are represented as Means ± SEM. The significance of differences between two series of results was assessed using Student's unpaired t test (**a-c**). Significant ( $p < 0.05$ ) or almost significant ( $0.05 < p < 0.10$ ) p-values are indicated. Source data are provided as a Source Data file.

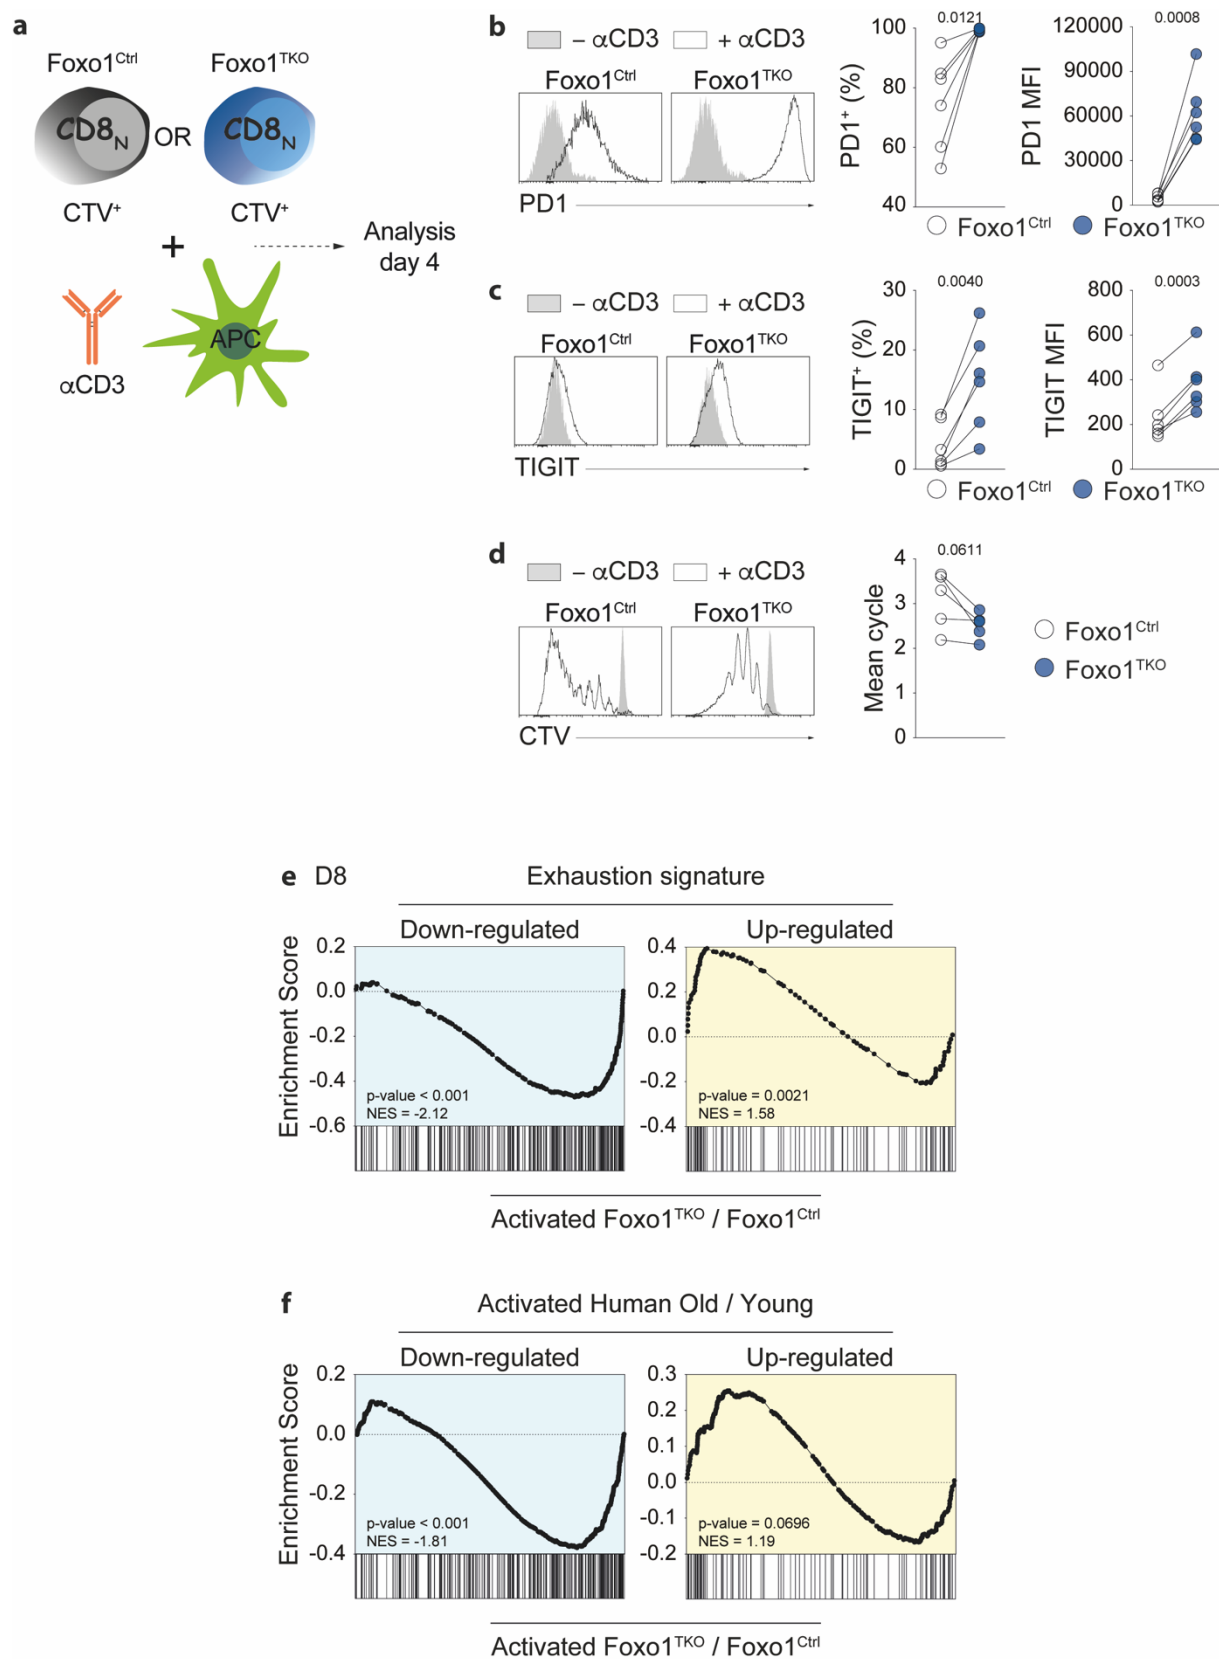

**Figure S7**

**Fig. S7 A link between Foxo1 deficiency and T-cell exhaustion. a-d,** CTV-labeled purified CD8<sub>N</sub> cells from Foxo1<sup>TKO</sup> and Foxo1<sup>Ctrl</sup> mice were stimulated for 4 days with anti-CD3 in the presence of splenocytes from CD3<sub>ε</sub>KO mice. Diagram illustrating the experimental model (**a**). PD1 (**b**) and TIGIT (**c**) fluorescence histograms of T cells after 4 days of culture are shown for a representative experiment (left panel). Percentages of PD1<sup>+</sup> cells and PD1 MFI (**b**, n=6 independent experiments) and Percentages of TIGIT<sup>+</sup> cells and TIGIT MFI (**c**, n=6 independent experiments) among the progeny of CD4<sub>N</sub> cells after 4 days of culture (right panel). CTV fluorescence histograms of T cells after 4 days of culture are shown for a representative experiment (**d**, left panel). The average number of cell cycles was calculated and plotted (**d**, right panel, n=5 independent experiments). 

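With the higher and lower genes of each signature tested apart, 273 of the 306 genes lower in exhausted CD4 T cells on Day 8 and 102 of the 180 higher ones were among the genes ranked. The lower genes lay among those lower in Foxo1 TKO cells (normalized enrichment score −2.17, permutation p = 0.0002, the smallest such permutations can give here), and did so past the threshold in each of the 6 rankings that left out a library. Their call held with camera and the preset correlation (adjusted p = 4.77e-06, limma) and was lost with the estimated one (adjusted p = 0.171, limma). The higher genes lay among those higher in Foxo1 TKO cells, with a score of 1.47 (permutation p = 0.0126, adjusted over the 10 lists 0.0140). This second score fell to 1.29 and lost the threshold without replicate 2 of Foxo1 TKO (adjusted p = 0.0762 by permutation), and its call was lost with camera as well (adjusted p = 0.0612 with the preset correlation and 0.336 with the estimated one, limma), though not with fry. At an adjusted p under 0.05, 81 of the 273 lower genes were lower in Foxo1 TKO cells and 17 higher, while 26 of the 102 higher genes were higher and 20 lower. Xcl1 (ENSMUSG00000026573, chromosome 1, 164931644 to 164935527) led the higher genes, rising from 7.94 ± 2.16 to 1728 ± 444 normalized counts (log2 fold change 7.60, standard error 0.33, adjusted p = 3.42e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by Penk (5.86, standard error 0.51), which encodes proenkephalin, Pdcd1, Cd160 (3.70, standard error 0.27), another co-inhibitory receptor, and Syna (3.53, standard error 0.58). Ctla2b, in the leading edge of the lower genes, changed by −3.60 (standard error 0.34), and shares sequence or exons with its paralog Ctla2a and with Gm49391 and Gm49392.

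For the human signature, 551 of the 1094 genes lower with age and 327 of the 564 higher ones were ranked. The lower genes lay among those lower in Foxo1 TKO cells (normalized enrichment score −1.85, permutation p = 0.0002, the smallest such permutations can give here), with 140 members lower and 57 higher at an adjusted p under 0.05, and lost the call with camera and the estimated correlation (adjusted p = 0.318, limma). As large a score came from 4 of the 10 splits of the libraries for these lower genes, and from 2 for the genes higher on Day 8. Among them, Vipr1 (chromosome 9, 121642716 to 121672954) fell from 206 ± 19.7 to 6.87 ± 3.11 normalized counts (log2 fold change −4.73, standard error 0.38, adjusted p = 0.000169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The higher genes showed no enrichment past the threshold (score 1.14, permutation p = 0.113, adjusted over the 10 lists 0.113), with 59 members higher and 50 lower in Foxo1 TKO cells, and passed it in none of the 6 rankings that left out a library. Members that did rise were Ccdc184 (4.29, standard error 0.33), Csf2 (3.29, standard error 0.43), Nr4a3, Slc7a1 (3.20, standard error 0.22) and Plpp1 (at least 9.53-fold, as its Foxo1 Ctrl libraries were at or under 3 counts).

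**Figure D3:**
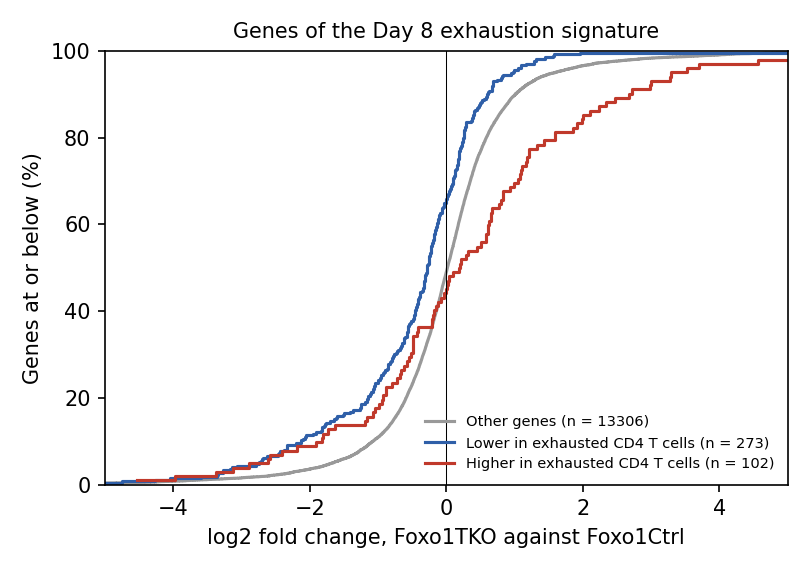
Cumulative share of genes (%) by log2 fold change of Foxo1 TKO against Foxo1 Ctrl cells (axis drawn from −5 to 5), for the 273 genes lower and the 102 genes higher in exhausted CD4 T cells on Day 8 and for the 13306 other genes. The curve of the lower genes lies to the left of the other genes, and that of the higher genes crosses it, with members at both ends.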

Each pair of dots represents an individual experiment. **e**, GSEA analysis visualizing the expression of genes down- or up-regulated in CD4 T cells 8 days after LCMV infection (GSE30431 Day 8) by the progeny of activated CD4<sub>N</sub> cells from Foxo1<sup>TKO</sup> versus Foxo1<sup>Ctrl</sup> mice after 4 days of culture. **f**, GSEA analysis visualizing the expression of genes down- or up-regulated in activated human T cells (SRP158502) as a function of age by the progeny of CD4<sub>N</sub> cells from Foxo1<sup>TKO</sup> versus Foxo1<sup>Ctrl</sup> mice after 4 days of culture. The significance of differences between two series of results was assessed using Student's paired t test (**b-d**). The p-values for the GSEA test statistics are calculated by permutation (**e**, **f**). Significant ( $p < 0.05$ ) or almost significant ( $0.05 < p < 0.10$ ) p-values are indicated. Source data are provided as a Source Data file.

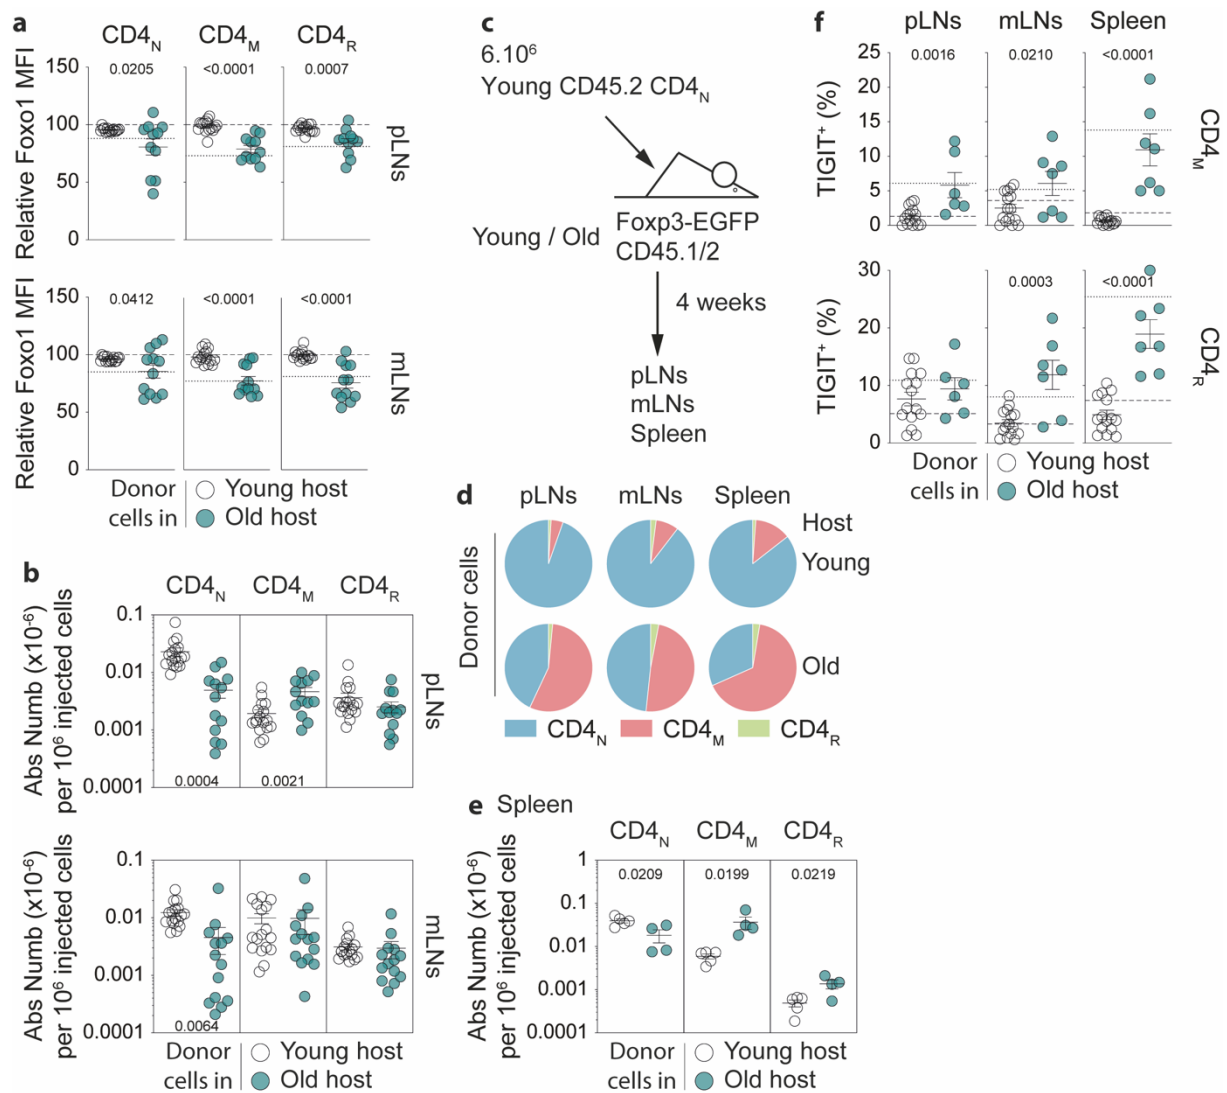

**Figure S8**

**Fig. S8 T-cell-extrinsic signals participate to T-cell aging.** **a**, Relative Foxo1 MFIs for CD4<sub>N</sub>, CD4<sub>M</sub> and CD4<sub>R</sub> donor cells recovered from the pLNs and mLNs of recipient mice are shown. The dashed lines represent the average Foxo1 MFI of the corresponding T-cell subset from the pLNs and mLNs of young adult (----) and old (....) recipient mice. **b**, Absolute cell numbers of CD4<sub>N</sub>, CD4<sub>M</sub> and CD4<sub>R</sub> donor cells recovered from pLNs and mLNs of young adult versus old recipient mice per 10<sup>6</sup> injected cells. **c**, Diagram illustrating the experimental model. **d**, Distribution of CD4<sub>N</sub>, CD4<sub>M</sub> and CD4<sub>R</sub> cells among donor CD4 T cells recovered from the indicated SLOs of young adult versus old recipient mice. **e**, Absolute cell numbers of CD4<sub>N</sub>, CD4<sub>M</sub> and CD4<sub>R</sub> donor cells recovered from the spleen of young adult versus old recipient mice per 10<sup>6</sup> injected cells. Panels **d** and **e** are related to the experimental model depicted in **c**. **f**, Percentages of TIGIT<sup>+</sup> cells among CD4<sub>M</sub> and CD4<sub>R</sub> donor cells are shown for the indicated SLOs of old versus young adult recipient mice. The dashed lines represent the average percentages for the corresponding T-cell subset of young adult (----) and old (....) recipient mice. Quantifications are represented as Means  $\pm$  SEM. The significance of differences between two series of results was assessed using Student's unpaired t test (**a**, **b**, **e** and **f**). Significant ( $p < 0.05$ ) p-values are indicated. Source data are provided as a Source Data file.

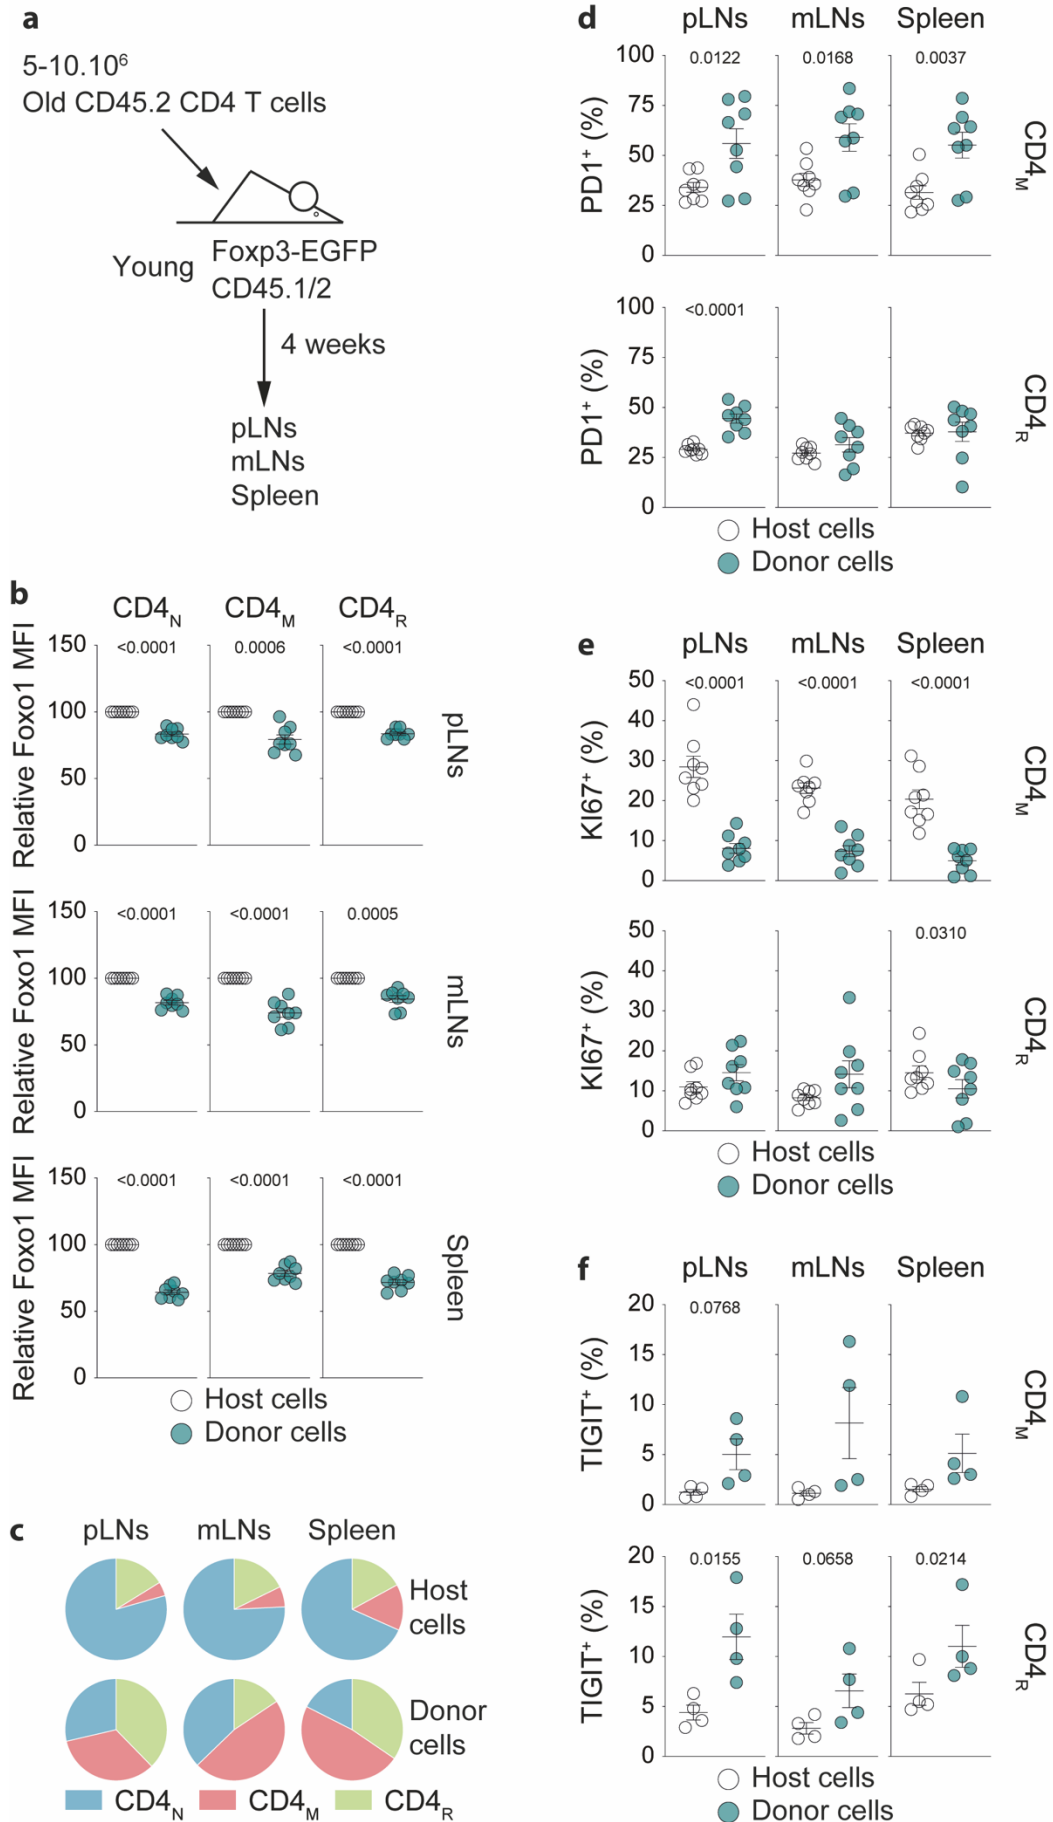

**Figure S9**

**Fig. S9 T-cell aging is not reversible.** **a**, Diagram illustrating the experimental model. **b**, Relative Foxo1 MFIs for CD4<sub>N</sub>, CD4<sub>M</sub> and CD4<sub>R</sub> donor cells recovered from the indicated SLOs of recipient mice are shown. **c**, Distribution of CD4<sub>N</sub>, CD4<sub>M</sub> and CD4<sub>R</sub> cells among host and donor CD4 T cells recovered from the indicated SLOs of recipient mice. **d-f**, Percentages of PD1<sup>+</sup> (**d**), KI67<sup>+</sup> (**e**) and TIGIT<sup>+</sup> (**f**) cells among host and donor CD4<sub>M</sub> and CD4<sub>R</sub> cells are shown for the indicated SLOs of recipient mice. Quantifications are represented as Means  $\pm$  SEM. The significance of differences between two series of results was assessed using Student's unpaired t test (**b** and **d-f**). Significant ( $p < 0.05$ ) or almost significant ( $0.05 < p < 0.10$ ) p-values are indicated. Source data are provided as a Source Data file.

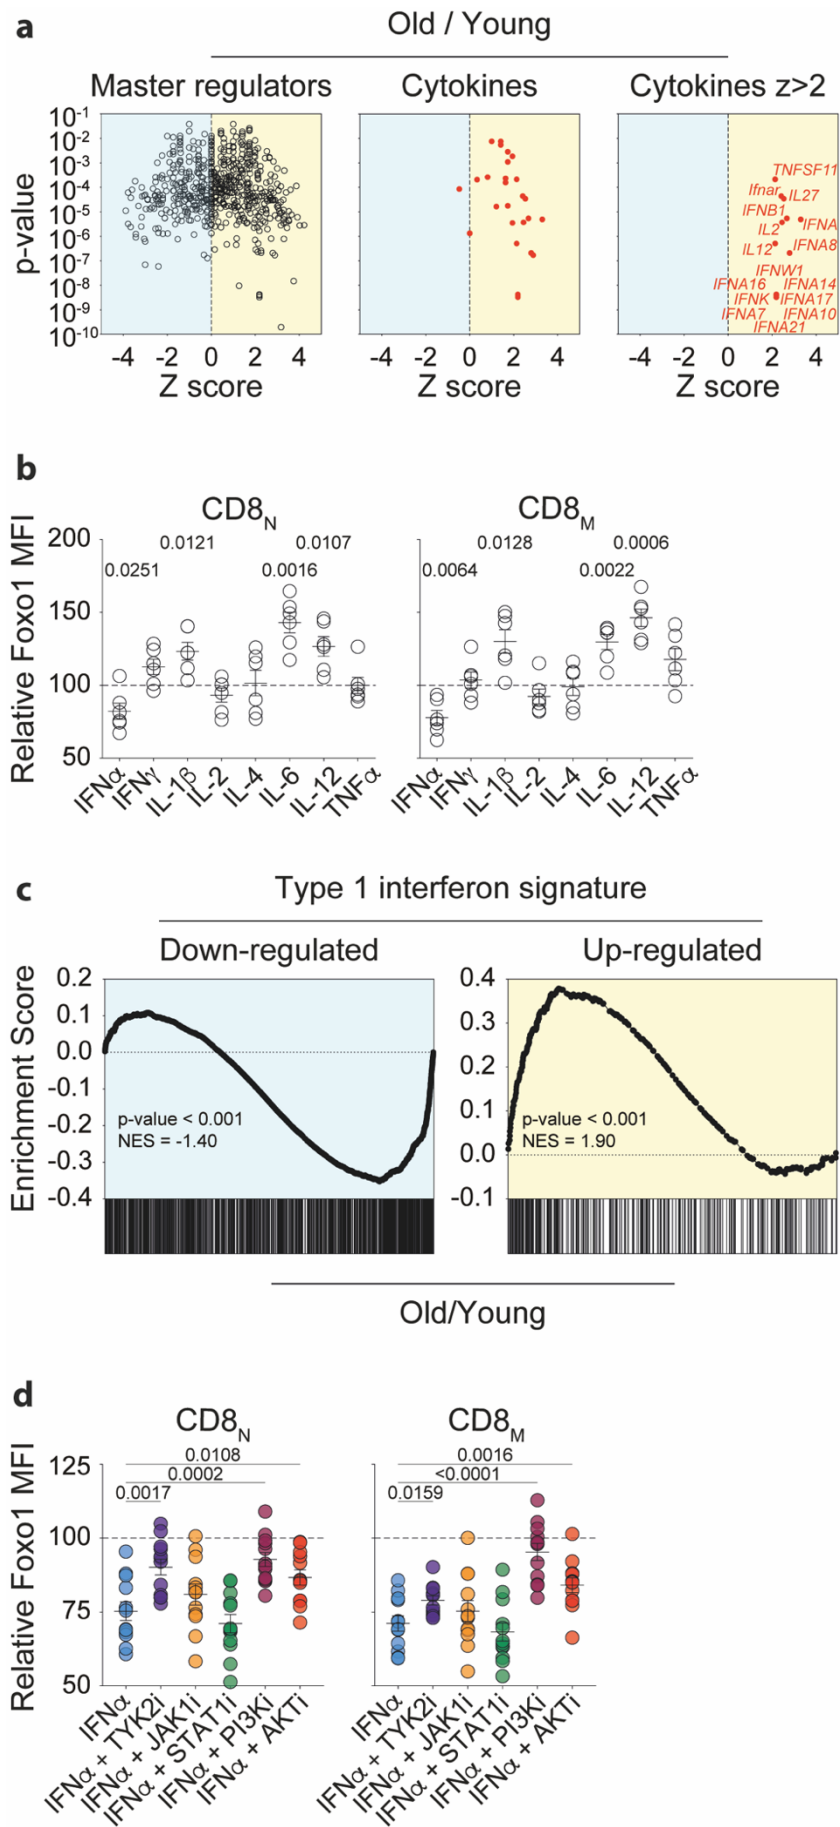

**Figure S10**

**Fig. S10 Type 1 interferons modulate Foxo1 expression in T cells.** **a**, p-value/Z score dot-plots representing all Master Regulators (left panel), the cytokines and cytokines-related regulators (middle panel) and among these ones, those with a Z score > 2 (right panel) determined by Ingenuity Pathway Analysis software as significantly ( $p < 0.05$ ) involved in the transcriptomic signature of CD4<sub>N</sub> cells from old WT mice. **b**, Relative Foxo1 MFIs for CD8<sub>N</sub> and CD8<sub>M</sub> cells recovered after 4 days of culture with IL-7 alone or together with the indicated cytokines. Relative MFIs were calculated after barcoding by dividing the MFI of a given T-cell subset in the presence of one given cytokine by the MFI of the same T-cell subset cultured with IL-7 alone. **c**, GSEA analysis visualizing the expression of genes down- or up-regulated by type 1 interferons in T cells by CD4<sub>N</sub> cells from old versus young adult mice. **d**, Purified T cells from young WT mice were cultured for 4 days with IL-7 in the presence of IFN $\alpha$ 4 and the indicated inhibitors. Relative MFIs were calculated after barcoding by dividing the MFI of a given T-cell subset in the presence of one given inhibitor and IFN $\alpha$ 4 by the MFI of the same T-cell subset cultured with the same inhibitor alone. Statistics were calculated to compare Foxo1 expression level induced by IFN $\alpha$ 4 alone with Foxo1 expression in the presence of the indicated inhibitors and IFN $\alpha$ 4. Quantifications are represented as Means  $\pm$  SEM. The significance of differences between two series of results was assessed using Student's unpaired t test (**a**, **b** and **d**). The p-values for the GSEA test statistics are calculated by permutation (**c**). Significant ( $p < 0.05$ ) p-values are indicated. Source data are provided as a Source Data file.

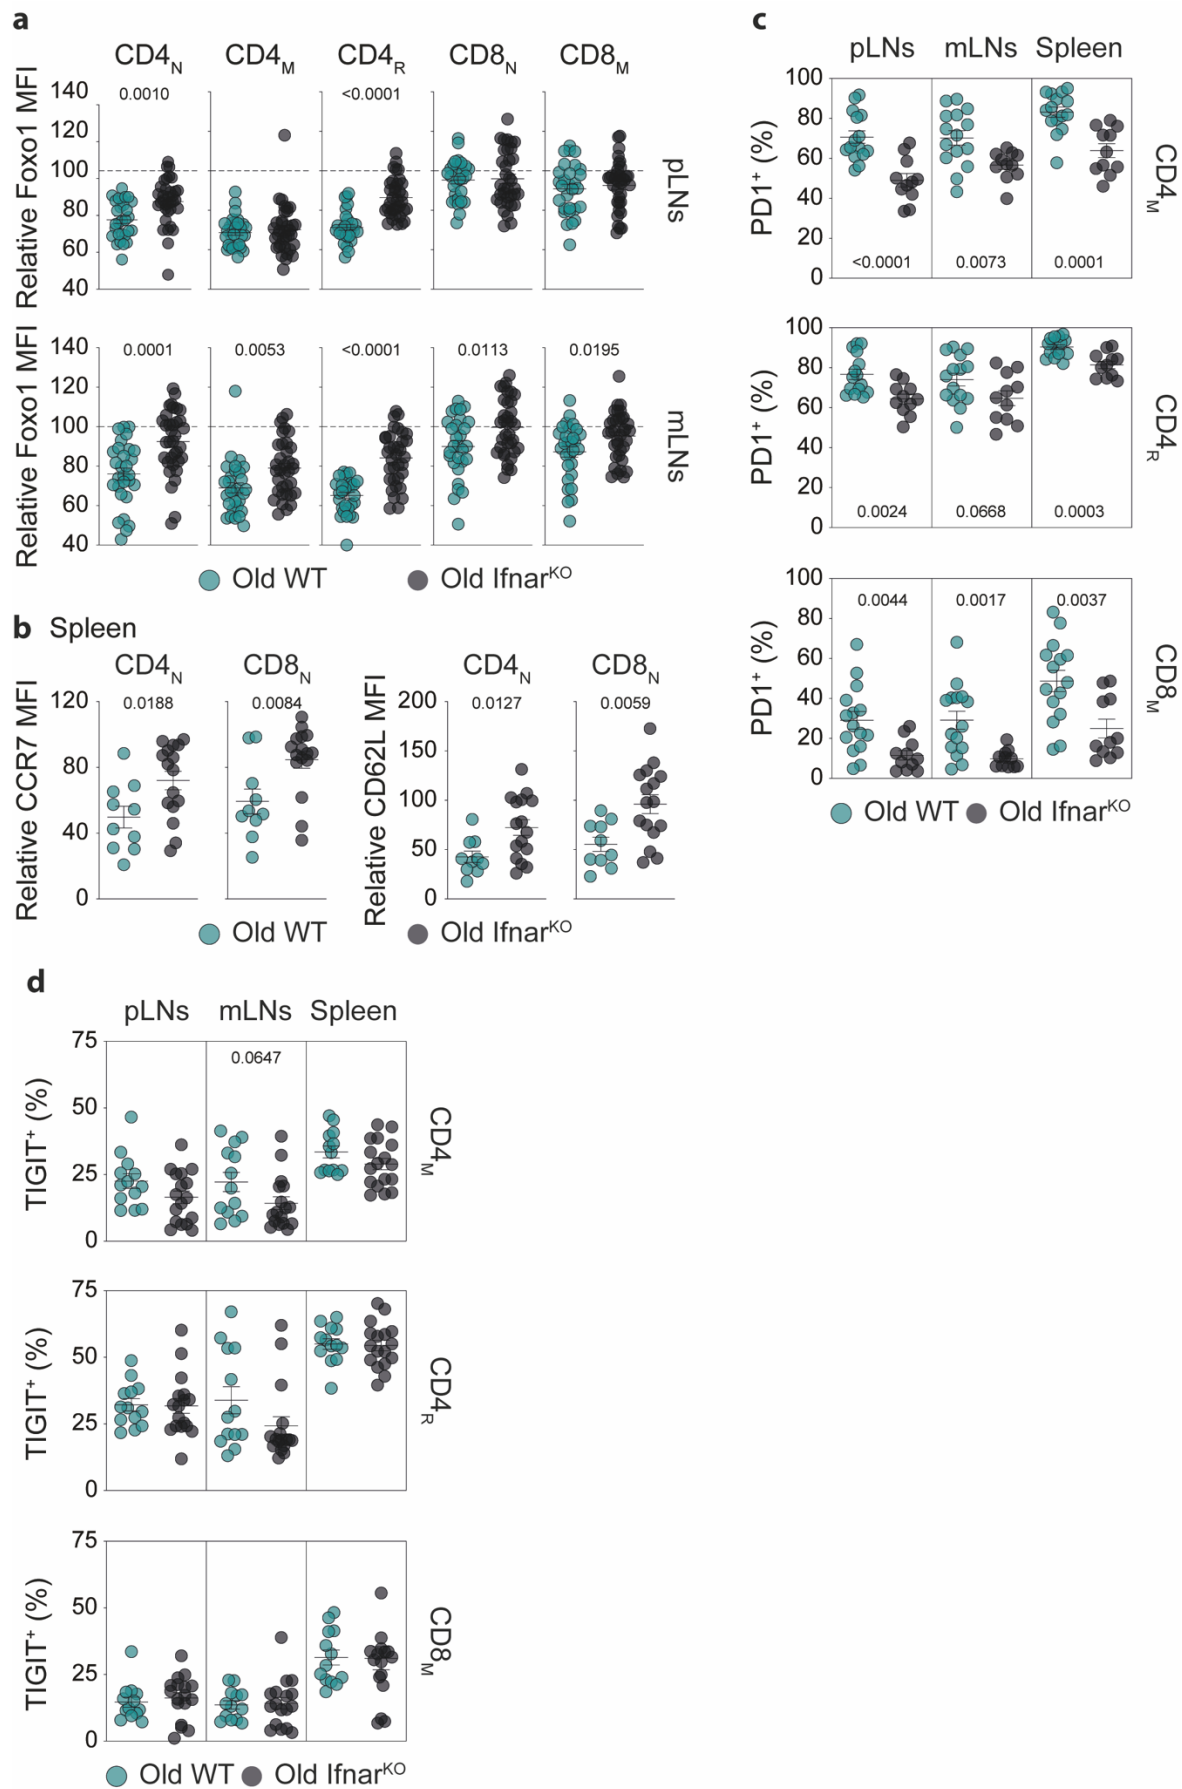

**Figure S11**

**Fig. S11 Comparison of the T-cell compartment of old WT and old Ifnar<sup>KO</sup> mice.** **a**, Cell suspensions from pLNs and mLNs of a 3-month-old WT mouse (Young adult), a 22-month-old WT mouse (Old) and a 22-month-old Ifnar<sup>KO</sup> mouse (old) were first stained separately with anti- CD45 antibodies conjugated to different fluorochromes and then mixed before further staining. Relative Foxo1 MFIs were calculated by dividing the MFI of a given T-cell subset of old mice by the MFI of the same T-cell subset of the barcoded young adult WT mouse. **b**, Relative CCR7 and CD62L MFIs are shown for CD4<sub>N</sub> and CD8<sub>N</sub> cells recovered from the spleen of 22-month-old WT versus 22-month-old Ifnar<sup>KO</sup> mice. **c**, Percentages of PD1<sup>+</sup> cells among CD4<sub>M</sub>, CD4<sub>R</sub> and CD8<sub>M</sub> cells recovered from the indicated SLOs of 18-month-old WT versus 18-month-old Ifnar<sup>KO</sup> mice. **d**, Percentages of TIGIT<sup>+</sup> cells among CD4<sub>M</sub>, CD4<sub>R</sub> and CD8<sub>M</sub> cells recovered from the indicated SLOs of 22-month-old WT versus 22-month-old Ifnar<sup>KO</sup> mice. Quantifications are represented as Means  $\pm$  SEM. The significance of differences between two series of results was assessed using Student's unpaired t test (**a-d**). Significant ( $p < 0.05$ ) or almost significant ( $0.05 < p < 0.10$ ) p-values are indicated. Source data are provided as a Source Data file.

# Supplementary material for: Type 1 interferons and Foxo1 down-regulation play a key role in age-related T-cell exhaustion in mice
**Source:** Nat Commun. 2024 Feb 26;15:1718. doi: 10.1038/s41467-024-45984-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Flow Cytometry: BD LSRFortessa (BD Biosciences)  
Cell Sorting: BD FACSAria III (BD Biosciences)  
Imaging Flow Cytometry: ImageStreamX MKII (Amnis)

Data analysis

- Flow Cytometry data were analyzed using DIVA 8.0.1 (BD Biosciences), Prism 8.2.1 (GraphPad) and Excel 15.29.1 (Microsoft)  
- Images were analyzed using IDEAS 6.0 (Amnis), ImageJ 1.51m9, Prism 8.2.1 (GraphPad)  
- Microarrays were analyzed with Expression Console software (Affymetrix) to obtain raw data (cel files) and metrics for Quality Controls. RMA normalization was then performed using R. Entrez Gene CDF of Brain Array was used for normalization.  
- For next generation sequencing, Fastq files were then aligned using STAR algorithm (version 2.7.6a), on the Ensembl Mus musculus GRCm38 reference, release 101. Reads were then count using RSEM (v1.3.1) and the statistical analyses on the read counts were performed with R (version 3.6.3) and the DESeq2 package (DESeq2\_1.26.0) to determine the proportion of differentially expressed genes between two conditions. We used the standard DESeq2 normalization method (DESeq2's median of ratios with the DESeq function), with a pre-filter of reads and genes (reads uniquely mapped on the genome, or up to 10 different loci with a count adjustment, and genes with at least 10 reads in at least 3 different samples). Following the package recommendations, we used the Wald test with the contrast function and the Benjamini-Hochberg FDR control procedure to identify the differentially expressed genes. R scripts and parameters are available on Github, [https://github.com/GENOM-IC-Cochin/RNA-Seq\\_analysis/releases/tag/v1.202112](https://github.com/GENOM-IC-Cochin/RNA-Seq_analysis/releases/tag/v1.202112).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings of this study will be available in a publicly accessible repository. The molecular signature datasets can be publicly accessed at <https://www.ncbi.nlm.nih.gov/geo/> with accession codes GSE211827, .GSE211365 and GSE210191.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

- In vivo experiments: no statistical method was used to determine sample size. The number of mice used was increased as the experiments progressed to improve statistical power.  
- In vitro experiments: no statistical method was used to determine the sample size. A minimum of three independent experiments were performed. When this proved insufficient to clarify trends between groups, the number of experiments was increased to improve statistical power.

### Data exclusions

No data were excluded from our analyses.

### Replication

Experimental results were reliably replicated. For each type of experiment, the number of replications will be indicated in the figure legends.

### Randomization

Mice were grouped according to age or genotype, and thus were not randomized.

### Blinding

Blinding was not applied because mouse genotypes and their age were known before the experiments.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Anti-mouse CCR7 BV605 Biolegend Cat# 120125; RRID:AB\_2715777 (1/100)

Anti-mouse CD3e from hybridoma supernatant (145-2C11) our lab (0,1ug/mL)

Anti-mouse CD4 (GK1.5) BioXcell Cat#BE003; RRID:AB\_1107642 (1/10)

Anti-mouse CD4 BV510 Biolegend Cat# 100559; RRID:AB\_2562608 (1/200)

Anti-mouse CD4 Pacific Blue BD Biosciences Cat# 558107; RRID:AB\_397030 (1/100)

Anti-mouse CD4 BV421 Biolegend Cat# 116023; RRID:AB\_2800579 (1/200)

Anti-mouse CD4 PerCP-Cy5.5 BD Biosciences Cat# 550954; RRID:AB\_393977 (1/100)

Anti-mouse CD8a APC-Vio770 Miltenyi Biotec Cat# 130-102-305; RRID:AB\_2659897 (1/200)

Anti-mouse CD8a BV421 BioLegend Cat# 100753; RRID:AB\_2562558 (1/1600)

Anti mouse-CD8a from hybridoma supernatant (53-6.7) our lab (0,02mg/mL)

Anti-mouse CD8b2 PE BD Biosciences Cat# 553041; RRID:AB\_394577 (1/100)

Anti-mouse/human CD11b PE BD Biosciences Cat# 553311; RRID:AB\_394775 (1/200)

Anti-mouse CD11b (MAC1) BioLegend Cat#101270; RRID:AB\_2813919 (1/400)

Anti-mouse CD11c PE BD Biosciences Cat# 553802; RRID:AB\_395061 (1/200)

Anti-mouse CD16/CD32 (2.4G2) BioXcell Cat# BE0307; RRID:AB\_2736987 (5ug/mL)

Anti-mouse CD19 (1D3) BioXcell Cat# BE0150; RRID:AB\_10949187 (1/400)

Anti-mouse CD19 PE BD Biosciences Cat# 557399; RRID:AB\_396682 (1/200)

Anti-mouse CD25 PE BD Biosciences Cat# 553866; RRID:AB\_395101 (1/200)

Anti-mouse CD39 PE eBioscience Cat# 12-0391-82; RRID:AB\_1210740 (1/100)

Anti-mouse CD44 PE-Cy7 BD Biosciences Cat# 560569; RRID:AB\_17274843 (1/200)

Anti-mouse/human CD44 BV785 BioLegend Cat# 103059; RRID:AB\_2571953 (1/200)

Anti-mouse CD45 BUV395 BD Biosciences Cat# 564279; RRID:AB\_2651134 (1/50)

Anti-mouse CD45 PE-Cy7 BD Biosciences Cat# 552848; RRID:AB\_394489 (1/1600)

Anti-mouse CD45 BV711 BioLegend Cat# 103147; RRID:AB\_2564383 (1/800)

Anti-mouse CD45 PerCP-Cy5.5 BD Biosciences Cat# 550994; RRID:AB\_394003 (1/400)

Anti-mouse CD45.1 BV650 BioLegend Cat# 110735; RRID:AB\_11124743 (1/50)

Anti-mouse CD45.2 Alexa Fluor 700 BioLegend Cat# 109822; RRID:AB\_493731 (1/50)

Anti-mouse CD62L BV650 BD Biosciences Cat# 564108; RRID:AB\_2738597 (1/100)

Anti-mouse Foxo1 Alexa Fluor 647 Cell Signaling Cat# 72874S; RRID:AB\_2799829 (1/25)

Anti-mouse Foxo1 PE Cell Signaling Cat# 14262S; RRID:AB\_2798437 (1/50)

Anti-mouse Foxo3 PE Cell Signaling Cat# 14592S; RRID:AB\_2798529 (1/25)

Anti-mouse/Rat Foxp3 eBioscience Cat# 11-5773-82; RRID:AB\_465243 (1/400)

Anti-mouse Histone H3 Alexa Fluor 647 Cell Signaling Cat# 12230S; RRID:AB\_2797852 (1/25)

Anti-mouse/human Ki67 BV421 BioLegend Cat# 151208; RRID:AB\_2629748 (1/1500)

Anti-mouse IL-17A V450 BD Biosciences Cat# 560522; RRID:AB\_1727540 (1/50)

Anti-mouse NK1.1 PE BD Biosciences Cat# 553165; RRID:AB\_394677 (1/100)

Anti-mouse PD1 PE eBioscience Cat# 12-9985-83; RRID:AB\_466296 (1/100)

Anti-mouse phospho Foxo Cell Signaling Cat#9464; RRID:AB\_329842 (1/100)

Anti-mouse phospho Akt Cell Signaling Cat# 4060; RRID:AB\_2315049 (1/100)

Anti-mouse TCF-1 BV421 BD Biosciences Cat# 566692; RRID:AB\_2869822 (1/100)

Anti-mouse TCRb PerCP-Cy5.5 eBioscience Cat# 45-5961-82; RRID:AB\_925763 (1/200)

Anti-mouse TCRb Alexa Fluor 700 BioLegend Cat# 109224; RRID:AB\_1027648 (1/50)

Anti-mouse TCRgd PE BD Biosciences Cat# 553178; RRID:AB\_394689 (1/100)

Anti-mouse Ter-119 (TER-119) BioLegend Cat# 116255; RRID:AB\_2832401 (1/500)

Anti-mouse TIGIT APC BioLegend Cat# 156106; RRID:AB\_2750515 (1/50)

Anti-mouse TOX APC Miltenyi Biotec Cat# 130-118-335; RRID:AB\_2751485 (1/200)

Validation

All antibodies were commerciale. Specificity and validation were provided by manufacturer's technical datasheets and confirmed in literature. No further validation was performed.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 3-month-old and 22-month-old mice were used for experiments unless otherwise indicated in the figure legends. C57BL/6 Foxp3-GFP CD45.1/2 or CD45.2 mice , C57BL/6 IfnarKO mice , C57BL/6 CD3KO and C57BL/6 Foxp3-GFP Foxo1TKO and Foxo1Ctrl CD45.1 or CD45.2 mice were maintained in our own animal facilities, under specific pathogen-free (SPF) conditions. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | The old mice and their young controls were all female mice.                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | None                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All procedures were approved by the ethics committee for animal experimentation n°34 and validated by the "Ministère de l'Enseignement Supérieur de la Recherche et de l'Innovation" with the number APAFIS #20630-2018033016303981v5.                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Cell suspensions. Peripheral lymph nodes (pooled cervical, axillary, brachial and inguinal lymph nodes; pLNs), mesenteric LNs (mLNs), spleens, and thymi were homogenized and passed through a nylon cell strainer in RPMI 1640 GlutaMAX supplemented with 10% FCS for adoptive transfer and cell culture (LNs only) or in 5% FCS, 0.1% NaN3 in phosphate saline buffer saline (PBS) for flow cytometry.

Fluorescence staining and flow cytometry.

Cell suspensions were collected and dispensed into 96-well round-bottom microtiter plates (6x10<sup>6</sup> cells/well). Surface staining was performed as described (Delpoux et al. 2014). Briefly, cells were incubated on ice, for 15 min/step, with Abs in 5% FCS, 0.1% NaN3 in PBS. Each cell staining reaction was preceded by a 15-min incubation with a purified anti-mouse CD16/32 Ab (FcγRII/III block; 2.4G2). The Foxp3 Staining Buffer Set was used for Foxp3, Foxo1, Foxo3, Ki-67, TOX and TCF-1 intracellular staining. This protocol was also used to determine intra + extracellular expression of CCR7. To assess pFoxo and pAKT levels ex vivo, spleen cells were immediately fixed in 4% PFA for 5 min at 37°C. Cells were then washed and permeabilized by adding ice-cold 100% methanol to a final concentration of 90% methanol and incubated for at least 30 min at -20°C. After extensive washing, cells were barcoded using anti-CD45 antibodies and stained for cell surface antigens. After an additional wash, intracellular antigens, including Phospho-Foxo1 (Thr24)/Foxo3 (Thr32) or Phospho-AKT (Ser473) (both from Cell Signaling), were stained overnight at 4°C. For determination of intracellular cytokine production, cells were stimulated with 0.5 ug/mL PMA, 0.5ug/mL ionomycin and 10ug/mL brefeldin A (all from Sigma-Aldrich) for 2h at 37°C. Cells were then stained for surface markers, fixed in 2% paraformaldehyde in PBS and permeabilized with 0.5% saponin, followed by labeling with specific cytokine Abs. Multi-color immunofluorescence was analyzed using a BD-Fortessa cytometer. Data acquisition and cell sorting were performed at the Cochin CYBIO facility. Throughout this study, as in our previous articles (Martin et al. 2013; Durand et al. 2018), regulatory CD4 T cells (CD4R) were defined as Foxp3+ CD4+ CD8b- TCRb+ cells, memory CD4 T cells (CD4M) as CD44hi Foxp3- CD4+ CD8b- TCRb+ cells and naive CD4 T cells (CD4N) as CD44-/low Foxp3- CD4 + CD8b- TCRb+ cells. CD44 expression was also used to discriminate between naive and memory CD8 T cells (CD8N and CD8M respectively).

Instrument

BD LSRFortessa (BD Biosciences), BD FACSAria III (BD Biosciences)

Software

DIVA 8.0.1 (BD Biosciences)

Cell population abundance

Sorted cells were >90% pure, as determined by FACS reanalysis.

Gating strategy

The gating strategy can be found in previous publications of the team (Durand, A. et al. Profiling the lymphoid-resident T cell pool reveals modulation by age and microbiota. Nat. Commun. 9, 68 (2018) ; Martin, B. et al. Highly self-reactive naive CD4 T cells are prone to differentiate into regulatory T cells. Nat. Commun. 4, 2209 (2013)).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Type 1 interferons and Foxo1 down-regulation play a key role in age-related T-cell exhaustion in mice
**Source:** Nat Commun. 2024 Feb 26;15:1718. doi: 10.1038/s41467-024-45984-8
**Supplement:** Supplementary file 4 — Description of additional supplementary files

**Description of additional supplementary files**

**Supplementary Data 1:** Transcriptomic signature of CD4_N_ cells deficient for Foxo1 expression

**Supplementary Data 2:** Transcriptomic signature of LCMV specific CD4 T cells 30 days after chronic versus acute LCMV infection

**Supplementary Data 3:** Transcriptomic signature of LCMV specific CD4 T cells 8 days after chronic versus acute LCMV infection

**Supplementary Data 4:** Transcriptomic signature of activated human CD4_N_ cells as a function of age

**Supplementary Data 5:** Transcriptomic signature of CD4 T cells 2 hours after IFNα injection

**Supplementary Data 6:** ChIP-seq Foxo1 from naive CD4 T cells

**Supplementary Data 7:** Antibodies

How the deposited data were processed for this re-analysis (not part of the article)

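The RNA-seq experiment compares the progeny of CD4_N_ cells of Foxo1 TKO (n = 3) and Foxo1 Ctrl mice (n = 3) after 4 days of activation with anti-CD3 and CD3ε KO splenocytes. Samples were assigned to genotype and replicate from the titles and genotypes of their labels. The microarray and flow cytometry data of the paper were not analysed here.

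The authors deposited RSEM expected counts per gene and library, which are not normalized. They aligned the reads with STAR 2.7.6a to Ensembl GRCm38 release 101, kept reads mapping uniquely or to up to 10 loci, and counted with RSEM 1.3.1. Trimming of the reads and strandedness of the counting are not named in the paper's text. The authors also deposited a table of normalized signal per gene and library, which is the rounded expected count divided by a DESeq2 size factor and by the gene's relative effective length in that library, made with R 3.6.3 and DESeq2 1.26.0, for 13564 genes with at least 3 values of at least 10. The deposited effective lengths per gene were used for this check and for an alternative fit.

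Expected counts were rounded to whole numbers. The library totals ran from 14783890 to 19675447. A gene whose libraries in one genotype were all at or under 3 counts has no standard error of its fold change here and is given a fold change as a bound against 3 counts. Such bounds cover counting error only. Genes with at least 10 counts in at least 3 libraries were kept (13691). Differences between genotypes were tested with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest, prior count 1) in R 4.3.3, with genotype as the only term, Benjamini-Hochberg adjustment over all genes tested, and calls at an adjusted p under 0.05 and a fold change over 1.5. The authors used DESeq2's Wald test, which was run as an alternative (DESeq2 1.42.0). Gene positions and overlaps came from GENCODE M21 (GRCm38), which holds 55141 of the 55487 gene identifiers in the count files and 13679 of the 13691 tested.

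Gene lists were taken from the paper's Supplementary Data 2 to 5 by symbol. They were tested with fgsea 1.28.0 on genes ranked by GSEA's signal-to-noise ratio, with the SD of a gene floored at 0.2 of its mean, 10000 permutations of gene labels and random seed 1. Adjusted p-values of gene lists are over the 10 lists tested. Supplementary Data 1 and 6 were held in part only and were not used here. Lists of marker genes for cell types and states (B cell, antigen presentation, plasma cell, macrophage, dendritic cell, neutrophil, NK cell, erythroid, T cell, CD8 T cell, regulatory T cell, proliferation, Foxo1 target, T helper cytokine, T helper regulator, early activation and other Foxo family genes) were written before the data were examined. The 9 of them with at least 5 genes tested were tested with fry (limma 3.58.1).

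The genes named are those the paper names for these cultures, Foxo1 and Foxo3, genes of the marker lists, the 6 genes with the largest log2 fold change in each direction among genes past an adjusted p of 0.05 with a mean of at least 100 normalized counts and no overlap between the genotypes, and the 5 leading-edge genes with the largest change for each gene list. Slc28a2 was added after its values were seen, as the paralog of a named gene. Some genes of the marker lists are not reported here.

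The tests were tried on simulated counts drawn with the means, dispersions and sizes of these libraries, with 200 genes changed. edgeR recovered 84.5% of these, and 7.14% of its calls were false. DESeq2 recovered 94% with 17.2% false calls, and limma-voom 83.5% with 7.74%. These shares hold for that simulation only. Its genes were drawn independently of one another, and far fewer were changed than the 3144 called different in the real libraries. Alternatives set before the data were examined were DESeq2, limma-voom, DESeq2 size factors or upper quartile scaling in edgeR, filterByExpr or no filter on low counts, the authors' normalized signal with limma, the replicate number as a block, other thresholds, other rankings and set tests, older gene symbols, and each library left out in turn. A correction for GC content, and DESeq2 with effective lengths and the filter of the deposited table, were added after the data were seen. Figures were drawn with matplotlib 3.10.9.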

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

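The marker lists and the tests of RNA from the added splenocytes and of dividing cells were set before the data were seen. The other tests of explanations and of parts of lists in this part were chosen after the result they concern was seen. The comparison of the genes around Foxo1 with windows around other genes was added after Fisher's test had been run.

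The paper does not name the genes with the largest changes. In Foxo1 TKO cells, Avpr1a was at least 519.7-fold, Itgax at least 116-fold and Prss23 at least 57.5-fold higher, with Foxo1 Ctrl libraries at or under 3 counts, and the log2 fold changes of Crhbp, Scel and Agr3 were 9.50, 8.72 and 7.78 (standard errors 0.66, 0.58 and 0.70). Atp6v0d2 was at least 91.7-fold, Itga7 at least 73.5-fold and Muc13 at least 69.5-fold lower, and the log2 fold changes of Slc28a2b, Ifngas1 and Klf2 were −11.56, −7.59 and −7.46 (standard errors 0.64, 0.66 and 0.54). Each of the 12 was past the threshold in every alternative and in each fit without a library. Antisense genes overlap Prss23 (Prss23os), Itga7 (Mettl7b) and Muc13 (Gm15657). RNA of dendritic cells among the splenocytes is argued against as the source of Itgax. Dendritic cells make far more RNA of the class II genes H2-Aa, H2-Ab1 and H2-Eb1 than of Itgax, whereas the median of the normalized counts of the 3 in Foxo1 TKO cells, from all sources, was 36.2% of those of Itgax (39.4%, 48.0% and 23.9% in replicates 1, 2 and 3), and each of the 3 was lower than in Foxo1 Ctrl cells and past the threshold. H2-Ab1 came closest to Itgax, at 84.4% of its counts (78.0%, 116.4% and 62.0% in replicates 1, 2 and 3), and H2-Eb1 was at 20.3%. Cd74, which dendritic cells also make in abundance, was higher than in Foxo1 Ctrl cells (13902 ± 4018 against 6976 ± 1022 normalized counts). A shift of reads from Slc28a2b to its paralog is argued against, since Slc28a2 itself changed by −1.23 (standard error 0.20, adjusted p = 0.00426 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). More genes within 10 Mb of Foxo1 than elsewhere were called different (35.8% of 53 genes, 19 in number, against 22.9% of all others, Fisher's exact test, two-sided p = 0.0325), and 3.15% of 13633 windows around other genes had a share as large. The paper describes both genotypes as homozygous for the same floxed Foxo1 allele, the controls lacking Cre. Strain variants carried along with that allele would be shared by both and are argued against as the cause. The cause of the excess near Foxo1 was not tested. None (0) of the 12 genes with the largest changes lies on the chromosome of Foxo1. A direct or indirect effect of Foxo1 loss stays open for these genes and was not tested.

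The paper tested its Day 30 exhaustion and type 1 interferon signatures on CD4_N_ cells that had not been activated. In the activated cells, the genes higher in exhausted cells on Day 30 lay among those lower in Foxo1 TKO cells (437 genes, normalized enrichment score −1.77, 125 lower and 58 higher at an adjusted p under 0.05), opposite to the direction of the signature, while the genes lower on Day 30 lay there as well (198 genes, −2.102, 60 lower and 23 higher). The genes that interferon raises were also lower (212 genes, −2.21, 66 lower and 18 higher), as were those it lowers (1366 genes, −2.02, 294 lower and 89 higher). The permutation p was the smallest that can be given, about 0.0002, for each. The 5 leading-edge genes with the largest changes in each list were all lower in Foxo1 TKO cells. For the genes higher on Day 30 they were Bace2 (at least 40.2-fold), A630023P12Rik (−5.03), Igf1r (−4.57), Ica1l and Gm4951 (−4.35), and for those lower on Day 30 Pde2a (−6.26), Ctla2a, H2-Ob, App (at least 14.4-fold) and Gramd3 (−3.77). For the genes that interferon raises they were Slc43a1 (at least 15.6-fold), Slfn1 (−3.87), Samhd1 (−3.80), Ctla2b and Serpinb1a (−3.49), and for those it lowers Klf2, which changed most, Gprc5b (−5.02), S1pr1 (−4.97), Vipr1 and Igf1r. Genes without a value here have theirs at the signatures or among the genes with the largest changes. Interferon-raised genes within the Day 30 list are argued against as the whole cause of its direction, since without them the remaining 382 genes still scored −1.45 (adjusted p = 0.00156 by permutation, over 7 parts of lists tested). Within the Day 30 list, the 47 genes shared with the Day 8 higher genes scored 1.25 (adjusted p = 0.137 by permutation) and the 390 others −1.85. Less RNA from splenocytes cannot be told apart from a weaker interferon response of the Foxo1 TKO T cells for the interferon genes. Of the 66 lower ones, 9 fell by more than every B cell marker (lowest −2.20) beyond 2 standard errors, but these are the genes that fell furthest, and the median of the list was −0.34, less of a fall than that of the B cell list. For the genes higher on Day 30, 5 of the 10 splits of the libraries into 3 and 3 gave a score as large. For that list the size of the score is not particular to the real split, although the other splits keep part of the genotype contrast.

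Of the marker lists, 8 of the 9 tested differed between the genotypes. The B cell list fell (median log2 fold change −1.36, adjusted p = 0.00101 by fry, limma, 8 of 14 genes lower and none (0) higher at an adjusted p under 0.05), with Ighm at 5528 ± 601 against 16921 ± 4341 normalized counts and Igkc at 1567 ± 642 against 4914 ± 1044. More RNA from the added splenocytes in Foxo1 TKO cultures, as a cause of higher transcripts that antigen-presenting cells share, is argued against by this median. The antigen presentation list moved apart, with a median of −0.54, H2-Ab1 at −2.22 and Cd74 at 0.99, although Cd74 lost its call after the GC correction (adjusted p = 0.0972 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in 4 of the 6 fits that left out a library. A lower share of splenocyte RNA in the Foxo1 TKO libraries stays open. The T cell list had a median of −0.24 and the regulatory T cell list one of −0.64.

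Transcripts of the list of Foxo1 targets fell (median −1.78), with Il7r at −3.49 and Ccr7 at −1.25 beside Klf2 and S1pr1. The proliferation list was higher in Foxo1 TKO cells (median 0.60, 6 of 22 genes higher and none (0) lower at an adjusted p under 0.05). Mcm5 changed by 1.49, Mcm6 by 1.12 and Pcna by 0.83. Mki67, Birc5, Ccnb1, Ccnb2 and Mcm4 were not past the threshold, and the means of Mki67 and Birc5 were lower. The early activation list was higher as well (median 1.57, with Nr4a1 at 2.62). Nr4a1 kept its call in 1 of the 6 fits that left out a library (log2 fold change from 1.70 to 3.39). Ccr7 and Pcna each kept theirs in 2 of the 6. By flow cytometry, the paper found fewer divisions of Foxo1 TKO cells in such cultures (Fig. 4d). Fewer dividing cells at the time of RNA extraction are argued against as the cause of the Day 8 result by the proliferation median of 0.60. The calls of the proliferation, early activation and T helper cytokine lists each held in 1 of the 6 fits that left out a library. Cytokine transcripts moved both ways (median 0.95), with Il21 at −3.61 and Il2 at −2.28. Whether the T cells or the shares of cells differed was not tested.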

How the results depend on the processing

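Across the 10 settings other than leaving out a library, between 3003 (the authors' normalized values with limma) and 3694 genes (DESeq2's Wald test) were called different, against 3144. Of the 3144, between 89.3% and 99.8% were shared with the same direction. Without 1 library the number ranged from 1854 (without replicate 2 of Foxo1 TKO) to 3321 genes (without replicate 2 of Foxo1 Ctrl), and it was 2031 without replicate 1 of Foxo1 Ctrl. With fewer samples in each of these fits, their power is lower. The 6 receptor transcripts and the 8 transcription factors kept their calls in the 10 settings, and Nfatc1 alone lost its call when libraries were left out. Of 87 genes whose values are given in the text, 77 kept direction and call in every setting, and 9 lost the call in at least 1 fit without a library, among them Cd74, which lost it with the GC correction too. The direction changed for Havcr2 only, which is not among these 9 and whose log2 fold change ranged from −1.19 to 0.076 over the fits without a library. At this depth, genes near 3 counts allow bounds only.

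Without a replicate block, the camera test gave fewer calls than the permutation test. With camera and the preset correlation, p-values rose to 0.0551 for the Day 8 higher genes and 0.0470 for the whole human signature, both not past the threshold once adjusted. With the estimated correlation the p-values were 0.277, 0.0853 and 0.0628 for the Day 8 higher genes, lower genes and whole signature, 0.191 and 0.282 for the human lower genes and whole signature, 0.303 for the Day 30 higher genes, and 0.0251 and 0.0603 for the genes that interferon raises and lowers. None of these was past the threshold once adjusted, and the Day 30 lower genes were (adjusted p = 0.0289, limma). fry kept the 9 calls, so the losses are specific to camera. The cause was not tested beyond the correlation itself. The score of the Day 8 higher genes ranged from 1.29 to 1.73 over the fits without a library.

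Whether the replicate numbers pair the samples stays open, since the correlations by number went both ways. Deviations from the genotype means, across 9850 genes, which are not independent replicates, correlated between libraries of the same number with Pearson's r of 0.67, 0.43 and −0.37. With the replicate block, 3318 genes were called different, and 3 in place of 8 marker lists were past the threshold. Medians of the lists that were then not past it were −0.55 (antigen presentation), −0.64 (regulatory T cell), 0.57 (proliferation), 0.84 (T helper cytokine) and 1.62 (early activation). The camera test with the replicate block kept the 9 calls of the permutation test. The GC correction, chosen after seeing the data, brought the T helper regulator list past the threshold (median −0.33). The cause was not tested. Leaving out a library left 3 to 6 marker lists past the threshold. Their medians ranged from −0.70 to −0.46 (antigen presentation), −0.40 to −0.043 (T cell), −0.73 to −0.41 (regulatory T cell), 0.40 to 0.71 (proliferation), 0.75 to 1.14 (T helper cytokine) and 1.21 to 2.01 (early activation).

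The use of other splits was set beforehand for the number of differing genes and chosen after the result was seen for the others. The 6 libraries can be split into 3 and 3 in 10 ways, so that no share under 0.1 can be reached, and grouping by chance cannot be told apart from the genotypes by this count alone. The real split alone (1 of 10) gave as many differing genes, receptors, transcription factors and marker lists past the threshold, and the other 9 splits gave 0 differing genes. For the scores of gene lists, as large a value came from 1 split for the Day 8 lower genes and whole signature, the Day 30 lower genes and both interferon lists, from 2 for the Day 8 higher genes, 4 for the human lower genes and whole signature, 5 for the Day 30 higher genes and 7 for the human higher genes. For the lists with more than 1 such split, the size of the score is not particular to the real split. The other splits mix the genotypes unequally and keep part of their contrast. They therefore cannot tell whether the size comes from variation between the libraries.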

Differences from the paper's values

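For the higher genes of the human age signature, the normalized enrichment score was 1.14, against the paper's value of about 1.2 in Fig. S7f, read by eye. The gap is larger than the SD of the score over the fits that left out a library (0.040). This SD does not cover the error of reading a figure by eye, so whether the scores differ stays open. Of the alternatives set before the data were examined, the ranking without replicate 3 of Foxo1 TKO (1.17) came within that SD of the paper's value. The ranking by edgeR's statistic (1.157), the ranking by log2 fold change (1.09), older symbols (1.13) and filterByExpr (1.15) did not. Nor did the other fits without a library (from 1.07 to 1.14). The ranking after the GC correction (1.163), chosen after seeing the data, came within it too. For the other scores shown in Figs. 4e, 4g and S7, no gap larger than the SD of the score was found.

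The paper states that the human signature matches the genes that differ with Foxo1 completely. Here the genes higher with age were not enriched past the threshold (permutation p = 0.113). At an adjusted p under 0.05, 59 of them were higher and 50 lower in Foxo1 TKO cells. Of the genes lower with age, 140 were lower and 57 higher.

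The paper names Btla among the transcripts that were significantly lower. Here its log2 fold change was −0.46 with an adjusted p of 0.0869 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p ranged from 0.0724 to 0.191 over the alternatives and the fits without a library, DESeq2's Wald test included. It passed 0.05 without adjustment (p of 0.0264) and adjusted over the list alone (0.0322), in both cases with a fold change under 1.5.

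Fig. 4f shows Nfatc2 as lower in Foxo1 TKO cells, among genes chosen at 1.5-fold and p under 0.05, limits that the legend may give for exhausted cells. Here its log2 fold change was −0.27, with an adjusted p of 0.351 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that ranged from 0.308 to 0.631 over the alternatives and the fits without a library.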

Other observations

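The tests of GC content and of shared deviations in this part were chosen after the results were seen.

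Within each genotype, libraries deviated from their mean along a trend over GC content, and the trend crossed the genotypes. Over 9850 genes with a GC value, Spearman's correlation between deviation and GC content was 0.43, −0.33 and −0.33 for Foxo1 TKO replicates 1 to 3 and 0.43, −0.45 and 0.31 for Foxo1 Ctrl replicates 1 to 3. Genes are not independent replicates, so these values describe the libraries. GC content as the whole cause of the differences between the genotypes is argued against, since 3407 genes were called different after each library's trend was removed, of which 2930 were among the 3144 called before. As the whole cause of the shared deviations it is argued against as well, since the strongest correlation of deviations between libraries of different genotypes (Foxo1 TKO replicate 1 and Foxo1 Ctrl replicate 2, −0.71) was −0.64 after the correction. A shared culture or library batch may contribute to the rest, but the labels name none, and no biological explanation was tested.

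The marker lists with fewer than 5 genes tested were not put to a set test. Their median log2 fold changes were −1.76 for plasma cells (4 genes, among them Jchain at −1.47, which lost its call in 3 of the 6 fits that left out a library, and Prdm1 at −4.08, which the T helper regulator list also holds), −0.18 for macrophages (2 genes), 0.44 for dendritic cells (3 genes, Itgax included), −0.29 for NK cells (3 genes), −0.27 for erythroid cells (3 genes) and −0.69 for the other Foxo genes (2 genes). The only gene of the CD8 T cell list changed by −0.61, and that of the neutrophil list rose by at least 1.98. Of the T helper regulator list (10 genes, median −0.36, adjusted p = 0.0903 by fry, limma), Bcl6 changed by 1.58, and Prdm1 moved the opposite way.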
